# Transcription start site analysis reveals widespread divergent transcription in *D. melanogaster* and core promoter-encoded enhancer activities

**DOI:** 10.1093/nar/gky244

**Published:** 2018-04-06

**Authors:** Sarah Rennie, Maria Dalby, Marta Lloret-Llinares, Stylianos Bakoulis, Christian Dalager Vaagensø, Torben Heick Jensen, Robin Andersson

## Abstract

Mammalian gene promoters and enhancers share many properties. They are composed of a unified promoter architecture of divergent transcripton initiation and gene promoters may exhibit enhancer function. However, it is currently unclear how expression strength of a regulatory element relates to its enhancer strength and if the unifying architecture is conserved across Metazoa. Here we investigate the transcription initiation landscape and its associated RNA decay in *Drosophila melanogaster*. We find that the majority of active gene-distal enhancers and a considerable fraction of gene promoters are divergently transcribed. We observe quantitative relationships between enhancer potential, expression level and core promoter strength, providing an explanation for indirectly related histone modifications that are reflecting expression levels. Lowly abundant unstable RNAs initiated from weak core promoters are key characteristics of gene-distal developmental enhancers, while the housekeeping enhancer strengths of gene promoters reflect their expression strengths. The seemingly separable layer of regulation by gene promoters with housekeeping enhancer potential is also indicated by chromatin interaction data. Our results suggest a unified promoter architecture of many *D. melanogaster* regulatory elements, that is universal across Metazoa, whose regulatory functions seem to be related to their core promoter elements.

## INTRODUCTION

Spatio-temporal control of metazoan gene expression is mediated in part by factors acting at gene promoters and at gene-distal transcriptional enhancers. Although major efforts have been made to identify the locations of transcriptional regulatory elements (TREs, here denoting enhancers and promoters) and their cell type-restricted activities, the regulatory mechanisms of these genomic regions are not well understood. Careful characterization of the properties of TREs and the determinants of their regulatory activity is crucial to better understand the means by which cells control gene expression. Despite the often adopted view on enhancers and gene promoters as distinct entities with discernible functions and local chromatin characteristics (1–3), e.g. different levels of H3K4me1, H3K4me3 and H3K27ac at nucleosomes flanking TREs, recent observations suggest large similarities between mammalian enhancers and gene promoters (4–7). In particular, mammalian TREs are characterized by a high prevalence of divergent transcription initiation (4,8–15). In addition, enhancers frequently contain core promoter elements (4,13), bind general transcription factors (16–18), and may act as alternative gene promoters (19). Gene promoters themselves form stable chromatin interactions with other promoters, often resulting in the co-expression of genes in a tissue-specific manner (20–22). Several examples of mammalian gene promoters exhibiting enhancer function have also been identified (20,23–25). Taken together, these observations raise the question whether the repertoire of TREs may be treated as a unified class (4–7). However, it is currently unclear how promoter (expression) strength relates to enhancer strength, whether a TRE with strong enhancer function also possesses strong promoter function or vice versa, or if enhancer function is inversely related to promoter function. In addition, the inherent state of divergent transcription at TREs in Mammalia has not been well supported across Metazoa. Observations in *Drosophila melanogaster* have suggested a distinct reduction in divergent events at gene promoters (26–28) and less widespread occurrences of enhancer transcription (27). These observations raise the question of whether divergent transcription and, hence, the unifying promoter architecture across TREs is not a conserved property across Metazoa.

Transcription of mammalian protein-coding genes into mRNA is coupled with upstream transcription in the reverse orientation (8–12). The latter results in relatively short, non-coding transcripts, commonly referred to as promoter upstream transcripts (PROMPTs) or upstream antisense RNAs (uaRNAs) (8,9). While core promoters in general possess unidirectional transcription initiation (29), divergent transcription is accomplished by a pair of divergent core promoters contained within the same nucleosome deficient region (NDR) (11,30). Divergent transcription initiation is also widespread at regulatory active mammalian transcriptional enhancers (13,14). The resulting transcripts, known as enhancer RNAs (eRNAs), are, similar to PROMPTs, short, low abundant and non-coding. Both PROMPTs and eRNAs are unstable and targets of the ribonucleolytic RNA exosome complex (9,10,13,31,32). The path to RNA decay is, at least in part, linked to the presence of early polyadenylation sites and a depletion of U1 small nuclear ribonucleoprotein (snRNP) binding via a lack of 5′ splice sites downstream of PROMPT and eRNA transcription start sites (TSSs), leading to early transcriptional termination (31,33). Like PROMPTS, eRNAs are of low abundance and seldom transcribed from evolutionary constrained DNA (10,34), indicating high similarities between RNA species and that both PROMPTs and eRNAs likely possess little functional relevance. Nevertheless, promoter activity of mammalian enhancers, as observed from local transcription initiation events, is an accurate indicator of active enhancer regulatory function (13), suggesting a link between distal regulatory enhancer function and local promoter activity. A notable difference between gene promoters and gene-distal enhancers is that while the transcriptional activity at mRNA promoters is strongly favoring the production of stable, exosome-insensitive RNAs on the sense strand, enhancers are generally associated with more balanced production of low-abundant unstable eRNAs on both strands (4,10,13). The apparent commonalities and differences in transcription initiation patterns, frequencies, and RNA decay have therefore been utilized for classification of TRE function (4,10,13).

Efforts to catalogue genome-wide the enhancer potential of genomic sequences for activating transcription at a given core promoter have provided insights into the regulatory potential of *D. melanogaster* genomic sequences. Assays based on self-transcribing regulatory regions (STARR-seq) (35), have revealed apparent differences between housekeeping and developmental enhancer activities, as measured by STARR-seq constructs containing core promoters associated with broad, housekeeping activities (hkCPs) and cell type-restricted or developmental core promoters (dCPs), respectively. Sequences activating the former appear to be gene promoter-proximal while sequences activating the latter are generally gene promoter-distal (36). However, the DNA sequence itself is not the only determinant of enhancer activity. A recent study utilising massively parallel reporter assays emphasizes the importance of the positioning of TREs within chromatin contexts (37). In addition, the boundaries of *D. melanogaster* topologically associating domains (TADs) (38,39) may constrain sequence-compatible enhancer-promoter regulation. Concomitantly, enhancer classes, as characterized by STARR-seq, follow distinct chromatin architectures with respect to TADs, with housekeeping enhancers enriched at domain borders and developmental enhancers enriched at the anchors of loops (39). These results are supported by a preferential enrichment of housekeeping gene promoters at TAD boundaries (40).

In this study, we set out to investigate the link between promoter activity and enhancer function and how invertebrate and mammalian genomes compare in their RNA decay and transcription initiation frequencies at TREs. To this end we measured TSS usage, RNA abundance and exosome sensitivity in *D. melanogaster* to assess whether properties (abundance, stability, directionality, divergent transcription) of TREs are conserved across Metazoa and what determines their transcriptional activities. We find that divergent transcription is a common state of *D. melanogaster* gene promoters and gene-distal enhancers, which is supported by three recent studies using alternative assays (28,41,42). Characterization of open chromatin loci into major classes, unbiased to gene annotation, solely by their transcriptional properties recapitulates mammalian archetypical groupings, which reflect gene annotations and enhancer potentials. We show that fly TREs carry remarkable similarities in terms of promoter functionality, regardless of type, pointing to a unified architecture of TREs that is similar across Metazoa. We identify quantitative relationships between TRE expression level and enhancer function, which seem to be encoded by core promoter element strengths, pointing at a regulatory trade-off between developmental enhancer function and promoter functionality and a joint encoding of promoter and enhancer functionality for housekeeping TREs. Our results further suggest at least two layers of transcription control, which are also supported by chromatin interaction data. One, in which housekeeping gene promoters act as enhancers to other gene promoters alike and one in which gene-distal developmental enhancers control the transcription of developmental genes.

## MATERIALS AND METHODS

### S2 cell culturing and RNA interference

*Drosophila melanogaster* S2 cells were cultured at 27°C in Schneider’s medium (Sigma, S0146) supplemented with 10% FBS (Sigma, F7524) and 1% penicilin/streptomycin (Sigma, P0781). Double-stranded RNAs (dsRNA) to deplete Rrp6 and Dis3 were prepared by *in vitro* transcription from a PCR template with T7 promoters on both ends using the Megascript RNAi kit (Ambion, AM1626) according to the manufacturer’s instructions (Supplementary Table S3). DsRNA against GFP was used as a control. For each condition, 3 × 10^6^ cells were seeded in a well of a six-well plate. The following day, cells were washed twice with Schneider’s media with no FBS and no antibiotica, a mixture of 40 μg of dsRNA (20 μg Rrp6 dsRNA and 20 μg Dis3 dsRNA or 40 μg GFP dsRNA) in 500 μl media was added dropwise to the cells, the plates were agitated for 30 s and incubated for 6 h at 27°C. Finally, 2.5 ml of media with FBS and penicilin/streptomycin were added. The treatment was repeated 2 days later and the cells were harvested 4 days after the first dsRNA treatment.

### CAGE library preparation, sequencing and mapping

CAGE libraries were prepared as described elsewhere (10,43) from total RNA purified from S2 cells with TRIzol (Ambion, 15596018) according to the manufacturer’s protocol. Sequenced reads were trimmed to remove linker sequences and subsequently filtered for a minimum sequencing quality of Q30 in 50% of the bases. Mapping to *D. melanogaster* (dm3, r5.33) was performed using Bowtie (44) (version 1.1.1), allowing max two mismatches per read and keeping only uniquely mapped reads.

### Processing of DNase-seq data and identification of DNase I hypersensitive regions

Sequencing reads from DNase-seq and input data (35) were trimmed using Trimmomatic (45) (version 0.32) using a sliding window approach, trimming off the ends of reads in 4 nucleotide windows that did not fulfil a quality ≥Q22. Reads trimmed to a length shorter than 25 nucleotides were discarded. Kept reads were mapped to the dm3 (r5.33) reference genome using Bowtie (44) (version 1.1.1), allowing max three mismatches per read and keeping only uniquely mapped reads. DNase I hyperensitive sites (DHSs) were called using hotspot (46) at a FDR threshold of 0.01, on input data, pooled DNase-seq data and in each of two DNase-seq replicates. DHS hotspot peaks called from pooled replicates that overlapped peaks from individual replicates and not peaks from input DNase-seq data were used for further analyses. This resulted in a final set of 11 947 DHSs.

### CAGE tag clustering and expression quantification

Tag clustering was performed on pooled CAGE data, including all four replicates from each condition, using a summit-fraction strategy to remove tails from wide TCs and split multi-modal peaks (see Supplementary Methods). This resulted in a set of 670 681 TCs.

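With the same rules, positions with at least 2 tags in a single library were merged within 20 bp on each strand, positions under 0.1 of the summit's tags over the 8 libraries were dropped, and the remaining positions were merged again. This gave 688364 TCs. Calling TCs anew without each library in turn gave between 638353 and 666348 TCs. When the 2 tags could come from the pooled libraries the number of TCs was 729423, and without trimming it was 648554.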

The expression of each TC in each individual CAGE replicate was quantified by counting of CAGE 5′ ends falling into their defined genomic regions. In addition, CAGE genomic background noise levels were estimated (see Supplementary Methods). Only TCs whose expression was above the CAGE genomic background noise threshold in at least two out of four replicates in each condition were considered. 

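Background noise was estimated from 212468 windows of 200 bp on 2L, with each strand counted apart. All lay more than 500 bp from the midpoint of every DHS listed there. No dm3 gene annotation and no mappability track were used here. Windows near gene TSSs, transcript ends and exons, which the paper discards, were therefore kept. The threshold can thus hold transcription of genes and lie above one from regions unlikely to hold TSSs. The 99th percentile of window expression in the libraries labelled exosome knockdown (the paper's GFP columns) ranged from 1.00 to 1.31 TPM, and the highest value was taken as the threshold. A TC was kept for a group when it exceeded this level in at least 2 of its 4 libraries. The libraries labelled control kept 22104 TCs and those labelled exosome knockdown kept 18056 TCs, and 25283 TCs were kept in either group. The choice of threshold moved these numbers most. At the 95th percentile, 0.164 TPM, the libraries labelled control kept 103676 TCs and those labelled exosome knockdown kept 84164 TCs. A further threshold of 0.119 TPM was chosen after the values were seen. It is the highest level that every listed DHS reaches on a strand in at least 2 libraries of a group, as counted here. At this level 130149 TCs were kept in the libraries labelled control and 104918 TCs in those labelled exosome knockdown.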

Noise level filtering resulted in 121 809 TCs in control CAGE libraries and 147 379 TCs in exosome knockdown CAGE libraries. Expression levels were converted to tags per million (TPM), by counting the CAGE tags per TC and normalising to library size scaled by 10^6^. TCs were annotated to FlyBase gene TSSs based on a max distance between TC summit positions and gene TSSs of 250 bp (upstream or downstream).

To measure the effect of the knockdowns, the mean expression and standard deviation over the four replicates for the knockdown and control experiments were calculated for TCs annotated to the primary FlyBase TSSs of the genes *Rrp6* and *Dis3*.

### RT-qPCR validations of CAGE expression levels and exosome sensitivities

Expression levels and exosome sensitivities measured by CAGE were validated using RT-qPCR (Supplementary Table S4). The RNA was treated with TURBO DNA-free kit (Ambion, AM1907) and cDNA was prepared with the SuperScript II kit (Invitrogen, 18064014), using 1 μm oligo dT18 and 5 ng/μl/ μl random primers. qPCRs were performed with Platinum SYBR Green qPCR SuperMix-UDG (Invitrogen, 11744500) in a MX3000P (Agilent technologies) machine. RNA levels were normalized to that of *Act5C*.

### DHSs as focus points for transcription initiation

DHSs were used as focus points for characterising patterns of transcription initiation events at TREs as described elsewhere (10), with minor modifications (see Supplementary Methods). DHSs were annotated to FlyBase (release 5.12) genes by intersection of DHSs with gene TSSs extended 200 bp upstream and 100 bp downstream with respect to the annotated gene strand. DHSs were subsequently categorized into those associated with gene TSSs on plus strands or minus strands only (unidirectional genes), those associated with both gene TSSs on plus strands and minus strands (divergent gene pairs), or those that were not annotated on any strand (gene TSS-distal).

Unsupervised clustering of DHSs was performed on the basis of transcriptional properties derived from each replicate CAGE library in a two-step approach (see Supplementary Methods), to guarantee high agreement between individual replicates.

### Evaluation of enhancer potential by STARR-seq data

Wiggle track STARR-seq data (36) were used to evaluate the enhancer potential of transcribed DHSs. For each DHS, the summit signal within a 401 bp region centered on the DHS mid point was identified from STARR-seq data generated using *RpS12* and *even skipped* core promoters, for housekeeping (hkCP) and developmental (dCP) enhancer potential, respectively. At the summit position, the log_2_ fold change of STARR-seq signal over STARR-seq input signal was calculated. STARR-seq active regions were defined as those DHSs having a log_2_ fold change of at least 1.5.

### Core promoter element scans and clustering

Core promoter element occurrences were scanned around each transcribed DHS using MEME FIMO (v4.11.2) (47). A genome sequence database of ±50 bp around major and minor strand CAGE summit positions within each DHS was considered. Position weight matrices (PWMs) of MTE and TATA core promoter elements were retrieved from JASPAR POLII database (48), species *D. melanogaster*. DRE, Inr, Trl, E-box motifs were retrieved from DMMPMM *D. melanogaster* motif collection (49). Finally, DPE, Ohler6 (Motif6) and Ohler 1 (Motif1) motifs were collected from (50). Motif PWMs and consensus sequences were converted into the Minimal MEME Motif Format using the tools chen2meme and iupac2meme, respectively. FIMO scans were performed with a statistical threshold (*P*-value) equal to 1 and a maximum number of motif occurrences retained in memory at 100 × 10^6^. The FIMO output was filtered to only contain the motif hits with maximum score for each motif occurrence for each DHS strand window. Motif hits were subsequently considered significant if they passed a *P*-value threshold <0.001. Core promoter element clustering was performed using the R function pheatmap (Ward.D agglomeration) on scaled and centered data for each core promoter element. Core promoter clusters were determined by the cutree R function with *k* = 10 desired groups.

### Analyses of histone modifications and transcription factor binding at DHSs

Binarised (51) modENCODE ChIP-chip data in 50 bp regions for histone modifications, histone variants and transcription factor binding were investigated around transcribed DHSs. In order to generate the heatmap against classes, a 50 bp window surrounding the center of each DHS was overlapped with the 50 bp ChIP-chip regions and the mark was recorded as present at a DHS if it overlapped with at least one element. For ChIP-chip footprint plots, the binary signal was averaged across sites in 50 bp bin intervals from the CAGE summits of the considered DHSs, up to a maximum of 5000 bp away from the summits. Cases where a given interval for a DHS overlapped another DHS were filtered from the analysis. The background level was generated based on randomising the ChIP-chip locations, 10 times for each combination of set and mark.

ChIP-seq data (52) for histone modifications H3K4me3, H3K4me1 and H3K27ac were processed by the AQUAS ChIP-seq pipeline (http://github.com/kundajelab/). Mapped ChIP-seq signal was then quantified within each 401 bp DHS region. ChIP-seq signal within DHS windows was plotted as a function of housekeeping (hkCP) or developmental (dCP) enhancer potential, using the binned 1−99th percentile STARR-seq signal. ChIP-seq signal within DHS windows was also plotted against the binned 1−99th percentile CAGE TPM expression.

### Assessment of the relationship between chromatin architecture and type of regulatory element

TADs and significantly interacting regions for *D. melanogaster* Kc167 cells based on 1kb resolution HIC data (39) were considered. For all HiC and TAD-associated analyses, the coordinates for ±200 bp around the CAGE summits of DHSs were lifted over to dm6, keeping all DHSs whose width were preserved in the liftover coordinates (9454, corresponding to 99.8% of DHSs defined in dm3). DHSs were allocated a TAD number if they overlapped the TAD by at least 200 bp. All pairs of TREs within a maximum distance of 1 Mb between the DHS center points were identified and annotated according to DHS class membership and whether the pair overlapped coordinates of significantly interacting regions.

For each DHS class, the proportion of elements annotated as falling inside of a TAD region, or between (not overlapping a TAD) was calculated. For each TAD, the number of DHSs of each class was aggregated. To calculate the enrichment of elements according to TAD size, TADs were split according to the total number of DHSs that were within them, grouping all TADs with more than six elements, and the proportion of each of the classes calculated per total size. The log_2_ scaled data containing the number of TREs per class in each TAD, for a minimum TAD size of three elements were further clustered using the kmeans++ algorithm, generating seven clusters of TADs (as determined based on inspection of a scree plot for 2–20 possible clusters). To calculate enrichments of TAD boundary vicinities of DHS classes, a cut-off of 1 kb from the nearest TAD boundary was applied to determine inclusion or exclusion of a class element from a boundary region.

Statistics of interactions and co-occurrences within TADs were analysed using generalized linear models (see Supplementary Methods).

## RESULTS

### Fly regulatory elements are associated with divergent transcription and RNA species-specific decay

To characterize transcription initiation events in *D. melanogaster*, we performed deep Cap Analysis of Gene Expression (CAGE (43)) sequencing (33.5–46.4 million mapped reads per library) in Schneider line 2 (S2) cells. 

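CAGE sequences the 5′ ends of capped RNAs, so that each tag marks an initiation event at a base pair and strand, and S2 is a cell line derived from embryos of D. melanogaster. The deposited data are raw counts of tag 5′ ends per position of the dm3 genome for 8 libraries, 4 labelled control and 4 labelled exosome knockdown. The authors trimmed and quality filtered the reads and mapped them with Bowtie, and kept reads that mapped uniquely with at most 2 mismatches. The libraries labelled control held between 36806292 and 46388382 tags, with a median of 41265012.5 tags. The libraries labelled exosome knockdown held between 33565925 and 43903483 tags, with a median of 37529091 tags. Supplementary File 1 gives expression per library in columns named for GFP, the paper's control dsRNA, and for KD, and the library sizes of these columns matched the totals one to one within 0.1%. By this match the libraries labelled control are the paper's KD columns, and those labelled exosome knockdown are the paper's GFP columns. The labels thus name the groups the opposite way to the paper's table. The group words in the names of the deposited files are those of the paper's table, and they were not used for the match. Each library is therefore named here by its label, and measures with a direction take the paper's groups, so that exosome sensitivity and fold changes set the libraries labelled control against those labelled exosome knockdown. The TSSs of Dis3 and Rrp6 were not analysed here, so the groups were not checked against the depleted RNAs. Expression in TPM was taken over library totals, and tests of changes used the raw counts. The smallest p that an exact permutation test of 4 libraries against 4 allows is 0.0286.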

To measure exosome sensitivity, cells were subjected to a double knockdown of the catalytic subunits Dis3 and Rrp6 of the ribonucleolytic exosome complex (by RNA interference, Materials and Methods). This resulted in a marked reduction in the abundances of tags aggregating at the annotated TSSs of *Dis3* and *Rrp6* genes when compared to control (dsRNA against GFP) libraries (Supplementary Figure S1A). 

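Proximity to open chromatin was measured on 2L, where the first 1982 of the paper's 9471 DHSs of Supplementary File 1, the part used here, include 1754 DHSs along the whole arm. The share of 2L tags within 500 bp of a DHS midpoint ranged from 84.2% to 90.5% over the 8 libraries. It was 85.6% ± 1.31 (SD, n = 4) in the libraries labelled control (the paper's KD columns) and 88.9% ± 1.66 (SD, n = 4) in those labelled exosome knockdown (exact permutation test, two-sided, p = 0.0571), and the ranges of the groups overlapped. Between 6665556 and 8415744 tags per library lay on 2L. Within 250 bp the shares were 76.9% in the libraries labelled control and 81.1% in those labelled exosome knockdown, and the groups did not overlap (exact permutation test, two-sided, p = 0.0286).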

The great majority of CAGE tags were proximal to open chromatin regions as measured by DNase I hypersensitivity (82–86% within 500 base pairs (bp), Supplementary Figure S1B), indicating a high signal-to-noise ratio of the mapped CAGE data. We observed several instances of divergent transcription initiation, with exosome-sensitive PROMPTs originating upstream of FlyBase (53) gene TSSs in a divergent manner and in a good agreement between replicates (exemplified by Figure 1A). In addition, many enhancers were associated with replicate-consistent exosome-sensitive divergent eRNAs (exemplified by Figure 1B). These observations suggest that fly biogenesis and decay of eRNAs and PROMPTs may match those of human.

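The DHS of Figure 1A lies on chromosome 2L of dm3 from 5029381 to 5029530, at the Cg25c gene. Expression was counted in strand-specific windows of 200 bp that flank the centre with the most CAGE coverage, as in the paper's methods. On the minus strand, antisense to the gene, the PROMPT window from 5029327 to 5029526 had 2.27 ± 1.44 TPM (SD, n = 4) in the libraries labelled control (the paper's KD columns) and 0.169 ± 0.0352 TPM (SD, n = 4) in those labelled exosome knockdown. Every library labelled control exceeded every library labelled exosome knockdown (exact permutation test, two-sided, p = 0.0286), and 365 tags in the former group stood against 26 in the latter. The log2 fold change was 3.63 (standard error 0.48, adjusted p = 3.24e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the plus strand, in the sense of the gene, mean expression was 109.2 TPM in the libraries labelled control and 98.3 TPM in those labelled exosome knockdown, with a log2 fold change of 0.06 (standard error 0.16, adjusted p = 0.763 from the same edgeR test). The exosome sensitivity of the PROMPT window was 0.926.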

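The enhancer of Figure 1B, named E1 in Supplementary Table 2, is the DHS on chromosome 2L of dm3 from 5306661 to 5306810. Its plus strand window had 2.08 ± 0.477 TPM (SD, n = 4) in the libraries labelled control (the paper's KD columns) and 0.154 ± 0.124 TPM (SD, n = 4) in those labelled exosome knockdown, with 342 tags against 23 tags and a log2 fold change of 3.66 (standard error 0.58, adjusted p = 0.000131 from edgeR's quasi-likelihood test). Its minus strand window had 0.316 ± 0.244 TPM (SD, n = 4) from 50 tags in the libraries labelled control and no tag in any library labelled exosome knockdown. A count of 0 leaves room for up to 3 tags by counting error alone, so expression below this depth is not excluded. On both strands the groups did not overlap (exact permutation tests, two-sided, p = 0.0286 for each strand).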

**Figure 1.**
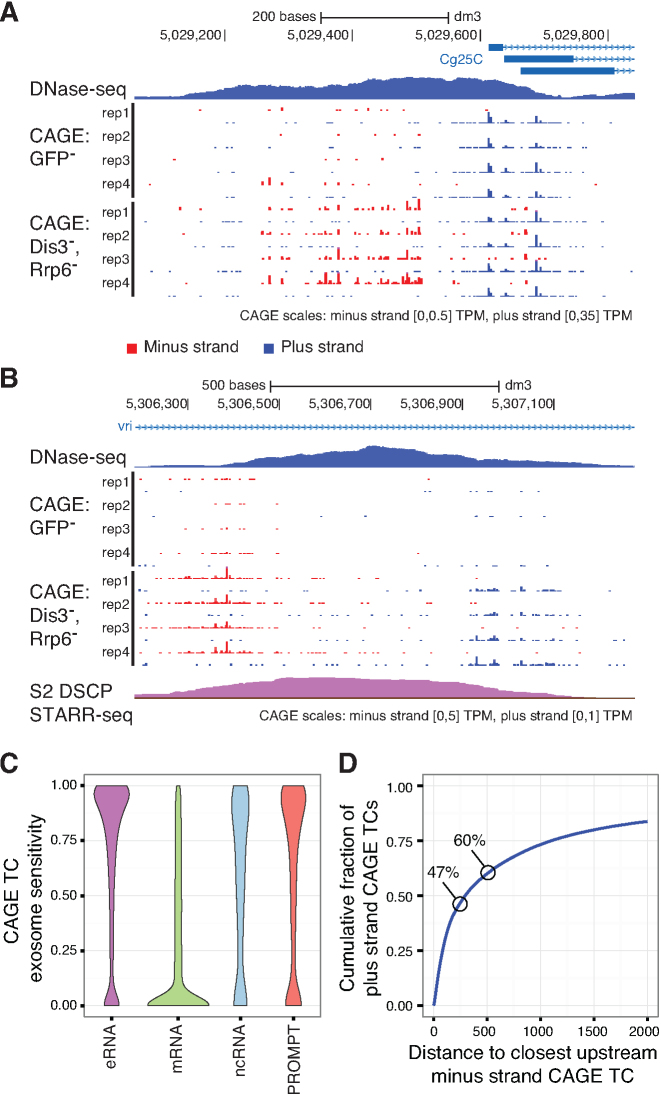
Fly regulatory elements are associated with divergent transcription initiation. (A, B) Genome browser views around FlyBase annotated TSSs of the *Cg25C* (also known as *Col4a1*) gene (**A**) and a *vri* intragenic dCP STARR-seq enhancer (**B**). DNase-seq, control CAGE, and exosome KD CAGE data are shown. All four replicates per CAGE condition are displayed (red: minus strand, blue: plus strand). For visibility reasons, the scales of CAGE signal differ between strands and are provided below each panel. See Supplementary Figures S8 and S9 for RT-qPCR validations. (**C**) Distributions of exosome sensitivity, ranging between 0 (insensitive) to 1 (CAGE expression not observed without exosome KD), for eRNAs (associated with dCP STARR-seq enhancers), FlyBase mRNAs, FlyBase ncRNAs and PROMPTs (upstream of and antisense to annotated FlyBase gene TSSs). (**D**) Cumulative fraction (vertical axis) of plus strand CAGE TCs that are within a certain distance (horizontal axis) of minus strand CAGE TCs. The percentages of divergent events are highlighted for distances of 250 and 500 bp.

To quantify the extent and characteristics of divergent transcription in fly cells, we clustered proximally mapped CAGE tags into genomic regions representing CAGE-inferred TSSs (referred to as tag clusters (TCs)). Wide TCs were trimmed and those representing multi-modal peaks were split into narrow single-peak TCs (Supplementary Methods). 

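Concordance was computed as the r squared of log2 TPM over TCs kept for a group and tagged in both libraries of a pair. The 6 pairs of libraries labelled control (the paper's KD columns) gave a median r squared of 0.898, and the 6 pairs labelled exosome knockdown gave a median of 0.918. With log2(TPM + 0.1) over all kept TCs the medians were 0.906 and 0.924. At the threshold of 0.119 TPM, which was chosen after the values were seen, the medians without the added 0.1 were 0.784 and 0.799, and those with it were 0.867 and 0.879.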

Although TC expression levels were largely concordant between biological replicates (Supplementary Figures S2 and S3), we filtered out TCs with low-level expression (not statistically distinguishable from genomic background noise estimated from TSS-unlikely loci, see Supplementary Methods), allowing us to accurately assess the transcriptional patterns of TREs naturally associated with low abundant RNAs (like eRNAs and PROMPTs). For the remaining TCs, we measured the fraction of expression in knockdown conditions to that observed in control libraries, providing a quantitative measure of exosome sensitivity ranging between expression levels fully captured by control CAGE data (exosome sensitivity 0) to expression levels only observed upon exosome knockdown (exosome sensitivity 1). 

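Exosome sensitivity was computed for the TCs kept in either group as the gain in mean TPM of the libraries labelled control (the paper's KD columns) over those labelled exosome knockdown, divided by the former and set to 0 where negative. Over all TCs regardless of annotation, 58.3% had a sensitivity under 0.25 and 22.0% had a sensitivity above 0.75, with a median of 0.0648. The median rests on single libraries, since it was 0 without replicate 3 labelled control and 0.121 without replicate 4 labelled exosome knockdown. With libraries of the same number compared, the share under 0.25 was 56.8% ± 2.53 (SD, n = 4 replicate numbers). In edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, 8690 TCs were higher and 6695 TCs were lower in the libraries labelled control at an adjusted p of 0.05. The number of TCs called moved most with the threshold, and at 0.119 TPM, chosen after the values were seen, 39260 TCs were higher and 15486 TCs were lower. The TC with the most tags in the libraries labelled control lies on the minus strand of chromosome 2R of dm3 from 10247796 to 10247801. Its expression was 57639.7 ± 7091 TPM (SD, n = 4) in these libraries and 7377 ± 755.4 TPM (SD, n = 4) in those labelled exosome knockdown (log2 fold change 2.87, standard error 0.26, adjusted p = 1.17e-05 from the same edgeR test). The TC with the most tags in the libraries labelled exosome knockdown, at position 2965654 of the plus strand of Uextra, did not differ between the groups (log2 fold change -0.29, standard error 0.23, adjusted p = 0.278 from edgeR).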

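By the largest change among TCs with a mean of at least 10 TPM in a group and no overlap between the groups, 2 TCs that rose and 2 that fell are named here. At position 1487649 of the plus strand of 2R, expression was 10.2 ± 10.1 TPM (SD, n = 4) in the libraries labelled control (the paper's KD columns), where it ranged from 1.33 to 24.0 TPM, and a single tag was found in the other group. The TC on the plus strand of 3L from 20773807 to 20773850 had 12.9 ± 6.27 TPM (SD, n = 4) in the libraries labelled control and 4 tags in total in those labelled exosome knockdown. The TC on the minus strand of 3R from 23751182 to 23751213 had 0.466 ± 0.189 TPM (SD, n = 4) in the libraries labelled control and 23.5 ± 8.99 TPM (SD, n = 4) in those labelled exosome knockdown, with a log2 fold change of -5.75. At position 20833191 of the plus strand of 2R the values were 0.454 ± 0.200 TPM and 14.6 ± 2.47 TPM (SD, n = 4 each), with a log2 fold change of -5.10. No gene annotation of dm3 was used here, so these TCs are given by position.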

Overall, the majority of TCs associated with annotated mRNA TSSs (∼62%) displayed low (<0.25) exosome sensitivity (Figure 1C). In contrast, a large fraction of PROMPTs (TCs <500 bp upstream of and antisense to annotated FlyBase gene TSSs), ncRNAs (TCs associated with annotated FlyBase ncRNA TSSs) and eRNAs (TCs associated with gene TSS-distal dCP STARR-seq enhancers (36)) were mainly highly (>0.75) exosome sensitive (∼51%, ∼42% and ∼60%, respectively).

**Figure 2.**
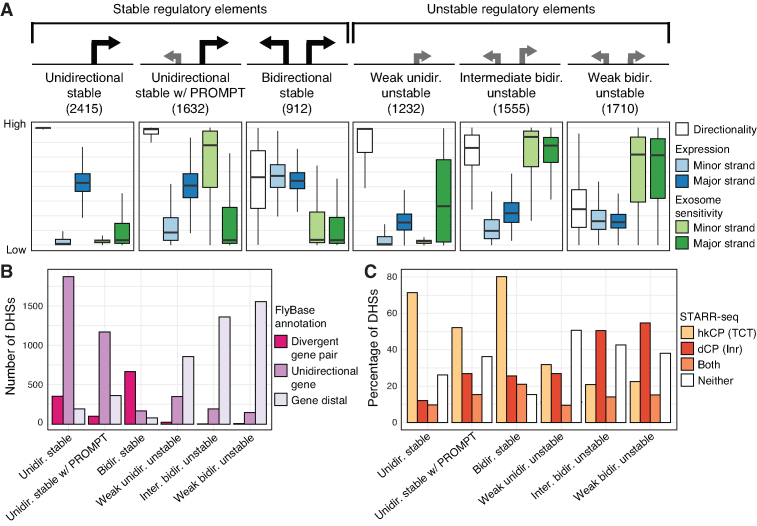
Transcriptional directionality, expression level and exosome sensitivity reveal major groupings of *D. melanogaster* regulatory elements. (**A**) Manual labeling and properties of the six identified clusters of transcribed DHSs with similar transcriptional directionality, expression levels, and exosome sensitivities (displayed in box-and-whisker plots). DHS clusters associated with stable or unstable RNAs on their major strands are indicated above DHS cluster labels. See Supplementary Figure S4 for a schematic of the measures used for clustering and the strategy behind expression quantification of DHSs. The lower and upper hinges of boxes correspond to the first and third quartiles of data, respectively, and the whiskers extends to the largest and smallest data points no further away than 1.5 times the interquartile range. For improved visibility, outlier data points are not visualized. (**B**) The number of DHSs in each cluster that are in close proximity with divergent (head-to-head) FlyBase gene TSS pairs (divergent gene pair), stand-alone FlyBase gene TSSs (unidirectional gene), or distal from FlyBase gene TSSs. (**C**) The percentage of DHSs in each cluster that are overlapping with or are distal to called STARR-seq enhancers, broken up by those overlapping with hkCP enhancers, dCP enhancers or both classes.

We next calculated the distance from each plus strand TC to the nearest upstream (non-overlapping) minus strand TC (Figure 1D). ∼47% and ∼60% of CAGE TCs had, regardless of annotation, a nearest upstream minus strand TC within 250 and 500 bp, respectively. 

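Of 12591 plus strand TCs kept in either group, 17.7% had a nearest upstream minus strand TC within 250 bp and 33.3% had one within 500 bp, with distances taken between summits. The noise threshold moved these shares most. At the 95th percentile they were 38.9% and 53.2%, and at 0.5 TPM they were 26.0% and 40.7%. Without trimming of TCs they fell to 8.06% and 24.3%. At the level every listed DHS reaches, which was chosen after the values were seen, they were 43.5% and 57.6%.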

The relative increase in the divergent fraction was reduced at larger distances, suggesting that many fly divergent events are contained within the same NDR (that are most often <500 bp in size). Among specific TREs, we observed that transcribed gene-distal dCP enhancers were frequently (∼81%) divergently transcribed. Proximal bidirectional (head-to-head) gene pairs showed the highest degree of divergent transcription (∼90%). Stand-alone mRNA promoters, on the other hand, exhibited the least degree of divergent transcription (∼46%). These fractions are likely underestimates, since rare transcripts can fall below imposed noise thresholds. Nevertheless, these results demonstrate that a considerable proportion of transcription initiation events in *D. melanogaster* are divergent, and that a fraction of these events are associated with exosomal RNA decay, in accordance with human cells.

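Each library was also examined alone, with the TCs above the noise threshold in that library. The libraries labelled control (the paper's KD columns) had 21257.2 ± 1437 TCs (SD, n = 4) and those labelled exosome knockdown had 17435 ± 1151 TCs (SD, n = 4). The share of plus strand TCs with an upstream minus strand TC within 250 bp was 17.2% ± 0.123 (SD, n = 4) in the former and 13.1% ± 0.151 (SD, n = 4) in the latter (exact permutation test, two-sided, p = 0.0286). Within 500 bp the shares were 33.5% ± 0.329 and 29.2% ± 0.472 (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286). With every library thinned to 33565925 tags, the total of the smallest library, the difference within 250 bp was 4.12 percentage points. At the threshold of 0.119 TPM, chosen after the values were seen, the shares per library were larger. Within 250 bp they were 40.2% ± 0.432 in the libraries labelled control and 33.6% ± 2.26 in those labelled exosome knockdown (SD, n = 4 each). Within 500 bp they were 54.9% ± 0.338 and 46.8% ± 2.21 (SD, n = 4 each). The paper states that fractions of divergent events are likely underestimates because rare transcripts can fall below the noise thresholds.

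**Figure D1:**
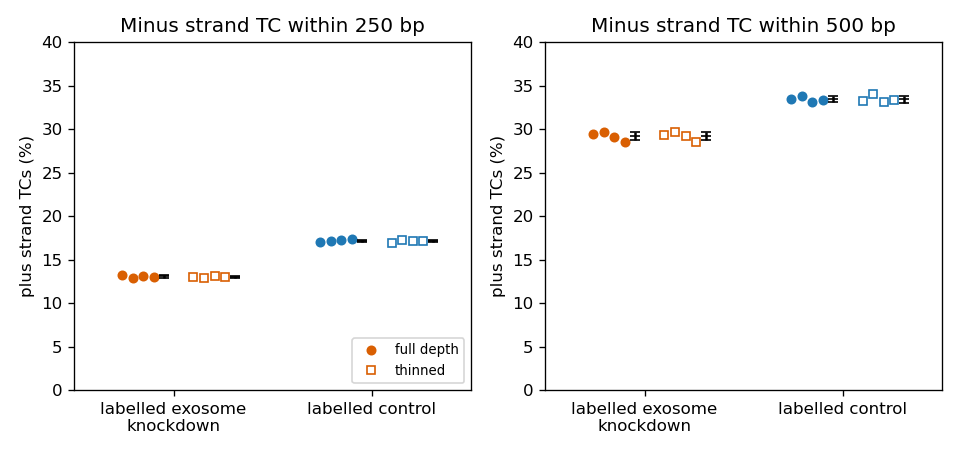
Percentage of plus strand TCs with a minus strand TC upstream within 250 bp (left) and 500 bp (right) in each library. Filled circles are libraries at full depth, open squares are the same libraries thinned to the smallest total, and black marks are means with SD over 4 libraries. All 4 libraries labelled control lie above all 4 labelled exosome knockdown.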

### Expression and exosome sensitivity patterns characterize distinct regulatory elements

With an aim to systematically characterize transcription initiation events and associated RNA turnover at TREs unbiased to existing annotations, we focussed the remaining analyses on DNase I hypersensitive sites (DHSs) (Materials and Methods). 

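Tags within 200 bp of the midpoints of the 1982 DHSs used here were sorted by strand and side. The odds ratio for minus strand tags upstream and plus strand tags downstream was 22.3 ± 0.972 (SD, n = 4) in the libraries labelled control (the paper's KD columns) and 29.3 ± 1.00 (SD, n = 4) in those labelled exosome knockdown, so the groups differed by more than the replicate spread (exact permutation test, two-sided, p = 0.0286). With each position counted once regardless of its number of tags, the odds ratios were 7.13 ± 0.301 and 9.37 ± 0.441 (SD, n = 4 each).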

Overall, DHSs showed preferences for minus strand expression upstream (relative to the genome reference) and plus strand expression downstream of DHS center points in exosome depleted libraries (Supplementary Figure S5, *P* < 2.2 × 10^−16^, odds ratio 13.3, Fisher’s exact test). Only 139 (1.5%) DHSs were associated with convergent transcription. 

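Among the 1982 DHSs used here, 16 DHSs (0.807%) had TCs above the noise threshold in a convergent arrangement, and 262 DHSs (13.2%) had them in a divergent arrangement. At the 95th percentile threshold the convergent DHSs numbered 84 (4.24%) and the divergent ones 564 (28.5%). The definition of convergent TCs used here was chosen after the data had been seen.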

Based on these observed trends, we quantified DHS-associated expression through aggregation of CAGE tags in strand-specific divergently oriented windows of 200 bp immediately flanking DHS center points that maximized CAGE tag coverage (Supplementary Figure S4, Materials and Methods). 9471 out of 11 947 (∼79%) called DHSs were significantly expressed (above estimated background noise levels) on any strand in at least two control or exosome depleted libraries. 

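The DHSs of Supplementary File 1 are those the paper found expressed, so the share below describes how many of them pass the threshold used here. Of the 1982 DHSs, 1559 (78.7%) exceeded 1.31 TPM on a strand in at least 2 libraries of a group. In the libraries labelled control (the paper's KD columns) 1525 DHSs passed, in those labelled exosome knockdown 1262 DHSs passed, and 297 DHSs passed only in the former. At 0.164 TPM, 1972 DHSs (99.5%) passed in either group.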

Below, we refer to the most highly expressed strand from a DHS as the ‘major’ strand and the other strand as the ‘minor’. For each DHS, we quantified expression-associated properties on a per-replicate basis according to the knockdown-ascertained major and minor strand expression levels, major and minor strand exosome sensitivity scores, and exosome knockdown-derived transcriptional directionality (Materials and Methods). 

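Window expression recomputed from the tags was within 1% of the paper's value for between 69.9% and 73.3% of the 1982 DHSs in each library, with a median ratio of 1. In edgeR's quasi-likelihood test over 3248 strand windows with at least 10 tags, 1473 windows were higher and 611 windows were lower in the libraries labelled control (the paper's KD columns) at a Benjamini-Hochberg adjusted p of 0.05. The split depended most on the scaling, and with DESeq2's size factors 1319 windows were higher and 844 windows were lower. The median log2 fold change of all windows was 0.72 with TMM and 0.48 with DESeq2's size factors, and the calls are made against a log2 fold change of 0, so they contain this shift.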

We then performed unsupervised clustering of the transcriptional properties from each of the four replicates across transcribed DHSs, based on a two step clustering procedure (Supplementary Methods). First we clustered all DHSs into six groups, regardless of replicate. We then compared the resulting group allocation across the replicates for each DHS and clustered a second time, thus generating a final set of clusters, which strongly agreed per DHS across replicates (Supplementary Figure S6). This resulted in six major groups (Figure 2A, Supplementary Figure S7), each of which disagreed on average by at most one replicate within-group (Supplementary Table S1). Only 15 DHSs were removed from further analyses due to lack of replicate agreement, demonstrating that inferred DHS groupings are robust against biological replicate variance. 

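Properties were computed from the libraries of each replicate number separately. The strand with the higher expression in the libraries labelled control (the paper's KD columns) was the same in all 4 replicate numbers for 92.4% of the 1982 DHSs. This share was lowest, 67.8%, in the weak bidirectional unstable class. The median SD over the 4 replicate numbers was 0.0710 for major strand sensitivity, 0.105 for minor strand sensitivity and 0.0230 for absolute directionality.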

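RT-qPCR of 3 biological replicates per condition, which the paper lists for 19 strand windows at 13 DHSs, was set beside CAGE expression at the same windows. This comparison was chosen after the data had been seen. The cDNA was primed with oligo dT and random primers, so RT-qPCR does not tell the strands apart as CAGE does. The direction of change was the same in both assays for 17 of 19 windows, and all 15 PROMPT and enhancer windows were higher in the paper's KD condition by RT-qPCR and in the libraries labelled control by CAGE. At these 15 windows the groups of CAGE libraries did not overlap in TPM (exact permutation tests, two-sided, p = 0.0286 at each). At the Ars2 PROMPT, replicates 2 and 4 labelled control and replicate 1 labelled exosome knockdown held 2 tags each. They separate there by library totals alone. With the DHS midpoint as the centre, the groups overlapped at the E4 plus strand window (exact permutation p = 0.143). Across the 15 windows, which are not independent replicates, the sizes of the changes were not related beyond chance (Pearson's r = 0.305, permutation p = 0.268; Spearman's rho = 0.30, permutation p = 0.276). Without the 2 windows farthest from the median RT-qPCR change, r was 0.478. In the libraries labelled exosome knockdown the minus strand of E1 held 0 tags, so its CAGE change is a lower bound. The plus strand of E5 held 1 tag and the Ars2 PROMPT 2 tags. With CAGE changes at this floor, the permutation tests cannot exclude a relation of sizes. Over all 19 windows Pearson's r was 0.846, but the 4 mRNA windows lie apart from the rest in both assays. By RT-qPCR the log2 changes of the PROMPTs ranged from 1.74 to 3.32 and those of the enhancer windows from 2.25 to 4.05.

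**Figure D2:**
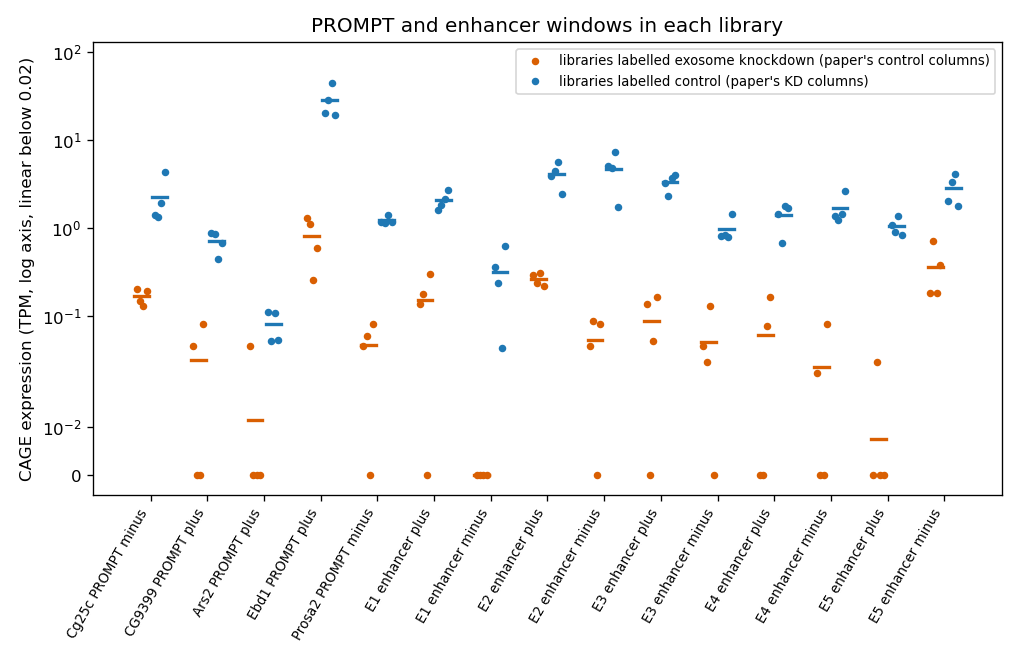
CAGE expression (TPM, log axis that is linear below 0.02) in the windows of 5 PROMPTs and 5 enhancers. Points are single libraries, 4 labelled control (blue) and 4 labelled exosome knockdown (orange), and lines are group means. Every blue point lies above every orange point of its window. At the Ars2 PROMPT, libraries with 2 tags occur in both groups and differ only by library total.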

Results from CAGE data were further validated across randomly selected loci by RT-qPCR (Supplementary Figures S8 and S9, Supplementary Table S2), demonstrating the accuracy in determining RNA abundance and turnover even at lowly expressed TSSs.

The clustering of DHSs revealed several interesting relationships between expression levels, transcriptional directionality and exosome sensitivity, and displayed widely different enrichments of annotated gene TSS proximities (Figure 2B, Supplementary File 1). Three identified classes of DHSs were associated with stable (exosome insensitive) RNAs on their major strand. 

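The unidirectional stable class (481 DHSs used here) had a median major strand expression of 45.7 TPM in the libraries labelled control (the paper's KD columns) and a median major strand sensitivity of 0, with an upper quartile of 0.121. The unidirectional stable w/ PROMPT class (355 DHSs) had a median major strand expression of 52.8 TPM and an upper quartile of major strand sensitivity of 0.313. In the bidirectional stable class (196 DHSs) that upper quartile was 0.289. The medians of the 4 replicate numbers for major strand sensitivity lay between 0 and 0.0715 in the class w/ PROMPT and between 0 and 0.0129 in the bidirectional class.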

The proximal regions of *unidirectional stable* and *unidirectional stable w/ PROMPT* DHSs were highly enriched (*P* < 2.2 × 10^−16^, Chi-squared test) with annotated unidirectional gene TSSs, consistent with a strong directional expression bias resulting from high expression levels and low exosome senstivity from their major strands. In contrast to *unidirectional stable* DHSs, DHSs in the *unidirectional stable w/ PROMPT* category were in addition associated with lowly expressed and highly unstable RNAs from their minor strands, properties reminiscent of human mRNA gene promoters associated with PROMPT transcription (9,10,13,31,32). 

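On the minor strand, DHSs of the unidirectional stable w/ PROMPT class had a median expression of 0.116 TPM and a median exosome sensitivity of 0.841, with quartiles of 0.641 and 0.977. The medians of the 4 replicate numbers averaged 0.919 ± 0.0600 (SD, n = 4). In the unidirectional stable class the median minor strand expression was 0.00539 TPM and the median minor strand sensitivity was 0, with an upper quartile of 0.495. At such a level a library of this depth holds fewer than 1 tag, so the sensitivity of single DHSs is not resolved there. The upper quartile of 0.495 also rests on single libraries. It was 0.317 without replicate 2 labelled control and 1 without replicate 1, 2 or 4 labelled exosome knockdown. From these minor strand values the paper proposes a likeness to human promoters with PROMPT transcription.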

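The 196 bidirectional stable DHSs used here had a median expression of 59.3 TPM on the major strand and 15.1 TPM on the minor strand in the libraries labelled control (the paper's KD columns). The medians of the 4 replicate numbers for the minor strand averaged 15.1 ± 0.695 TPM (SD, n = 4). Median sensitivity was 0 on both strands, and the upper quartile on the minor strand was 0.296. The median absolute directionality, which is 0 for equal output of both strands and 1 for output of a single strand, was 0.574. With directionality from the DHS midpoint in place of the optimised centre, it was 0.613.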

We also identified a smaller class with more balanced, stable, high expression on both strands (*bidirectional stable*). DHSs in this class were enriched (*P* < 2.2 × 10^−16^, Fisher’s exact test) in annotated head-to-head gene TSSs. We collectively refer to these three classes as *stable* TREs, due to the low exosome sensitivity of RNAs transcribed from their major strands.

The remaining DHSs were grouped into three classes associated with exosome-sensitive RNAs emitted from their major strands (*unstable* TREs, Figure 2A). One class (*weak bidirectional unstable*) gathered DHSs associated with balanced low output of unstable RNAs. 

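The 348 DHSs of this class used here had a median expression of 1.11 TPM on the major strand and 0.404 TPM on the minor strand in the libraries labelled control (the paper's KD columns). The median sensitivity was 0.784 on the major strand and 0.837 on the minor strand. Over the 4 replicate numbers the class medians averaged 0.796 ± 0.0554 and 0.834 ± 0.0419 (SD, n = 4 each). The median absolute directionality was 0.354, with quartiles of 0.186 and 0.553.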

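The 333 intermediate bidirectional stable DHSs used here, which the paper places among the unstable classes, had a median major strand expression of 2.65 TPM and a median minor strand expression of 0.139 TPM in the libraries labelled control (the paper's KD columns). Their median absolute directionality was 0.872, and the medians of the 4 replicate numbers ranged from 0.875 to 0.882. The median sensitivity was 0.867 on the major strand and 0.885 on the minor strand.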

*Intermediate bidirectional stable* DHSs exhibited moderately higher expression on the major strand resulting in a more biased directional transcription. DHSs having close to unidirectional output of unstable RNAs were grouped in the third class of *unstable* DHSs (*weak unidirectional unstable*). 

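The 266 weak unidirectional unstable DHSs used here had a median expression of 0.944 TPM on the major strand and 0.00879 TPM on the minor strand in the libraries labelled control (the paper's KD columns), and a median absolute directionality of 0.977. The median major strand sensitivity was 0.421, and the medians of the 4 replicate numbers ranged from 0.358 to 0.556. The median minor strand sensitivity was 0.148, from DHSs with few or no minor strand tags, and it was 0.00657 without replicate 4 labelled control. The paper names 3 of the 6 classes stable for the low exosome sensitivity of their major strand RNAs. It formed the classes on expression, sensitivity and directionality, so differences of these measures between classes follow from how the classes were made.

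**Figure D3:**
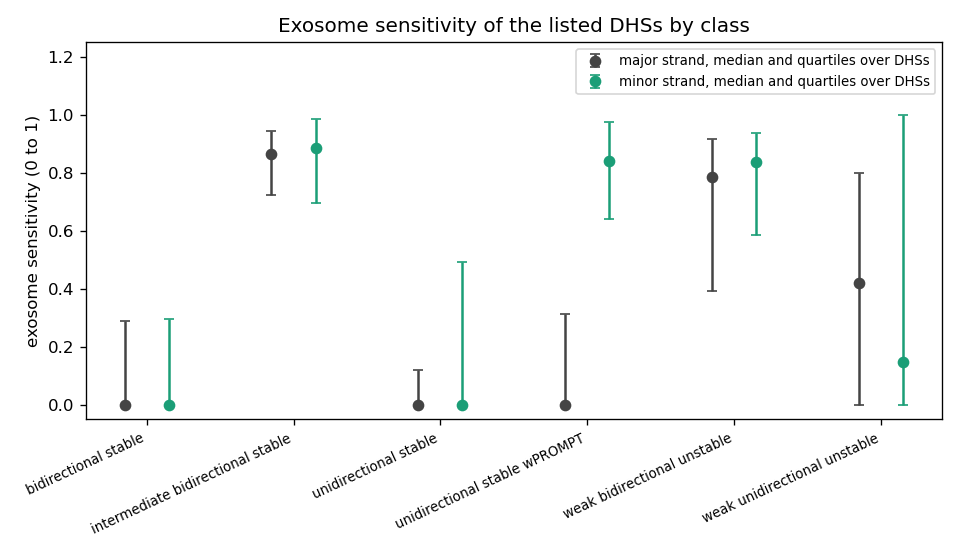
Exosome sensitivity (0 to 1) of the major strand (grey) and the minor strand (green) of the DHSs used here, by class. Points are medians over DHSs and bars run from the lower to the upper quartile. The median of the major strand is 0 in the 3 stable classes and 0.421 or more in the other classes. The paper formed the classes in part on these sensitivities, so their separation is no independent result.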

All three unstable clusters were highly enriched (*P* < 2.2 × 10^−16^, Chi-squared test) in gene TSS-distal regions (Figure 2B).

We next compared DHS classes by their association with genome-wide signals from STARR-seq data using constructs based on housekeeping (hkCP) and developmental (dCP) core promoter types (*RpS12* and *even skipped* core promoters, respectively) (36). Only 51% (2767 out of 5408) of previously called dCP enhancers (36) overlapped the set of 11 947 DHSs identified in this study, indicating that many STARR-seq positive regions are not regulatory active *in vivo* but rather should be considered to possess enhancer potential. In contrast, 82% of DHS-overlapping dCP enhancers were transcribed. To investigate the enhancer potential of transcribed DHSs with respect to DHS classes, we considered the log_2_ fold change between STARR-seq signal and input (>1.5) around DHSs (Figure 2C). With the exception of *weak unidirectional unstable* DHSs, *unstable* DHSs were enriched (*P* < 2.2 × 10^−16^, Chi-squared test) in dCP enhancers, with the largest overlap (∼55%) found among *weak bidirectional unstable* DHSs. Importantly, these results provide external evidence that balanced bidirectional output of exosome-sensitive RNAs is a marker of gene promoter-distal open chromatin TREs with enhancer potential in *D. melanogaster*, which has previously been established in human cells (4,10,13). Interestingly, in agreement with previous reports (36), a large fraction of *stable* DHSs overlapped with hkCP positive enhancers. The largest overlaps were observed for *bidirectional stable* (∼80%) and *unidirectional stable* (∼71%) DHSs. *Weak unidirectional unstable* DHSs had modest overlap with STARR-seq positive enhancers and displayed no real preference to either housekeeping or developmental core promoters. We observed similar STARR-seq enrichments when restricting our analyses to intergenic regions (Supplementary Figure S10), indicating that the hkCP and dCP enrichments are not counfounded by proximity to annotated gene promoters.

In conclusion, clustering of DHSs by their transcription initiation frequencies and associated exosome sensitivity reveals overall similarities between derived clusters of DHSs in *D. melanogaster* S2 cells and those identified in human cells (10). In addition, a large proportion of *D. melanogaster* TREs show archetypal mammalian-derived properties of PROMPTs and eRNAs. This suggests that mammalian and invertebrate genomes share similar classes and promoter architectures of TREs.

### DNA sequence elements reflect transcriptional directionality and RNA instability

The differences in annotation preferences and transcriptional directionalities between *stable* and *unstable* DHSs prompted us to investigate the relationships between transcriptional output (directionality and RNA exosome sensitivity) and DNA sequence elements at the core promoters and in regions downstream of TSSs of transcribed DHSs. First, we assessed the frequencies of predicted 5′ splice sites and termination signals (polyadenylation sites) at the locations of minor and major strand CAGE summits and up to 1000 bp downstream (Figure 3A, B, Supplementary Methods). Similar to what has been previously observed in human (31,33), we observed an enrichment in downstream 5′ splice sites on the major strands of *stable* DHSs while site frequencies were close to or under the genomic background level for their minor strands and for both strands of *unstable* DHSs (Figure 3A), indicating that the instability of RNA is inversely related to downstream flanking 5′ splice site sequences. Enrichments of 5′ splice sites were supported by a higher prevalence of multi-exonic transcripts, inferred from RNA-seq data (54), arising from the major strands of *stable* DHSs (Figure 3C). In contrast, unstable RNAs were mostly unspliced. In further agreement with the human system, we noted that polyadenylation sites (AWTAAA consensus hexamers) were in general depleted downstream of stable RNA TSSs, but above or at genomic background levels for unstable RNAs (Figure 3B). However, in contrast to human (10), we found an enrichment of polyadenylation sites in the immediate region (within 100 bp) downstream of stable RNA TSSs before falling below the genomic background further (>200 bp) downstream. High frequencies of polyadenylation sites in the 5′ untranslated region (UTR) of many fly mRNAs have previously been characterized (55). These enrichment differences between fly and human might reflect differences in sequence preferences between fly and mammalian gene promoters (56,57), such as a depletion of CpG islands in the *D. melanogaster* genome.

**Figure 3.**
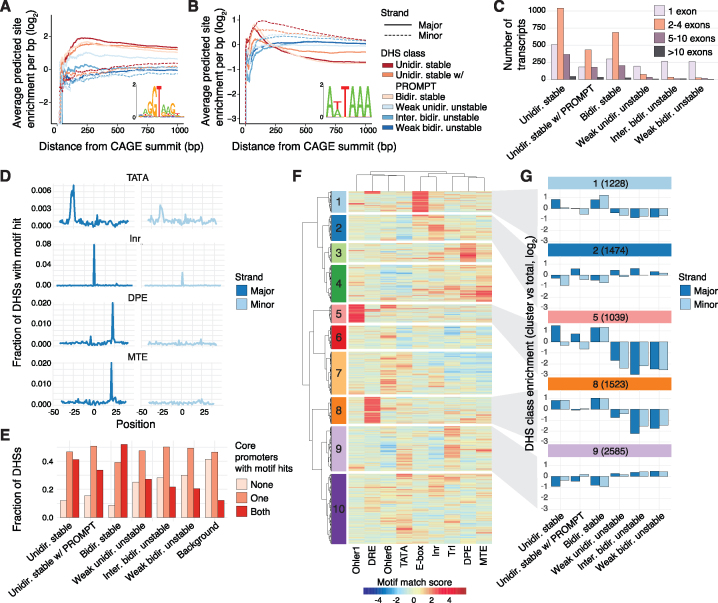
DNA sequence elements impact the stability, directionality and expression strengths of regulatory elements. (**A, B**) Frequencies of RNA processing motifs (A: 5′ splice site, B: polyadenylation site) downstream of CAGE summits broken up by DHS class and strand. Vertical axes show the average number of predicted sites per bp within an increasing window size from the TSS (horizontal axis) in which the motif search was done. 0 indicates the expected hit frequency from random genomic background. (**C**) Histogram of de novo-assembled transcript counts (vertical axis), broken up by number of exons and associated DHS class. (**D**) Fraction of transcribed DHSs (vertical axis) with an identified core promoter element (TATA, Inr, DPE, or MTE) at a given position relative to the major (left panels) and minor (right panels) strand CAGE summits. (**E**) Fraction of transcribed DHSs within each DHS class (vertical axis) associated with at least one out of nine core promoter elements identified on one or both strands. In addition, the fraction of DHSs with no core promoter elements are shown (none). (**F**) Hierarchical Ward agglomerative clustering of motif match scores for the nine considered core promoter elements on major and minor strands of transcribed DHSs. Ten clusters of core promoter element compositions are shown. (**G**) DHS class enrichments, calculated as the fraction of DHSs in each DHS class associated with each core promoter element cluster versus the fraction of total transcribed DHSs, displayed in log_2_ scale enrichment, broken up by major and minor strand. See Supplementary Figure S13 for DHS class enrichments for all core promoter clusters.

Next, we investigated the prevalence of core promoter elements on minor and major strands of transcribed DHSs (Supplementary File 2). We focused on eight functional core promoter elements (50,56–58) and the Trl element (GAGA motif of *Trithorax-like*) that, based on motif finding, either had clear preferences for expected positions (TATA, Inr, DPE, MTE (Ohler10) and E-box (Ohler5), Supplementary Figure S11) or an enrichment in individual DHS classes compared to random genomic background regions distal to DHSs but with weaker positional bias (Ohler1, DRE, Ohler6 and Trl, one-sided Mann–Whitney *U* test *P* < 1 × 10^−20^). Overall, TATA, Inr, DPE and MTE elements displayed the strongest positional preferences on major strands among investigated motifs (Figure 3D). Among the nine motifs, DRE, Ohler6, TATA and Trl elements showed the highest presence on minor strands (Supplementary Figures S11 and S12A), although at lower frequencies than on major strands, suggesting that TREs of *D. melanogaster* may be composed of two divergent core promoters. Indeed, a considerable fraction of DHSs were associated with at least one significant core promoter element motif match on both strands (ranging between ∼20% for *weak bidirectional unstable* DHSs to ∼52% for *bidirectional stable* DHSs, Figure 3E). In comparison, ∼12% of random genomic background regions had significant motif matches on both strands. While these results reflect a potential of having two divergent core promoters across TREs, calling of motif instances in genomic sequences can be inexact and does not directly reflect the strengths of considered core promoter elements.

To investigate potential differences between DHS classes as well as between minor and major strands, taking into account the strengths of motif matches, we clustered the maximum match scores for each considered core promoter element motif in regions surrounding the CAGE summits of minor and major strands (Methods). This revealed a complex combination of core promoter elements across DHSs, for which many core promoter elements were restricted to only a subset of DHS regions (Figure 3F), reflecting the wide diversity of core promoter compositions in *D. melanogaster* (50,57). Individual core promoter clusters displayed strong match scores for individual core promoter elements, such as E-box (cluster 1), Inr (cluster 2), DPE (cluster 3), MTE (cluster 4), Ohler1 (cluster 5), DRE (cluster 8), and Trl (cluster 9). We observed several preferences between core promoter elements and the stability of associated RNAs (Figure 3G, Supplementary Figures S12B and S13A). For instance, cluster 5 (associated mainly with Ohler1) had a strong enrichment of major strands of *unidirectional stable* and *unidirectional stable w/ PROMPTs* DHSs (Fisher’s exact test, *P* < 1 × 10^−16^, *P* <1 × 10^−10^, respectively), as well as both strands of *bidirectional stable* DHSs (Fisher’s exact test, *P* < 1 × 10^−16^, both), but a strong depletion of core promoters of *unstable* DHSs (Fisher’s exact test, *P* < 1 × 10^−10^). In contrast, Trl elements (cluster 9) were mostly found in core promoters of *unstable* DHSs. Other core promoter clusters were not mainly associated with the stability of produced RNAs. In particular, Inr elements (mostly identified in cluster 2) showed no clear differences between *stable* and *unstable* DHSs, but rather a preference for major over minor strands. Interestingly, cluster 8 (associated mainly with DRE) was enriched with *unidirectional stable* and *bidirectional stable* DHSs (Fisher’s exact test, *P* < 1 × 10^−15^, all) but not *unidirectional stable w/ PROMPTs* DHSs. In general, we found that *bidirectional stable* and *unidirectional stable* major strands showed similar enrichment within core promoter clusters, while *unidirectional stable w/ PROMPTs* major and minor strands showed higher similarities with *unstable* DHS groups (Supplementary Figure S13B).

Taken together, we conclude that *D. melanogaster* TREs are frequently associated with core promoter elements regardless of DHS class, but possess strong diversity in core promoter composition that are reflecting RNA stability and transcriptional directionality.

### Genomic positioning and core promoter elements may impede divergent transcription

We next wanted to investigate the nature of absent PROMPT transcription from *unidirectional stable* DHSs. Invertebrate genomes have an unexpectedly high fraction of head-to-head gene pairs, not immediately explained by their more compact genomes compared to mammalian ones (59). Given that the distance between head-to-head gene pair TSSs has an observable impact on human PROMPT transcription (60), we compared the distances between upstream antisense gene TSSs and major strand CAGE summits of *unidirectional stable* and *unidirectional stable w/ PROMPTs* DHSs. We noted a clear difference in positional preference between DHS classes (Figure 4A). Major strand TSSs of *unidirectional stable* DHS were more frequently positioned in close proximity (within 1000 bp) of upstream annotated head-to-head gene TSSs than the major strand TSSs of *unidirectional stable w/ PROMPTs* DHSs (Fisher’s exact test, *P* < 2.2 × 10^−16^). In support, we found that plus strand TCs (regardless of DHS class) positioned within 500–1000 bp from minus strand gene TSSs were more frequently associated with unidirectional than divergent transcription (evaluated by the frequency of divergent events within 500 bp), while the divergent fraction increased at distances >1000 bp (Figure 4B). In contrast, at distances below 500 bp most transcription events were divergent. Hence, PROMPT transcription seems to be impeded when the promoter is placed in close proximity (within 1000 bp) with other gene TSSs in a head-to-head orientation. However, a considerable fraction of *unidirectional stable* DHS could not be explained solely by distance constraints (∼40% of such DHSs are >2,000 bp from upstream head-to-head gene TSSs).

**Figure 4.**
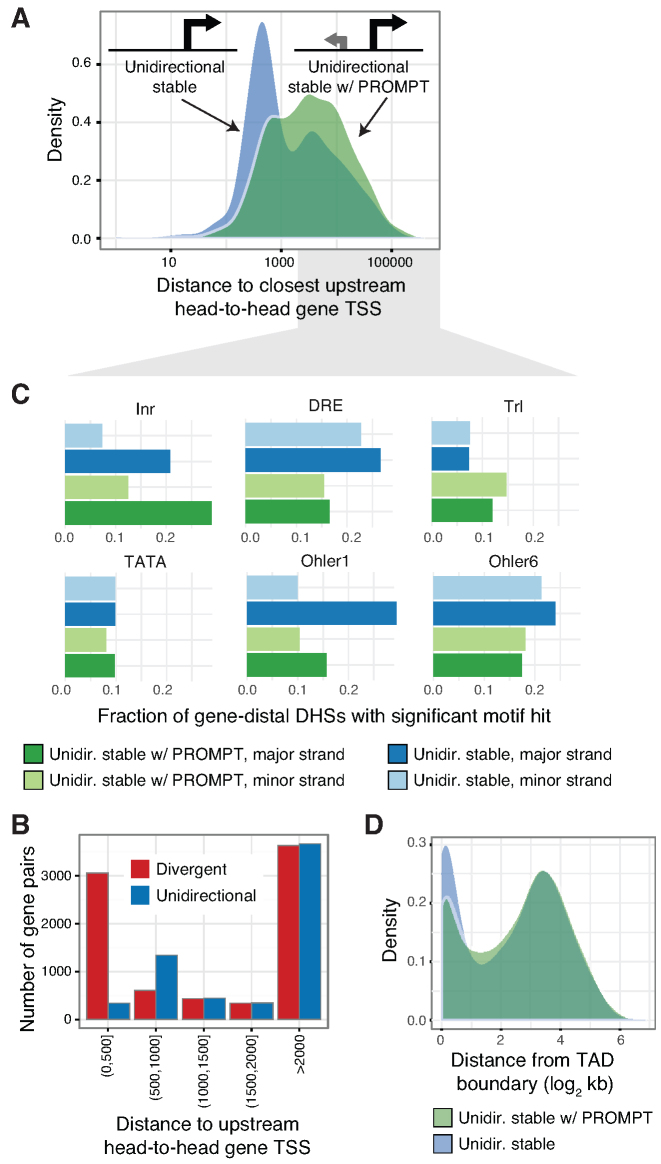
PROMPT transcription is impeded by positional and core promoter element constraints. (**A**) Densities of the distances between DHS major strand CAGE summits and the closest upstream antisense FlyBase gene TSS (head-to-head composition) for *unidirectional stable* and *unidirectional stable w/ PROMPT* DHSs. (**B**) The number of divergent and unidirectional events (vertical axis) for CAGE TCs at various distances from the closest upstream antisense FlyBase gene TSS (head-to-head composition). Divergent events were defined as divergent TC summits within 500 bp. (**C**) Fraction of *unidirectional stable* and *unidirectional stable w/ PROMPT* DHSs positioned >2,000 bp from the closest upstream antisense FlyBase gene TSS having core promoter elements Inr, DRE, Trl, TATA, Ohler1, and Ohler6 on major and minor strands. (**D**) Densities (vertical axis) of distances between transcribed DHSs to TAD boundaries (horizontal axis) for *unidirectional stable* and *unidirectional stable w/ PROMPT* DHSs.

At distances >2000 bp to upstream head-to-head gene TSSs, we observed notable sequence differences between *unidirectional stable* DHSs compared to those with PROMPTs (Figure 4C). In particular, Ohler1 and DRE core promoter elements on the major strand were more frequently associated with unidirectional DHSs than those with PROMPTs (Fisher’s exact test, Ohler1: *P* < 3.5 × 10^−16^, DRE: *P* < 4.3 × 10^−8^). Overall, core promoter clusters (Figure 3F) defined by these elements (clusters 5 (Ohler1) and 8 (DRE)) were associated with a higher transcriptional directionality score (Supplementary Figure S13C). In contrast, Trl element occurrence was associated with PROMPT transcription (Figure 4C) and the core promoter cluster (cluster 9) most strongly associated with this element displayed the weakest transcriptional directionality scores (Supplementary Figure S13C). Interestingly, both Ohler1 and DRE elements are associated with broader, ubiquitous expression (56), while Trl elements do associate with regulated, cell type-constrained gene expression (36). In addition, it is known that DRE and Trl elements have different positional preferences in chromatin architectures, with DRE elements frequently co-occurring with housekeeping TREs at TAD boundaries (39). In agreement, *unidirectional stable* DHSs were more frequently positioned in the vicinity of TAD boundaries (39) than *unidirectional stable w/ PROMPTs* DHSs (Figure 4D) (Fisher’s exact test, *P* = 1.297 × 10^−9^).

In summary, the prevalence of divergent transcription in *D. melanogaster* may be impeded by constraints on core promoter element composition, genomic positioning, and proximal chromatin architectures. Since many of these features differ in frequencies from mammalian genomes, we suggest that these characteristics explain the lower tendency of divergent transcription at *D. melanogaster* gene promoters.

### Enhancer potential is related to endogenous expression level

Next, we investigated the association between chromatin state and DHS class. We overlaid transcribed DHSs with locations of histone modifications, histone variants, and TF binding sites (binarised modENCODE (61) ChIP-chip data (51)), and calculated the per-class binding proportions within 100 bp of the major strand CAGE summit (Figure 5A). Several chromatin marks clearly distinguished *unstable* from *stable* DHSs, including H3K4me1, H3K18ac, H4K8ac, H4K5ac, and H3K27ac at *unstable* DHSs, and H2AV and H3K4me3 at *stable* DHSs. Other histone modifications did not specifically follow the inferred stability classes. H3K9ac was mostly found at *bidirectional stable* DHSs, while H2BK5ac displayed a promiscuous association with transcribed DHSs. We observed preferential GAF binding to *unstable* DHSs and to some extent also *unidirectional stable w/ PROMPT* DHSs, confirming the observed Trl element enrichment in these DHS classes (Figure 3F, G). Interestingly, architectural proteins frequently residing at chromatin domain boundaries (38,62), such as CTCF, BEAF32, CP190, Chriz (Chromator) and its associated kinase JIL1, frequently overlapped *stable* DHSs.

**Figure 5.**
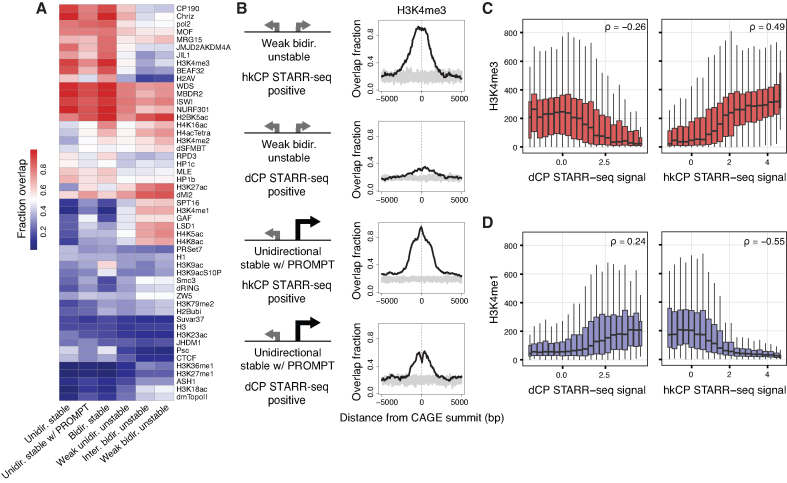
Histone modifications and architectural protein binding reflect enhancer potential. (**A**) Heat map representing DHS class proportions of binarised ChIP-chip data. Rows and columns are hierarchically clustered and binding is defined as at least one binding event observed within ±100 bp of the major strand CAGE summit. (**B**) Detailed binding enrichments for H3K4me3 at *weak bidirectional unstable* and *unidirectional stable w/ PROMPT* DHSs, broken up according to STARR-seq enhancer potential (overlapping either a hkCP or dCP enhancer), based on binding proportions within 5,000 bp from the CAGE summit. Grey represents background distribution based on randomized locations, generated 10 times per plot. See also Supplementary Figure S14 for the profiles of H3K4me1, H3K18ac, H2AV. (**C**) Normalized H3K4me3 ChIP-seq data (vertical axis) versus binned dCP (left) and hkCP (right) STARR-seq signal (horizontal axes). Spearman’s rho statistics calculated on non-binned data are displayed in the top right corners of panels. (**D**) Like C but for normalized H3K4me1 ChIP-seq data. Box-and-whisker plots (C, D) displayed as in Figure 2A.

Although H3K4me1 and H3K4me3 showed preferential overlaps with *unstable* and *stable* DHSs in agreement with preferential gene TSS-distal enhancer associations (Figure 2C), we wanted to investigate their association with STARR-seq enhancers regardless of DHS class. First, we split *bidirectional weak unstable* and *unidirectional stable w/ PROMPT* DHSs according to whether they overlapped with a hkCP enhancer or a dCP enhancer and plotted enrichments of H3K4me3 and H3K4me1 along with two other chromatin marks distinguishing *stable* from *unstable* DHSs, namely H3K18ac and H2AV (Figure 5B, Supplementary Figure S14). For all four marks, we observed a binding profile which appeared remarkably similar according to the overlapped enhancer class, with binding reflecting the hkCP or dCP enhancer potential as opposed to the DHS class itself. H3K4me1 and H3K18ac were both depleted at the center of DHSs for both classes when overlapping with hkCP enhancers, whilst enriched for both classes when overlapping dCP enhancers. In contrast, H2AV and H3K4me3 overlaps were frequent in cases where either DHS class overlapped hkCP enhancers and showed a much reduced frequency around DHSs overlapping dCP enhancers. Interestingly, based on ChIP-seq data (52), we observed quantitative relationships (Spearman rank correlation test, *P* < 2.2 × 10^−16^) between H3K4me3 and H3K4me1 levels and enhancer strengths (Figure 5C, D). In line with preferential enrichments in DHS classes and enhancer classes, H3K4me3 displayed a positive correlation with hkCP enhancer potential (Spearman’s rho = 0.49) and a weaker negative correlation with dCP enhancer strength (Spearman’s rho = –0.26), while H3K4me1 showed the opposite trends. Enhancer strength associations were also strong for the ratio between H3K4me1 and H3K4me3, but interestingly not for H3K27ac (Supplementary Figure S15). Thus, it appears that H3K4me1 and H3K4me3 levels, as well as the ratio between these, reflect the underlying DNA sequence and in particular the ability of the sequence to act as an enhancer.

However, H3K4me3 and H3K4me1 are both associated with transcriptional levels (4), and likely reflect transcriptional memory and consistency between cells (63). Congruently, H3K4me1:H3K4me3 ratio and H3K4me1 levels (Supplementary Files 3 and 4) were negatively associated with endogenous CAGE expression levels (Supplementary Figure S15, Spearman rank correlation test, *P* < 2.2 × 10^−16^, rho = –0.46). 

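Over the 1982 DHSs used here, the mean TPM of the major strand in the libraries labelled control (the paper's KD columns) was set against the signals the paper lists. Spearman's rho was -0.455 for H3K4me1, 0.415 for H3K4me3 and -0.471 for the ratio of H3K4me1 to H3K4me3 over 1977 DHSs. Each had a permutation p of 1e-05, the smallest that 100000 resamples allow, which was also the adjusted p over the 5 relations computed. The correlations are across DHSs, which are not independent replicates. For H3K4me1 the SD of rho over 4 libraries was 0.00458, and with expression from the libraries labelled exosome knockdown rho was -0.540. Within the 6 classes, which the paper formed in part on expression, a comparison chosen after these values had been seen gave smaller values. The mean rho weighted by size was -0.137 for H3K4me1, 0.0998 for H3K4me3 and -0.132 for the ratio, and rho for H3K4me3 was positive in 4 of 6 classes. The paper calls the negative association congruent with earlier work in which both marks follow transcriptional levels.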

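DHSs were grouped by their listed STARR-seq signals, with a log2 signal of 1.5 or more counted as active, a grouping chosen after the data had been seen. The median major strand expression in the libraries labelled control (the paper's KD columns) was 40.0 TPM in 628 DHSs active with the hkCP core promoter alone and 2.18 TPM in 368 DHSs active with the dCP core promoter alone. The medians in single libraries averaged 40.7 ± 1.17 TPM and 2.04 ± 0.131 TPM (SD, n = 4 each). DHSs active with both, 223 in number, had a median of 20.2 TPM, and 763 DHSs active with neither had a median of 4.46 TPM. The 591 DHSs active with dCP, with or without hkCP, had a median of 3.32 TPM, and the 1391 DHSs not active with dCP had a median of 17.8 TPM.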

In line with this observation, dCP enhancers were less expressed than DHSs not associated with dCP enhancer potential (*t*-test, *P* < 1 × 10^−16^), while hkCP enhancer-associated transcribed DHSs were associated with the highest expression levels (*t*-test, *P* < 1 × 10^−16^). 

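Spearman's rho between the hkCP STARR-seq signal and the mean major strand expression in the libraries labelled control (the paper's KD columns) was 0.418 over the 1982 DHSs used here (permutation p = 1e-05, the smallest that 100000 resamples allow). Single libraries of both groups gave between 0.414 and 0.456. Within the classes, which the paper formed in part on expression, rho ranged from 0.0840 to 0.254 and was positive in all 6 classes. A permutation within classes, chosen after these values had been seen, gave p = 1e-04, the smallest of its 10000 resamples. With expression at the DHS midpoint in place of the optimised centre, rho over all DHSs was 0.392.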

In general, we observed a striking positive correlation between hkCP signal and the major strand CAGE expression level of DHSs regardless of attributed class, indicating that the stronger the housekeeping enhancer potential, the more transcription is observed from the DHS (Figure 6A, Spearman rank correlation test, *P* < 2.2 × 10^−16^, rho = 0.43). These results argue that the observed chromatin mark enrichment over DHS clusters and enhancer classes might reflect local core promoter strength. Indeed, the strength of DRE elements (as determined by motif match score) was positively correlated with hkCP enhancer potential (Supplementary Figure S16), which has been reported earlier (36). Hence, the enhancer potential to activate hkCP core promoters is related to core promoter strength (as observed for DRE), which is itself biased toward *stable* DHSs (Figure 3F, G). In contrast, endogenous expression levels were lowest for DHSs with the strongest dCP enhancer potential (Figure 6B, Spearman rank correlation test, *P* < 2.2 × 10^−16^, rho = –0.20), suggesting that dCP enhancer function is incompatible with strong promoter function. 

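For the dCP STARR-seq signal, Spearman's rho with the same expression values was -0.176 over the DHSs used here (permutation p = 1e-05, the smallest that the resamples allow). With expression from the libraries labelled exosome knockdown (the paper's GFP columns) rho was -0.238, and over single libraries of both groups it lay between -0.248 and -0.170. Within the classes rho ranged from -0.115 to 0.193 and was positive in 4 of 6 classes, and a permutation within classes gave p = 0.0771. From the negative correlation over all DHSs the paper proposes that dCP enhancer function is incompatible with strong promoter function.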

Importantly, the overall trends observed for H3K4me1, H3K4me3 and CAGE expression levels versus housekeeping enhancer potential were consistent both for DHSs that were proximal and those that were distal to FlyBase gene TSSs (Supplementary Figure S17). In addition, gene TSS-proximal DHSs with strong dCP enhancer potential tended to be more lowly expressed than those with weak dCP enhancer potential.

**Figure 6.**
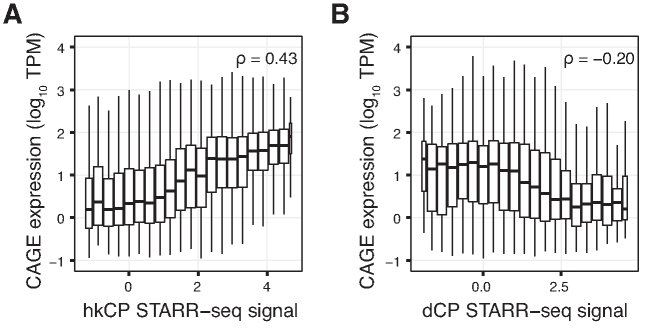
Enhancer potential is related to local endogenous expression levels. (**A**) DHS major strand CAGE expression levels (log_10_ TPM, vertical axis) versus binned hkCP STARR-seq signal (horizontal axis). (**B**) Like (A), but for binned dCP STARR-seq signal. Spearman’s rho statistics calculated on non-binned data are displayed in the top right corners of panels. See also Supplementary Figure S15 for quantitative relationships between expression levels and H3K4me1, H3K4me3, and H3K27ac. Box-and-whisker plots (A, B) displayed as in Figure 2A.

In conclusion, our results suggest that TRE housekeeping enhancer strength is reflecting local core promoter strength and thus, endogenous expression levels. The opposite trend for dCP enhancer potential and local expression level further suggest a regulatory trade-off between promoter strength and developmental enhancer strength.

### Three dimensional architectures reveal multiple layers of transcriptional regulation

Next, we utilized TAD information based on high resolution Kc167 HiC data (39) to investigate how defined DHS classes in *D. melanogaster*, with respect to RNA exosome-sensitivity, directionality and expression strength, behave within their three-dimensional contexts. The number of transcribed DHSs within TADs ranged from 1 to 31, with a clear skew toward fewer sites and single-element TADs having the greatest frequencies (Supplementary Figure S18A). Interestingly, the number of DHSs within a TAD only very weakly correlated with the size of the TAD in which they belonged (Supplementary Figure S18B), suggesting that the TREs within multi-element TADs are more densely situated than in TADs with fewer TREs. In general, *stable* DHSs were frequently positioned closer to TAD borders, whereas *unstable* DHSs were often positioned away from boundaries (Supplementary Figure S19). *Unidirectional stable* DHSs were also more likely to be positioned between annotated TADs as opposed to within (*P* < 2.2 × 10^−16^, Fisher’s exact test), while on the contrary, *unstable* DHSs were strongly enriched within the TADs themselves (*P* < 2.2 × 10^−16^, Fisher’s exact test, Figure 7A).

**Figure 7.**
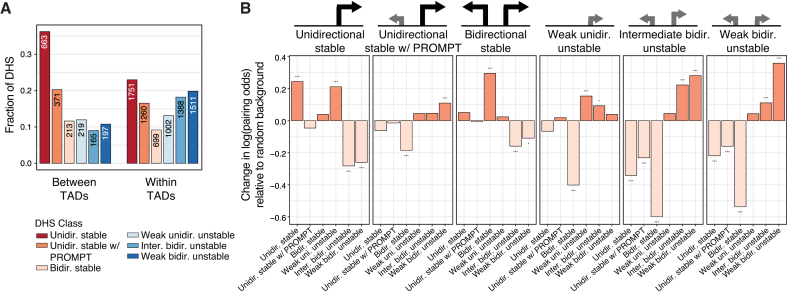
Chromatin architectures suggest multiple layers of transcriptional regulation. (**A**) Fractions of DHSs per class, out of either the total within or between annotated TADs. The number of DHSs in each class is denoted on top of bars. (**B**) The change in log(odds) of grouping within the same TAD for DHS classes, split according to DHS class. Significance stars interpreted as: *P < 0.1, **P < 0.01 or ***P < 0.001.

We asked whether TREs co-localized preferentially with other types of TREs within TADs. Considering TADs containing at least three transcribed DHS, we applied generalized linear models (GLMs) to calculate the odds of a partnering TRE of each DHS class appearing within the same TAD (correcting for the distance between TREs within and between TADs and against a background of encountering a random TRE, see Materials and Methods). Overall, the *unidirectional stable* and *bidirectional stable* DHSs showed a preference for co-localization with DHSs of their own classes, and a reduced preference for *unstable* DHSs (Figure 7B). Similarly, *unstable* DHSs showed a clear preference for co-localization with other DHSs of the same category. Interestingly, *unidirectional stable w/ PROMPT* DHSs showed a preference toward grouping with the *unstable* DHSs, thus showing a very different trend to its counterpart DHSs without detected PROMPTs.

To investigate if these results reflect a general property or a consequence of multiple layers of regulatory architectures occurring within the genome of *D. melanogaster*, we clustered the TADs according to their memberships of transcribed DHSs (see Materials and Methods), generating a total of 7 clusters (Supplementary Figure S20). In agreement with the GLM results, TADs that were highly enriched in *unstable* DHSs also contained *unidirectional stable w/ PROMPT* DHSs but very few DHSs classified as *unidirectional stable* or *bidirectional stable* (e.g. clusters 1, 3, 4). In addition, some TADs predominantly contained *stable* TREs (e.g. clusters 6 and 7). The clustering of TAD memberships also revealed other combinations of DHS classes, not apparent from the GLM analysis, e.g. cluster 5, which had a tendency to contain a mixture of classes, in particular combinations of *unidirectional stable* elements with *unstable* DHSs. This cluster might reflect cases in which enhancer-core promoter preferences do not follow our generalized DHS class attributions.

In order to investigate the architectural relationship of DHS classes with respect to enhancer potential, we generated models investigating the context of individual chromatin interactions (39) according to the hkCP or dCP enhancer strengths of target DHSs (utilizing sequences with no STARR-seq enhancer potential as background). Notably, DHSs associated with *stable* classes interacted preferentially with DHSs possessing hkCP enhancer potential, but *unstable* classes did not show such a preference (Supplementary Figure S21), reflecting the strong association between *stable* DHS and local hkCP enhancer potential. Further supporting the separate architectures of dCP and hkCP enhancers and their links with DHS classes, the interaction targets of DHSs possessing dCP enhancer potential were depleted of *stable* DHSs.

Taken together, our results suggest multiple and distinct regulatory architectures for hkCP and dCP enhancers, that can be categorized into two general regulatory programmes. One in which housekeeping gene promoters may act as enhancers of other gene promoters and another in which gene promoters are regulated by gene-distal developmental enhancers, likely affecting cell-type restricted expression levels.

### DISCUSSION

In this study we provide an extensive annotation-unbiased characterization of transcriptional regulatory elements in *D. melanogaster*, based on the biogenesis and properties of produced transcripts, including expression levels, transcriptional directionality and RNA exosome-sensitivity. TSS data of capped RNAs in exosome-depleted S2 cells provide clear evidence that a large fraction of TREs in general are divergently transcribed. In particular, the vast majority of active gene-distal transcriptional enhancers are characterized by divergent transcription of exosome-sensitive eRNAs. In addition, a considerable proportion of gene promoters are associated with divergent transcription of stable mRNAs and unstable PROMPTs. These archetypical properties, distinguishing gene-distal enhancers from gene promoters, allow for accurate classification of regulatory function from expression data alone. We further show that similar principles of downstream RNA processing seen for mammalian PROMPTs and eRNAs are linked to exosome sensitivity also in *D. melanogaster*. Our observations support a unified divergent promoter architecture for many TREs (4–6), which is similar across Metazoa. Importantly, the prevalence of divergent transcription at fly enhancers is supported by three recent studies using alternative assays (28,41,42).

Despite the prevalence of divergent transcription at TREs, a fraction of gene promoters in *D. melanogaster* are unidirectionally transcribed. We find that genomic positioning and localization within chromatin architectures might explain some of these exceptions. When a gene TSS is positioned proximal to an upstream gene TSS in a head-to-head conformation, PROMPT transcription is impeded and the distance between divergent events are determined by the distance between paired gene TSSs, lending support to observations in human cells (60). Interestingly, divergent gene pair occurrences in invertebrates are much more frequent than what can be explained by their constrained genome size alone (59). Positioning with respect to TAD structures also seems to have an effect, with unidirectionally transcribed TREs more frequently positioned in close proximity with TAD boundaries than divergent ones. Binding of upstream architectural proteins also seems to have an effect on divergent transcription in human cells (64), potentially acting as barriers to elongating RNAPIIs. These features may, at least partially, explain the previously claimed lack of divergent transcription at *D. melanogaster* gene promoters (26–28).

Systematic characterization of core promoter elements at TREs revealed a complex landscape of core promoter compositions. We observed distinct associations of certain core promoter elements to subsets of TREs, which were strongly associated with their expression strength, directionality and RNA stability. Presence of Trl elements is associated with TREs characterized by balanced bidirectional transcription of unstable RNAs, thereby providing a signature of many gene-distal enhancers. Other elements, including Ohler1 and DRE, are associated with directionality of transcription. Since Ohler1 and DRE are specific to invertebrates (56), their enrichments provide an additional explanation of the reduced prevalence of PROMPTs at *D. melanogaster* gene promoters compared to mammals.

Integration of enhancer potential data, as measured using STARR-seq assays, provided clear insights into the relationship between transcriptional properties of TREs and the link between promoter and enhancer function. Gene promoter-like loci had a tendency to overlap housekeeping enhancers, as reported previously (36). Interestingly, we found that housekeeping enhancer strength is related with endogenous CAGE expression levels. This is potentially driven by core promoter element strength, in particular for DRE elements, which itself is correlated with housekeeping enhancer strength. Thus, the stronger the promoter, the greater potential it has to act as a housekeeping enhancer. In contrast, strong developmental enhancers are associated with weak promoter expression levels. Developmental enhancer strength was associated with low endogenous expression levels, suggesting a regulatory trade-off between promoter function and developmental enhancer function. Our identified link between enhancer function, core promoter strength and promoter expression level provides insights into frequently used histone modifications to discern enhancers from gene promoters, including H3K4me1 and H3K4me3, which we find to be chiefly related to expression levels, as observed elsewhere (4,42). Such histone modifications are therefore likely indirect markers of enhancer function, reflecting the generally weaker promoter strengths and thereby expression levels of gene-distal enhancers. However, although H3K4me1 tended to be prevalent at lowly expressed developmental enhancers, it is important to note that H3K4me1 on its own cannot distinguish between active and inactive enhancers (65) and that the relationship between enhancer strength and expression level (and thereby H3K4me1 levels) may differ between groups of TREs (42).

In line with observed differences between developmental and housekeeping enhancers, chromatin conformation data suggest a model involving separate architectures of transcriptional regulation, in which TREs are strongly biased to interact with those with the same transcriptional properties and regulatory potentials. Gene-distal developmental enhancers are enriched within TADs and gene promoters with housekeeping enhancer potential are enriched near TAD borders, reflecting the constraints chromatin architecture can have on transcriptional activity and regulation. Our results suggest at least two distinct regulatory programmes for housekeeping and developmental enhancers. For developmental or cell type-restricted regulation, gene-distal enhancers seem to regulate gene promoters with cell-type restricted expression levels constrained within the same TAD. Housekeeping gene promoters, on the other hand, are frequently located close to TAD borders, and may act as enhancers to other gene promoters alike.

Importantly, our study implies that many enhancers (defined as DHSs with STARR-seq activity) are RNAPII promoters. Our findings also agree with recent observations (41,42) that regulatory function might not be discernible on a per-element basis. Rather, a fraction of metazoan TREs possesses both strong enhancer and strong promoter function, while others are characterized by strong enhancer function and weak promoter function or vice versa. Based on these observations we favor the most parsimonious model, in which TREs (classically labeled as enhancers or promoters) should be referred to as promoters, whose regulatory activities, effects (local promoter and/or distal enhancer) and strengths are determined by local core promoter strength and the genomic landscape and chromatin architecture in which they are placed.

## DATA AVAILABILITY

Data generated in this study have been deposited in GEO under accession number GSE109588.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: Transcription start site analysis reveals widespread divergent transcription in D. melanogaster and core promoter-encoded enhancer activities
**Source:** Nucleic Acids Res. 2018 Apr 6;46(11):5455–69. doi: 10.1093/nar/gky244
**Supplement:** Supplementary Data

## Supplementary Materials and Methods to:

# Transcription start site analysis reveals widespread divergent transcription in *D. melanogaster* and core promoter-encoded enhancer activities

Sarah Rennie<sup>1,\*</sup>, Maria Dalby<sup>1,\*</sup>, Marta Lloret-Llinares<sup>2</sup>, Stylianos Bakoulis<sup>1</sup>, Christian Dalager Vaagensø<sup>1</sup>, Torben Heick Jensen<sup>2</sup> and Robin Andersson<sup>1,†</sup>

### SUPPLEMENTARY FILES

1. **Expression and STARR-seq data associated with transcribed DHSs.** For each transcribed DHS, the supplementary file holds the DHS ID (hotspot coordinate), the expression (TPM) per replicate in control and exosome knockdown CAGE libraries, the exosome sensitivity on minus and plus strands, the transcriptional directionality based on control and knockdown CAGE data, the hkCP and dCP STARR-seq signal, and the DHS class.
2. **Core promoter elements of transcribed DHSs.** For each transcribed DHS and strand, the supplementary file holds the DHS ID (hotspot coordinate) and strand, as well as the maximum motif match score and associated p-value for each considered core promoter element (DPE, DRE, E-box, INR, Ohler1, Ohler6, MTE, TATA, Trl).
3. **ChIP-seq signal for transcribed DHSs.** For each transcribed DHS, the supplementary file holds the DHS ID (hotspot coordinate) and aggregate ChIP-seq signals for H3K27ac, H3K4me1, and H3K4me3.
4. **Normalised ChIP-seq signal for transcribed DHSs.** For each transcribed DHS, the supplementary file holds the DHS ID (hotspot coordinate) and the counts-per-million (CPM) normalised aggregate ChIP-seq signals for H3K27ac, H3K4me1, and H3K4me3.

### SUPPLEMENTARY METHODS

#### Estimation of CAGE genomic background noise

For robust assessment of lowly expressed loci, CAGE genomic background noise levels were estimated. First, we calculated the CAGE mappability of the dm3 reference genome, by mapping each 25-sized subsequence of the reference genome back to itself, using the same mapping approach as for real CAGE data. Then, we quantified the number of CAGE 5' ends from each out of the four control CAGE libraries mapping to genomic regions of size 200 bp, that were uniquely mappable (as determined by the mappability track) in at least 50% of its potential TSS positions (unique bps). We discarded regions that were proximal (within 500bp) of FlyBase gene TSSs, FlyBase transcript ends, or midpoints of DHS hotspot regions (as defined above), or proximal (within 100bp) of FlyBase gene exons. Based on the empirical distribution of CAGE expression noise from annotation-distal genomic regions, we extracted the 99th percentile and used the max value across control libraries as a threshold to call regions significantly expressed in subsequent analyses.

#### CAGE tag clustering

First, individual genomic bps supported by at least two CAGE 5' ends of CAGE reads in a single library that were located within 20 bp from each other on the same strand were merged into tag clusters (TCs). For each TC, the summit position (representing the within-TC bp with the highest frequency of CAGE 5' ends) or the median of multiple summit positions was identified. Second, for each TC, the fraction between the CAGE tag frequency of each TC-covered bp to that of the summit position was calculated.

---

\*These authors contributed equally to this work.

All positions within a TC associated with less than 1/10 of the summit signal was discarded. This strategy causes multi-peak TCs to be split into new TCs representing each sub peak. Also, it removes tails from wide TCs with a single peak. Subsequently, TCs split on summit fraction on the same strand were merged if positioned within 20bp from each other. This resulted in a set of 670,681 TCs.

### DHSs as focus points for transcription initiation

DHSs were used as focus points for characterising patterns of transcription initiation events at TREs as described elsewhere (1), with minor modifications. Instead of focusing on DHS positions that maximised DNase-seq signal (DHS summits), we defined centre points of DHSs as positions optimising the coverage of proximal CAGE tags within 200 bp immediately flanking windows associated with minus and plus strand expression as illustrated in Supplementary Fig. 5. We required DHSs to be supported by significant expression above inferred noise threshold (see above) on at least one strand and in at least two out of four replicates in either control or exosome knockdown CAGE data. This resulted in 9,471 transcribed DHSs out of the original set of 11,947 DHSs. For these, exosome sensitivity and transcriptional directionality measures were calculated as defined previously (1). For each DHS, we defined the major and minor strand as the strand with the highest and lowest average expression level in exosome knockdown CAGE libraries, respectively.

### Annotation-unbiased clustering of DNase I hypersensitive sites

Unsupervised clustering was performed on the basis of five variables: the major and minor strand expression levels of the knockdown, the major and minor strand exosome sensitivity and the transcriptional directionality based on the knockdown samples. A total of 37,884 data vectors (4 replicates across 9,471 DHSs) were clustered. In order to determine the optimal number of clusters, we applied the kmeans++ algorithm and Mclust (2) at varying cluster sizes, with both methods concluding that either 5 or 6 clusters were optimal (based on a scree plot for cluster sizes ranging from 2 to 20 for kmeans++, and the default internal metrics from the Mclust package). We then applied the kmeans++ algorithm, which optimises the centre points of the initial centroids in the kmeans algorithm to achieve stable clusterings at 5 or 6 clusters. Correspondence analysis between pairs of replicates was used to check the overall performance of the clustering in grouping together replicates of the same DHS within a single cluster, suggesting the replicates in general to be of high quality agreement (Supplementary Fig. 6). In order to obtain a set of 'centralised' clusters for the 9,471 DHSs that agreed according to the clusters selected for the individual replicates, we then applied a further clustering step on the replicate cluster assignments. A distance matrix based on the hamming distance between each pair of DHSs was clustered using k-medoids, selecting for either 5 or 6 clusters. Based on biological interpretations of the resulting clusters according to their transcriptional properties, we manually choose the set based on 6 clusters, with the difference between the two clusterings surmounting to whether the *weak bidirectional unstable* and the *intermediate bidirectional unstable* DHSs should be treated as a single class or two separate classes.

### Analysis of downstream RNA processing events

To examine the propensity of RNA-processing motifs downstream of TSSs and their association with DHS transcriptional properties, the occurrences of 5' splice sites (SS) and polyadenylation site (AWTAAA) termination motifs were assessed using HOMER (3) using position weight matrices collected from the JASPAR database (4) (ID: SD0001.1, NAME: at\_AC\_acceptor) and custom-made based on consensus, respectively. The enrichment per bp of motif hits over increasing distances up to 1kb downstream of the CAGE summit, considering the respective strand of each DHS, was calculated by comparison to the predicted motif occurrences from a genomic uniform distribution (enrichment over genomic background).

### Transcript assembly from RNA-sequencing data

RNA-seq reads from exosome (Rrp6)-depleted S2 cells (5) were adapter and quality-trimmed using cutadapt (6) and sickle (<https://github.com/najoshi/sickle>), with standard options for single-end reads. Trimmed reads from exosome knockdown samples were pooled to increase the likelihood of detecting transcripts and assembled into transcripts using Cufflinks (v2.2.1) (7) with non-default parameters `-min-frags-per-transfrag 5` and `-overlap-radius 100` for the identification of low-abundant transcripts. 5'ends of transcripts were overlapped with windows -100 to +200 around CAGE summit positions associated with each strand window of transcribed DHSs.

### Assessment of the relationship between chromatin architecture and type of regulatory element

All pairs of transcribed DHSs within 1 Mbp were annotated according to whether they were supported by a significant interaction or not. The resulting dataset was then distance balanced, by splitting the range of distances between the pairs into 100, and for each split the number of interacting pairs was balanced against the number of non-interacting pairs (1-1 ratio, taking 10 the minimum of interaction or non-interacting). Only pairs at above the 5th split were considered, to remove the bias from difficulties of interaction calling algorithms to detect interactions at short distances. Next, pairs of transcribed DHSs were split according to pairs which overlapped dCP enhancers on both ends, pairs which overlapped hkCP enhancers on both ends or pairs which overlapped a dCP enhancer in one and a hkCP enhancer on the other element. Cases where one side overlapped both were removed from the analysis. For each class and STARR-seq enhancer class at targets, we fit a GLM to predict which of the 5

potential classes the given class interacted with. For interpretation of coefficients we generated a background class according to a random subset based on 1/5th of the dataset. We repeated the distance balancing and random background sampling 100 times, and averaged the final coefficients and p-values.

Enrichment within and between TADs proceeded similar to the GLM approach with interactions, except the response was "within TAD vs between TAD" and there was no minimum distance cut off.

## REFERENCES

1. Andersson, R., Refsing Andersen, P., Valen, E., Core, L. J., Bornholdt, J., Boyd, M., Heick Jensen, T., and Sandelin, A. (November, 2014) Nuclear stability and transcriptional directionality separate functionally distinct RNA species. *Nature Communications*, **5**, 5336.
2. Fraley, C. and Raftery, A. E. (2002) Model-Based Clustering, Discriminant Analysis, and Density Estimation. *Journal of the American Statistical Association*, **97**(458), 611–631.
3. Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y. C., Laslo, P., Cheng, J. X., Murre, C., Singh, H., and Glass, C. K. (May, 2010) Simple Combinations of Lineage-Determining Transcription Factors Prime cis-Regulatory Elements Required for Macrophage and B Cell Identities. *Molecular Cell*, **38**(4), 576–589.
4. Mathelier, A., Fornes, O., Arenillas, D. J., Chen, C.-Y., Denay, G., Lee, J., Shi, W., Shyr, C., Tan, G., Worsley-Hunt, R., Zhang, A. W., Parcy, F., Lenhard, B., Sandelin, A., and Wasserman, W. W. (January, 2016) JASPAR 2016: a major expansion and update of the open-access database of transcription factor binding profiles. *Nucleic acids research*, **44**(D1), D110–D115.
5. Lim, S. J., Boyle, P. J., Chinen, M., Dale, R. K., and Lei, E. P. March Genome-wide localization of exosome components to active promoters and chromatin insulators in *Drosophila*. *Nucleic acids research*, **41**(5), 2963–2980.
6. Martin, M. (August, 2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal*, **17**(1), 10.
7. Trapnell, C., Roberts, A., Goff, L., Pertea, G., Kim, D., Kelley, D. R., Pimentel, H., Salzberg, S. L., Rinn, J. L., and Pachter, L. (March, 2012) Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nature protocols*, **7**(3), 562–578.

## SUPPLEMENTARY FIGURES

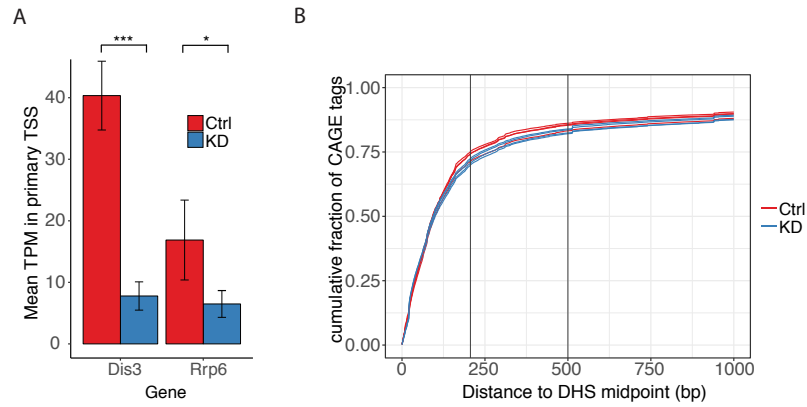

**Supplementary Figure 1.** Expression of knockdown target genes and assessment of cumulative CAGE tag fractions around DHSs. **(A)** Mean TPM expression of the exosome knockdown targets *Dis3* and *Rrp6* primary TSSs, measured for each control (Ctrl) and knockdown (KD) samples. Unpaired t-test determined significant reduction in knock down samples of both genes. Significance stars interpreted as:  $*$  =  $P < 0.1$ ,  $***$  =  $P < 0.001$ . **(B)** Cumulative CAGE tag fraction (vertical axis) in control samples (four replicates) and knockdown samples (four replicates), as a function of the distance to the midpoints (signal summits) of DNase I hypersensitive sites (DHSs).

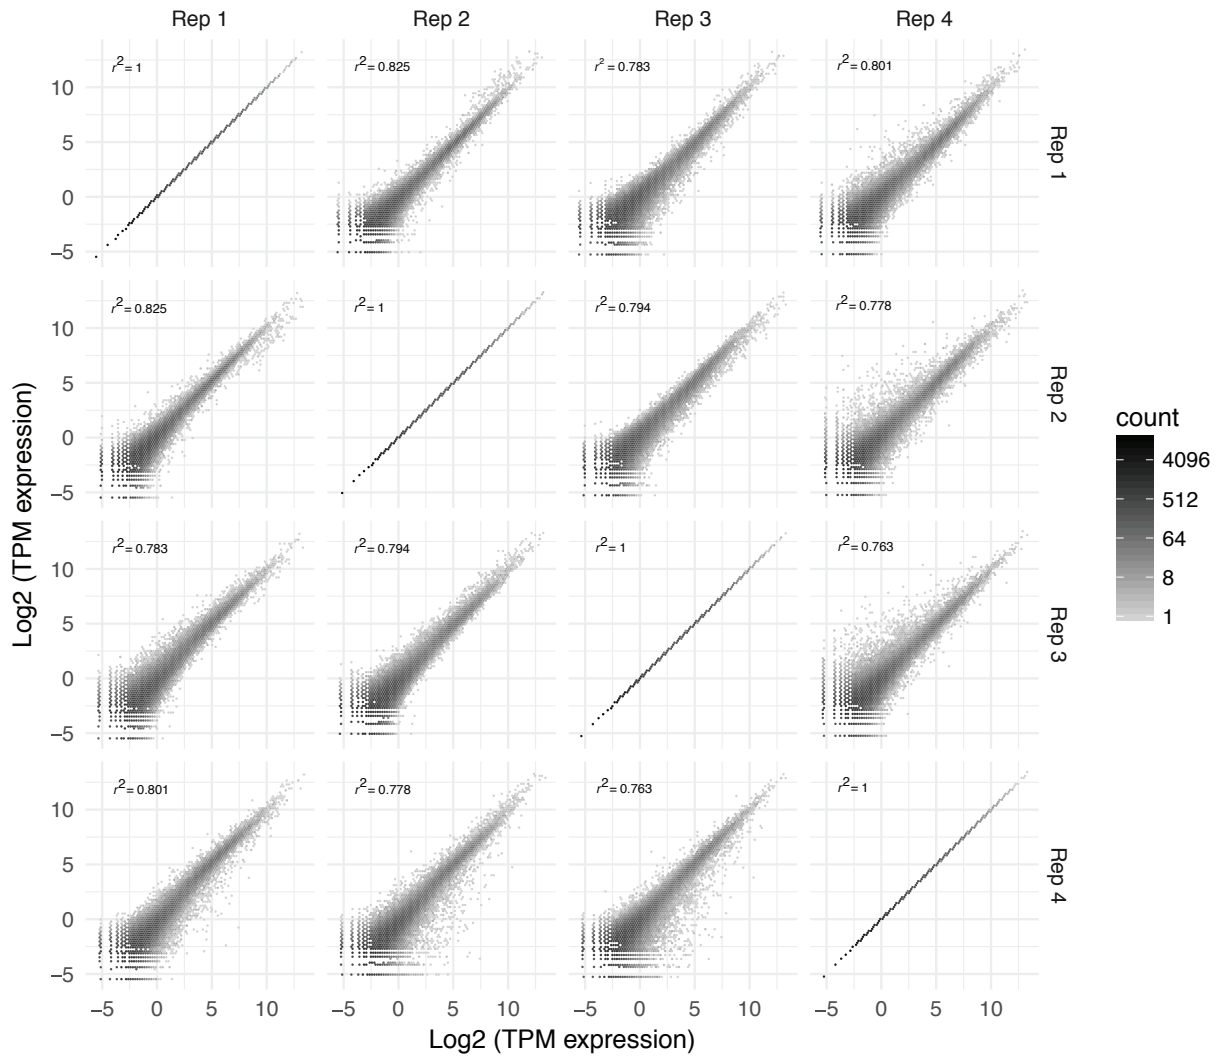

**Supplementary Figure 2.** Replicate expression in control samples. Log<sub>2</sub> TPM expression of TCs expressed above background noise for each pair of control replicates. Colour scale indicates number of TCs. Expression correlation between each replicate pair is indicated by  $r^2$  in the top left corner, based on a linear model fit.

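For the libraries labelled exosome knockdown, which are the paper's GFP columns, r squared over the TCs kept here ranged from 0.875 to 0.954 among the 6 pairs. A linear fit of log2 values needs a tag in both libraries, so TCs without a tag in either library of a pair are left out.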

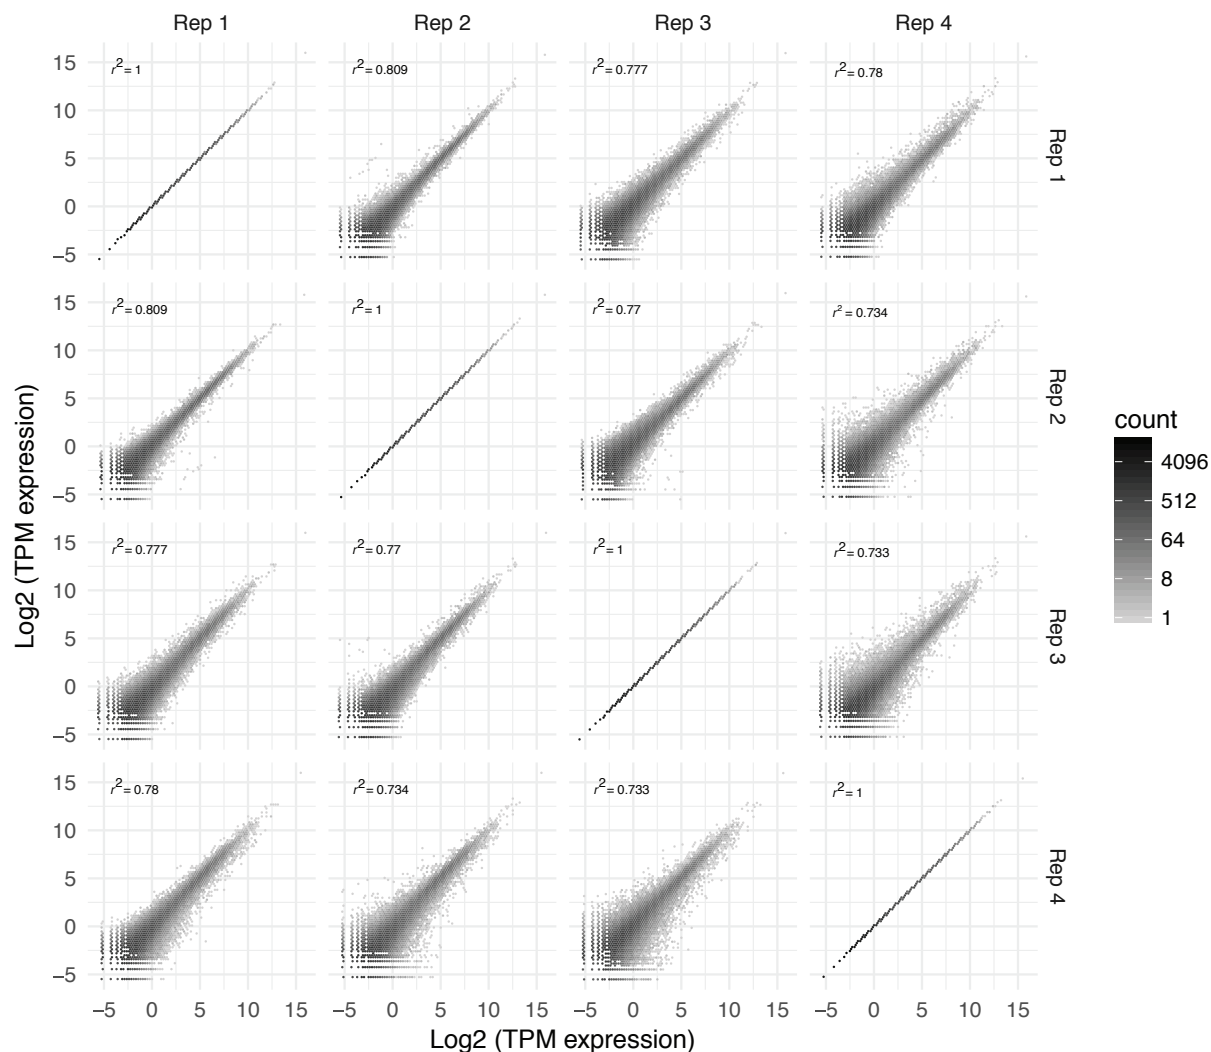

**Supplementary Figure 3.** Replicate expression in knockdown samples. Log<sub>2</sub> TPM expression of TCs expressed above background noise, for each pair of knockdown replicates. Colour scale indicates the number of TCs. Expression correlation between each replicate pair is indicated by  $r^2$  in the top left corner, based on a linear model fit.

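For the libraries labelled control, which are the paper's KD columns, r squared ranged from 0.828 to 0.952 among the 6 pairs of replicates.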

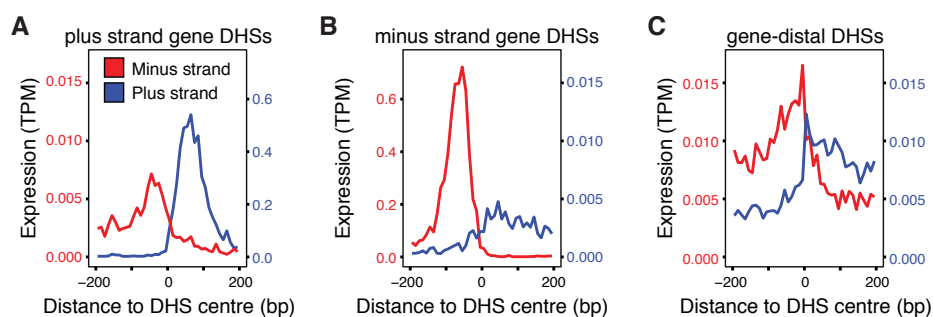

**Supplementary Figure 4.** CAGE CTSS coverage over DHSs. Exosome KD CAGE CTSS expression (TPM) overlaid on transcribed DHSs were averaged across DHSs proximal to FlyBase plus strand gene TSSs (A), minus strand gene TSSs (B), and distal to gene TSSs (C). Outlier values above the 99th percentile of data were removed prior to averaging. Minus and plus strand expression levels are given on the left and right side of each panel, respectively.

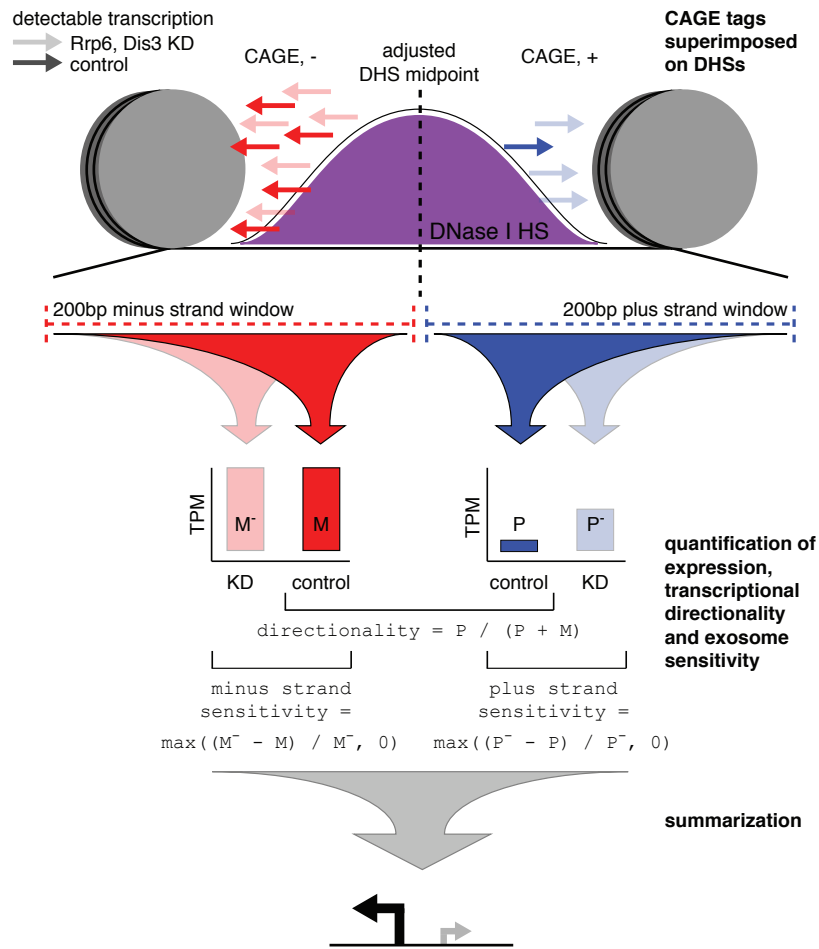

**Supplementary Figure 5.** Schematic illustration of the utilisation of DNase I hypersensitive sites as focus points for transcription initiation events at regulatory elements. DHS-associated strand-specific expression levels in control and exosome depleted S2 cells were quantified by counting of CAGE tags in genomic windows of 200 bp immediately flanking the DHS centre points that optimised CAGE tag coverage (see Methods). Based on strand-specific expression levels both a directionality score, measuring the strand bias in expression level, and a strand-specific exosome sensitivity score, measuring the relative amount of degraded RNAs by the exosome, were calculated. These measures were used for clustering the DHSs to infer classes of DHSs with similar transcriptional properties.

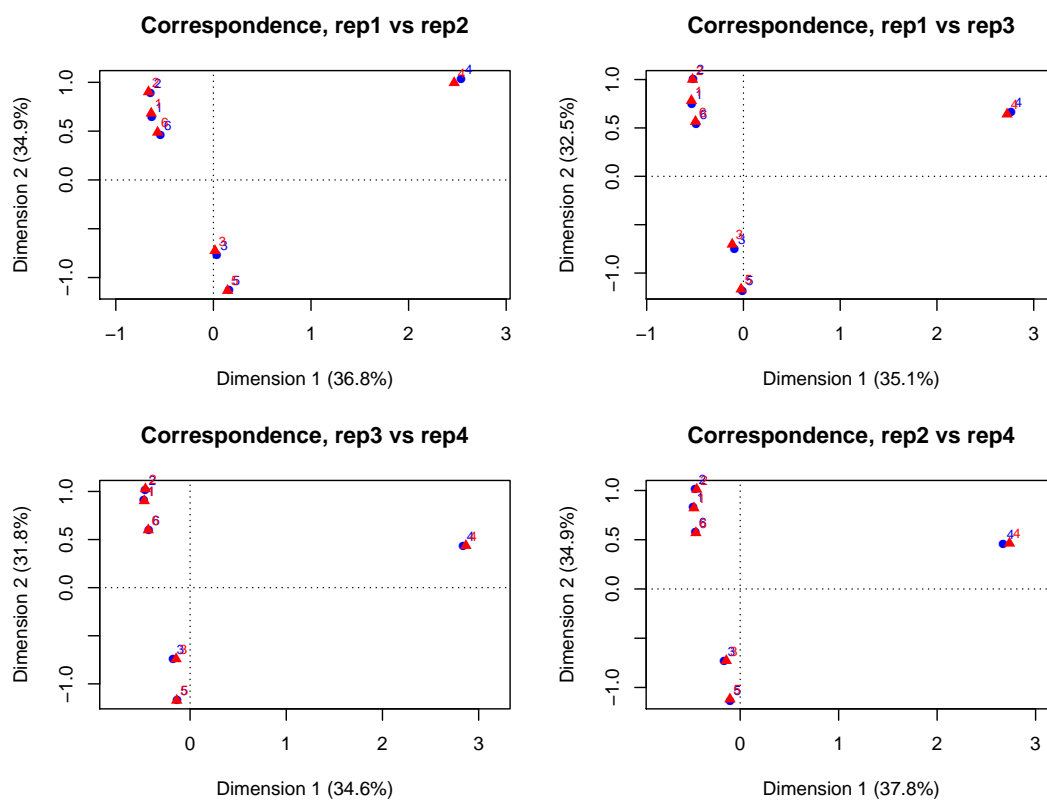

**Supplementary Figure 6.** Correspondence analysis of CAGE replicate agreement in DHS clustering.

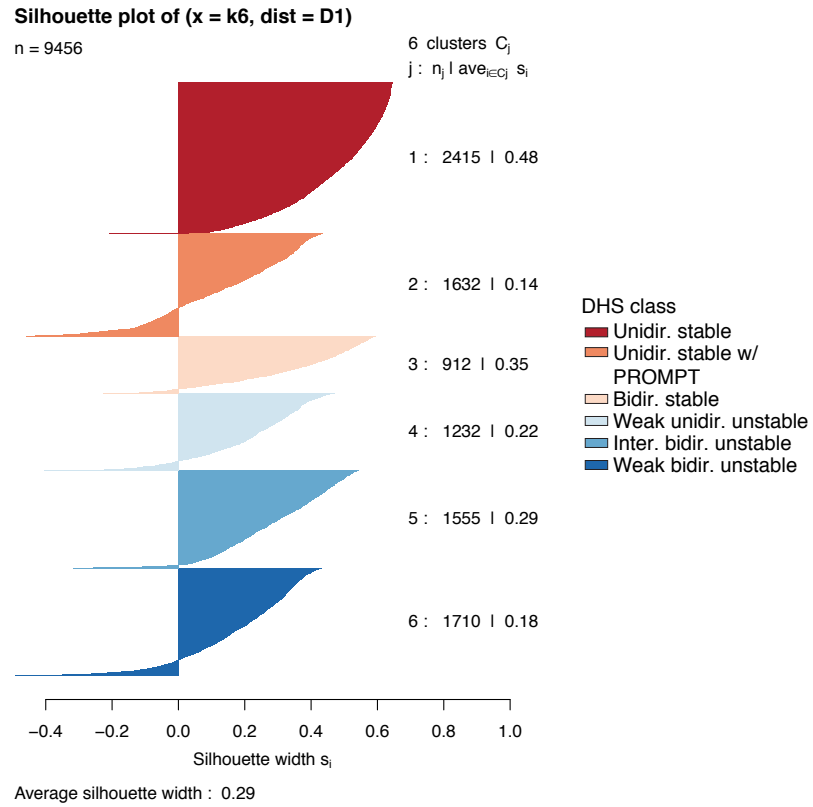

**Supplementary Figure 7.** Silhouette plot representing cluster purity. Clusters based on results from the two step clustering procedure of 9456 sites. Briefly, large silhouette widths indicate that a DHS fits well within its assigned cluster. The distance measure used is the euclidean distance between scaled data vectors averaged across the four replicates.

**A**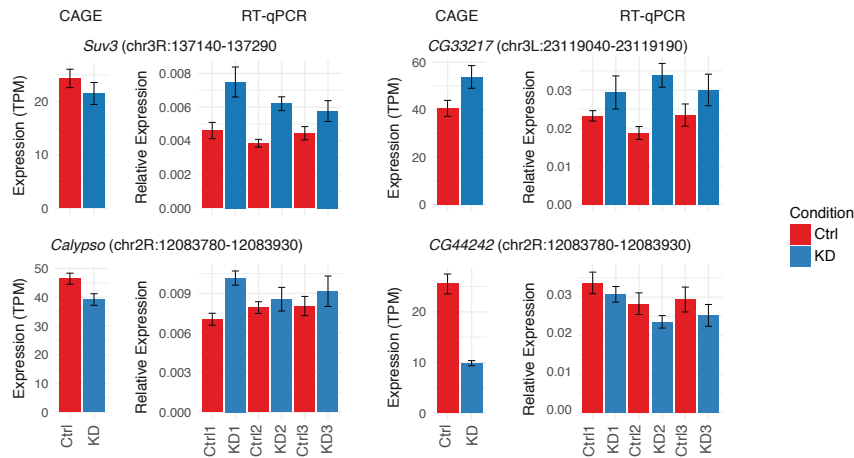**B**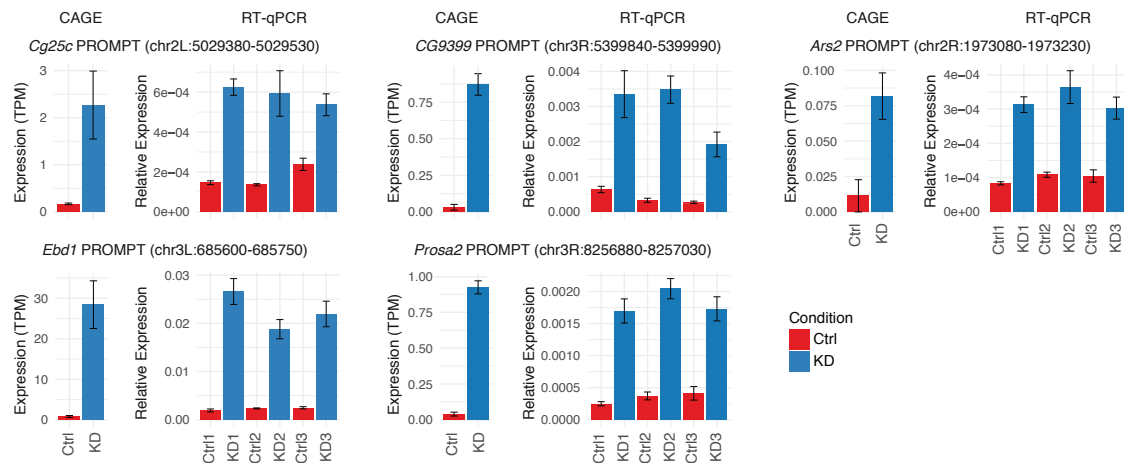

**Supplementary Figure 8.** CAGE expression and RT-qPCR validation of mRNA and PROMPT targets. **(A)** CAGE expression and RT-qPCR validation of four randomly selected *unidirectional stable* targets, listed with FlyBase gene ID and DHS coordinates. For each target, left panel shows mean CAGE expression (TPM) and standard deviations of DHS major strand (gene sense direction), within all four replicates per CAGE condition; control (Ctrl) and knock down (KD). Right panel shows RT-qPCR mean relative expression with standard deviations of three technical replicates (normalised to *Act5C*), for three biological replicates per condition; control (Ctrl) and knock down (KD). **(B)** CAGE expression and RT-qPCR validation of four randomly selected PROMPTs of the *unidirectional stable w/ PROMPT* DHS cluster, together with the *Cg25C* PROMPT shown in Figure 1A. FlyBase gene ID and DHS coordinates are listed on top of each PROMPT plot section. For each target, left panel shows mean CAGE expression (TPM) and standard deviations of DHS minor strand (antisense of gene direction), within all four replicates per CAGE condition; control (Ctrl) and knock down (KD). Right panel shows RT-qPCR mean relative expression of PROMPT targets (upstream of and antisense to annotated FlyBase gene TSSs), with standard deviations of three technical replicates (normalised to *Act5C*), for three biological replicates per condition; control (Ctrl) and knock down (KD).

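Of the 4 mRNA windows, the plus strand window of Suv3 (3R, DHS from 137141 to 137290 of dm3) had 21.5 ± 4.12 TPM in the libraries labelled control (the paper's KD columns) and 24.4 ± 3.51 TPM in those labelled exosome knockdown (SD, n = 4; exact permutation p = 0.314, two-sided). CG33217 (3L, 23119041 to 23119190) had 53.8 ± 9.52 and 40.6 ± 6.76 TPM (SD, n = 4; exact permutation p = 0.0857). Calypso and CG44242 share a DHS (2R, 12083781 to 12083930). The Calypso window on the minus strand had 39.2 ± 4.03 and 46.4 ± 3.87 TPM (SD, n = 4; exact permutation p = 0.0571), and the p fell to 0.0286 when TPM was taken over TMM effective library sizes. The CG44242 window on the plus strand had 9.85 ± 1.01 TPM in the libraries labelled control and 25.5 ± 3.93 TPM in those labelled exosome knockdown, without overlap (log2 fold change -1.46, adjusted p = 1.55e-05 from edgeR's quasi-likelihood test).
Among the PROMPTs, the Ebd1 window (3L, 685601 to 685750, plus strand) had 28.4 ± 11.8 TPM in the libraries labelled control and 0.823 ± 0.479 TPM in the others (SD, n = 4; log2 fold change 5.01). The PROMPT of Prosa2 (3R, 8256881 to 8257030, minus strand) had 1.23 ± 0.116 and 0.0468 ± 0.0346 TPM, and that of CG9399 (3R, 5399841 to 5399990, plus strand) had 0.719 ± 0.199 and 0.0319 ± 0.0397 TPM (SD, n = 4 each). The PROMPT of Ars2 (2R, 1973081 to 1973230, plus strand) rested on 14 tags against 2 tags, with a log2 fold change of 2.36 (standard error 1.03, adjusted p = 0.0402 from edgeR).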

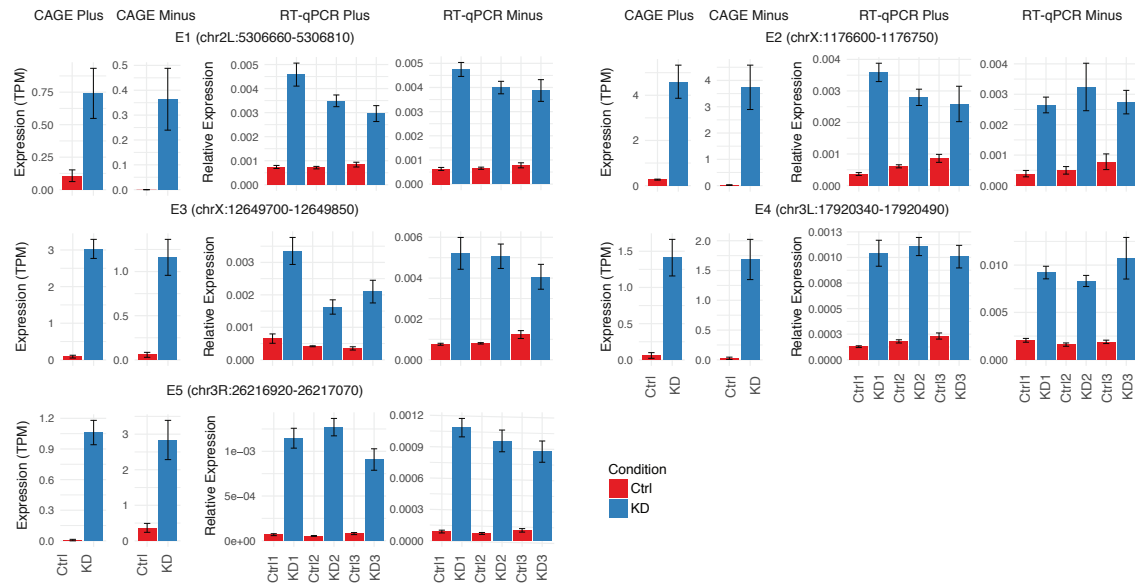

**Supplementary Figure 9.** CAGE expression and RT-qPCR validation of bidirectional unstable transcription. CAGE expression and RT-qPCR validation of four randomly selected enhancer RNA targets from the *bidirectional weak unstable* DHS cluster, together with the intragenic dCP STARR-seq enhancer shown in Figure 1B. DHS coordinates are listed above each plot section. For each target, left panel shows DHS plus and minus strand mean CAGE expression (TPM) and standard deviations within all four replicates per CAGE condition; control (Ctrl) and knock down (KD). Right panel shows RT-qPCR mean relative expression with standard deviation of three technical replicates (normalised to *Act5C*) for three biological replicates per condition; control (Ctrl) and knock down (KD). RT-qPCR was performed on both plus and minus TC peak

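Enhancers E2 to E5 are the DHSs on X from 1176601 to 1176750, on X from 12649701 to 12649850, on 3L from 17920341 to 17920490 and on 3R from 26216921 to 26217070 of dm3. In the libraries labelled control (the paper's KD columns) the plus and minus strand windows of E2 had 4.16 ± 1.35 and 4.78 ± 2.28 TPM (SD, n = 4), and in those labelled exosome knockdown they had 0.266 ± 0.0448 and 0.0542 ± 0.0409 TPM. For E3 the values were 3.36 ± 0.773 and 0.979 ± 0.326 TPM against 0.0882 ± 0.0757 and 0.0513 ± 0.0557 TPM. The windows of E4 had 1.41 ± 0.505 and 1.69 ± 0.675 TPM against 0.0605 ± 0.0782 and 0.0262 ± 0.0387 TPM. At E5 expression was 1.06 ± 0.239 and 2.84 ± 1.10 TPM against 0.00745 ± 0.0149 and 0.365 ± 0.251 TPM. The log2 fold changes of these 8 windows in edgeR's quasi-likelihood fit lay between 2.86 (E5, minus strand) and 6.70 (E5, plus strand, where the libraries labelled exosome knockdown held 1 tag). With the DHS midpoint as the centre, the E4 plus strand window no longer separated the groups (difference 0.175 TPM, exact permutation p = 0.143).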

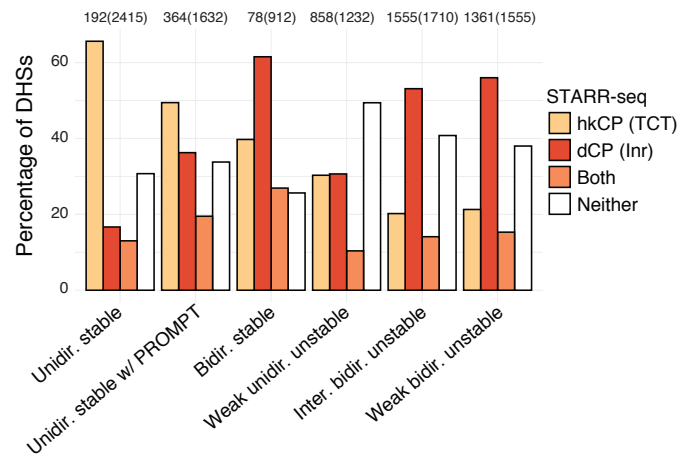

**Supplementary Figure 10.** The percentage of gene distal DHSs in each cluster that are overlapping with or are distal to called STARR-seq enhancers, broken up by those overlapping with hkCP enhancers, dCP enhancers or both classes. The number of DHSs distal to FlyBase gene TSSs in each DHS class (in parenthesis the total number of DHSs in the class) is given above each DHS class.

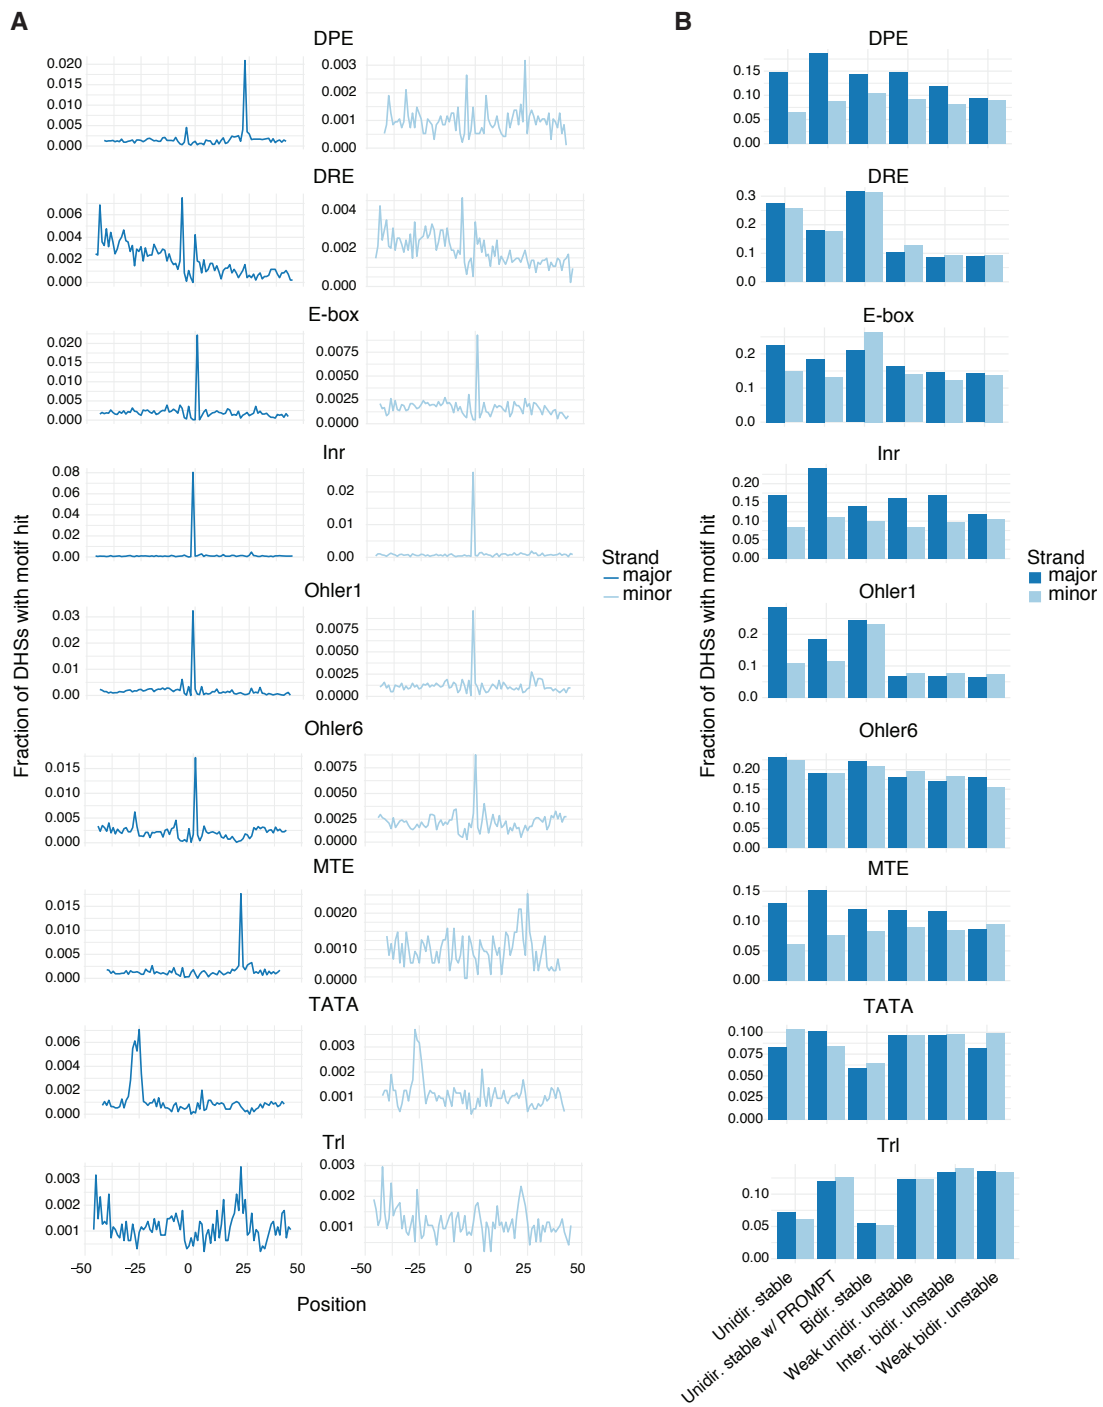

**Supplementary Figure 11.** Fraction of core promoter elements on minor and major strands of transcribed DHSs. **(A)** Fraction of transcribed DHSs (vertical axis) with an identified core promoter element at a given position relative to the major (left panels) and minor (right panels) strand CAGE summits. **(B)** Fraction of DHSs with a core promoter element in each DHS class broken up by major and minor strand.

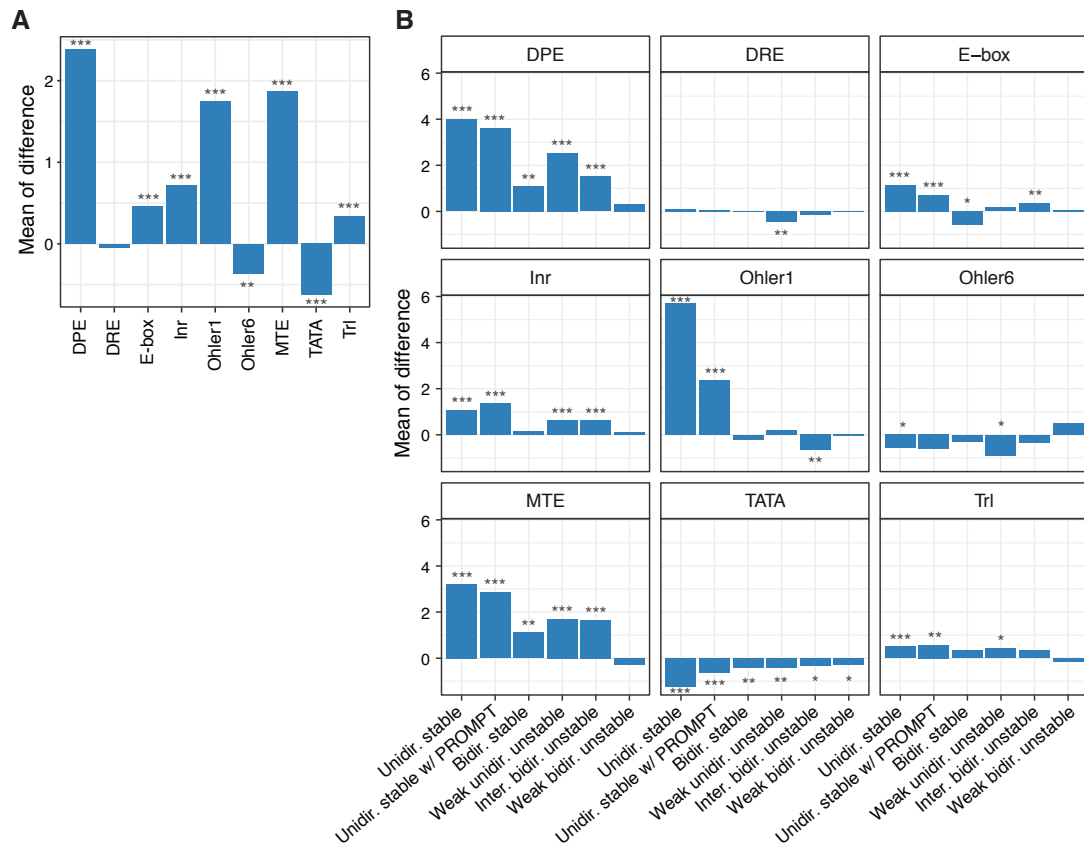

**Supplementary Figure 12.** Motif score differences between major and minor strand. **(A)** Motif score mean of differences between major and minor strand. **(B)** Motif score mean of differences between major and minor strand, tested within each DHS cluster. Significance tested via paired t-test. Significance stars interpreted as: \* =  $P < 0.05$ , \*\* =  $P < 0.01$  or \*\*\* =  $P < 0.0001$ .

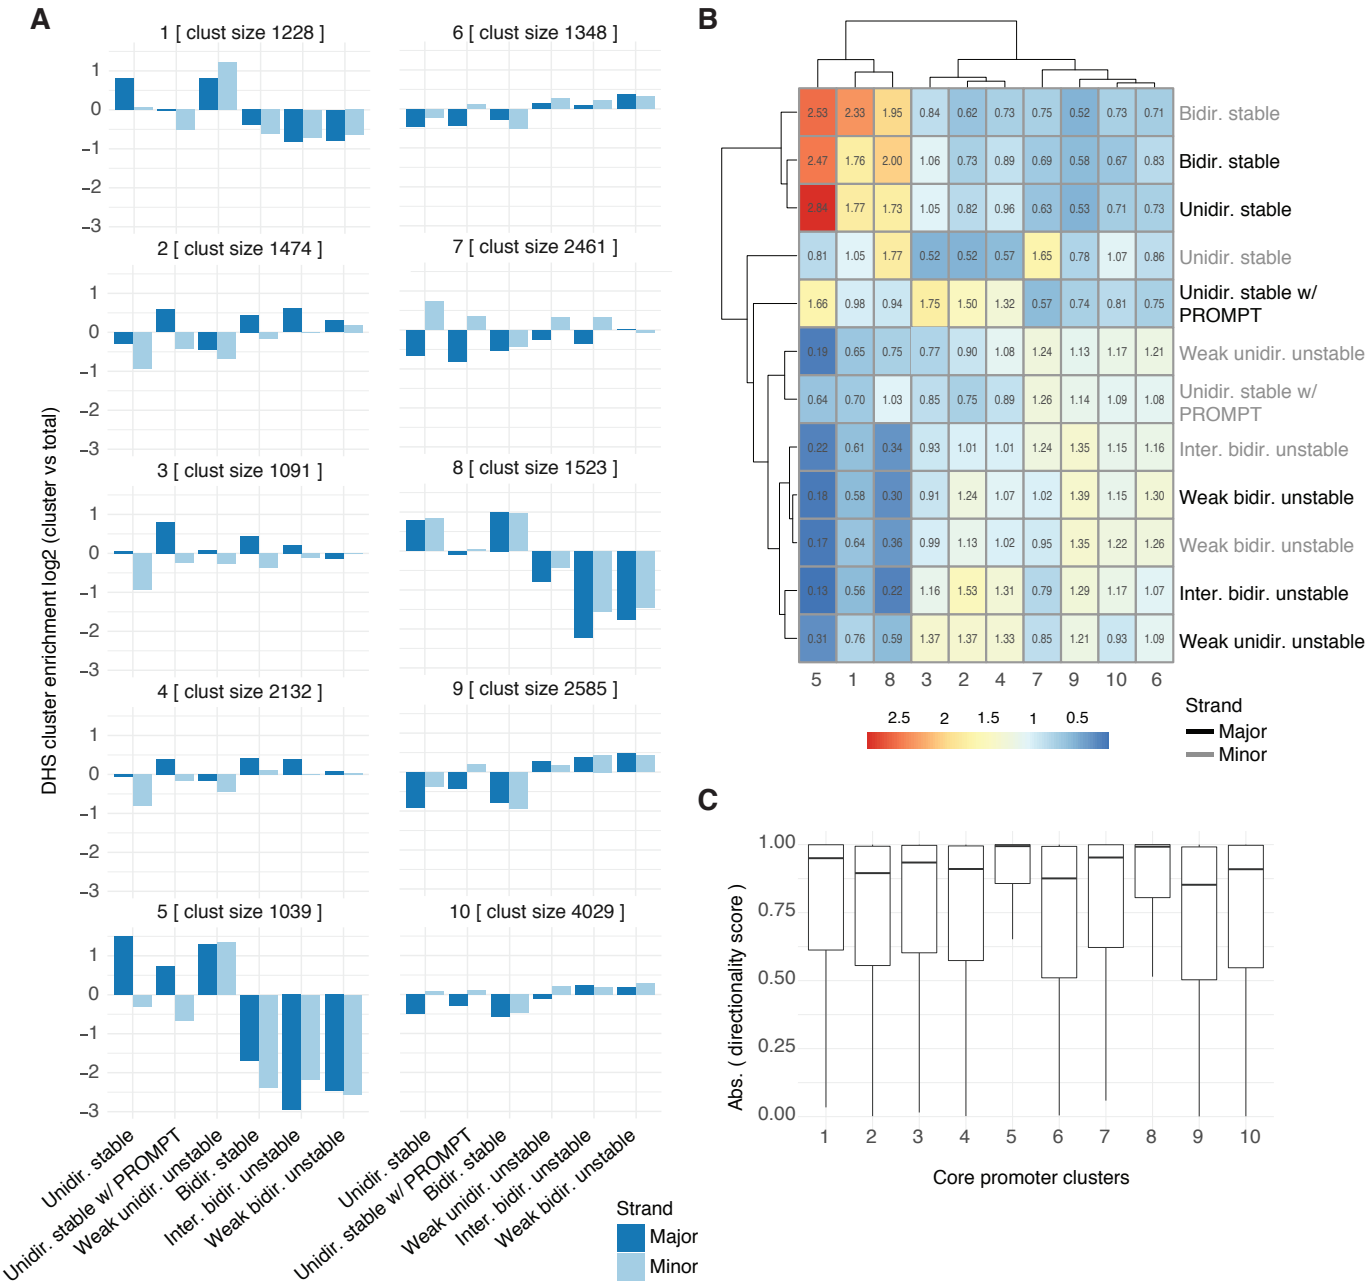

**Supplementary Figure 13.** DHS enrichment for identified core promoter element clusters. **(A)** DHS class enrichments, calculated as the fraction of DHSs in each DHS class associated with each core promoter element cluster versus the fraction of total transcribed DHSs, displayed in  $\log_2$  scale enrichment, broken up by major and minor strand. **(B)** DHS class enrichment, hierarchically clustered with complete linkage, for major and minor strands separately, within each identified core promoter element clusters. **(C)** Absolute directionality score within each identified core promoter cluster.

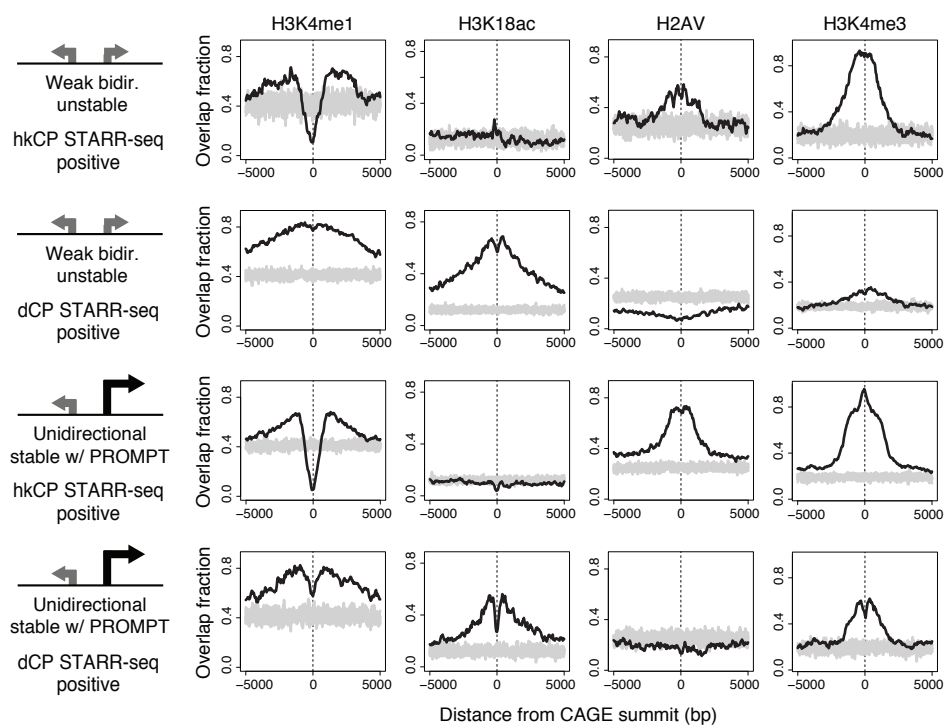

**Supplementary Figure 14.** Binding enrichments at DHS classes with respect to enhancer potential. Detailed binding enrichments for H3K4me1, H3K18ac, H2Av, and H3K4me3 at *weak bidirectional unstable* and *unidirectional stable w/ PROMPT* DHSs, broken up according to STARR-seq enhancer potential (overlapping either a hkCP or dCP enhancer), based on binding proportions within 5,000 bp from the CAGE summit. Grey represents background distribution based on randomised locations, generated 10 times per plot.

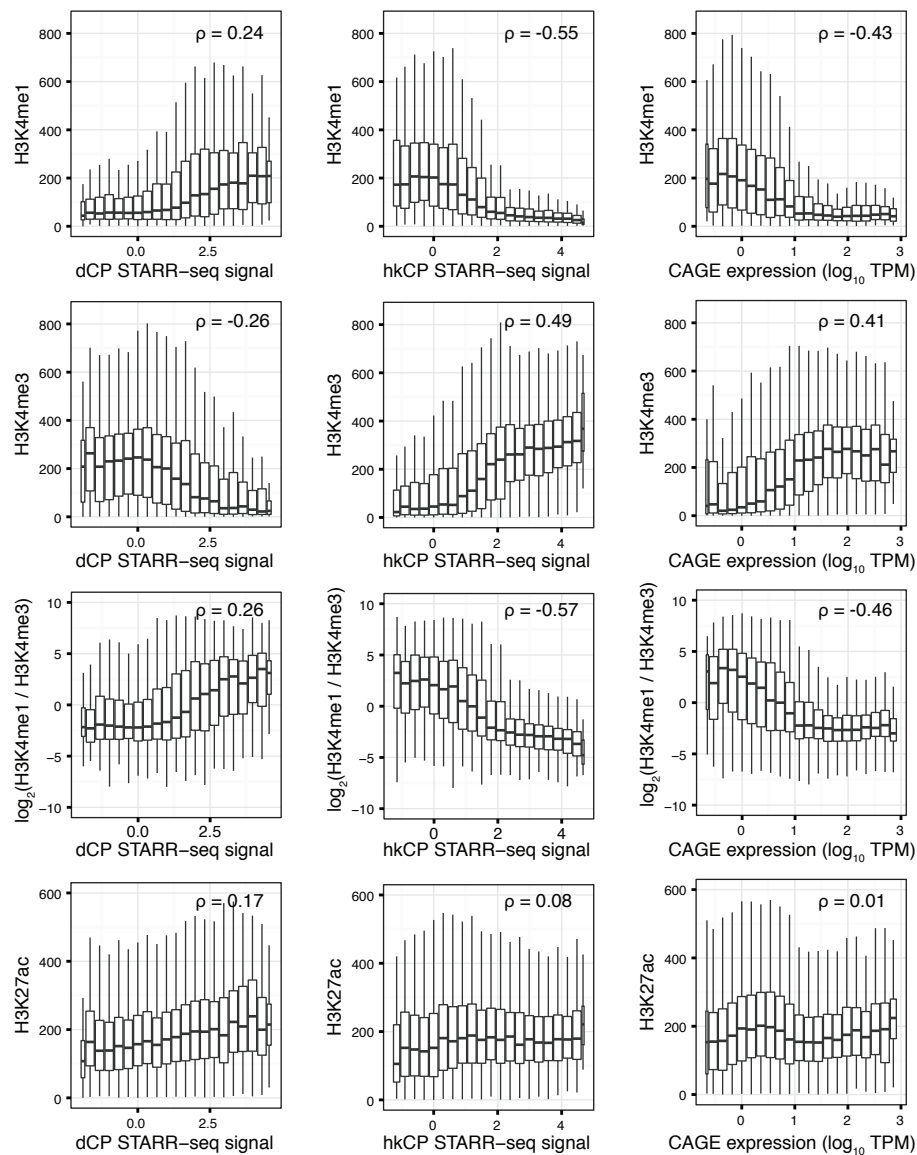

**Supplementary Figure 15.** Histone modifications versus STARR-seq signal and expression strength. Normalised ChIP-seq data of H3K4me1, H3K4me3,  $\log_2$  H3K4me1 over H3K4me3 ratio, and H3K27ac (vertical axis) versus binned dCP (left) and hkCP (middle) STARR-seq signal, and binned TPM scaled  $\log_{10}$  CAGE expression (right) (horizontal axes). Spearman's rho statistics calculated on non-binned data are displayed in the top right corners of panels. All associations are significantly different from zero (Spearman rank correlation test,  $P < 2.2 \times 10^{-16}$ ), except H3K27ac versus CAGE expression.

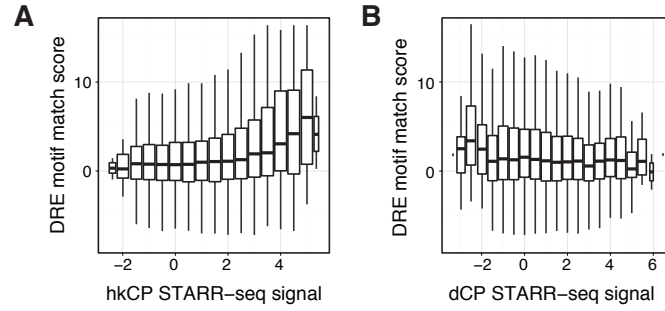

**Supplementary Figure 16.** DRE motif score versus STARR-seq signal. FIMO DRE motif match score (see Methods) versus STARR-seq  $\log_2$  signal fold change versus input for hkCP (A) and dCP (B) enhancer potential. STARR-seq signal is binned in 0.5 sized ranges.

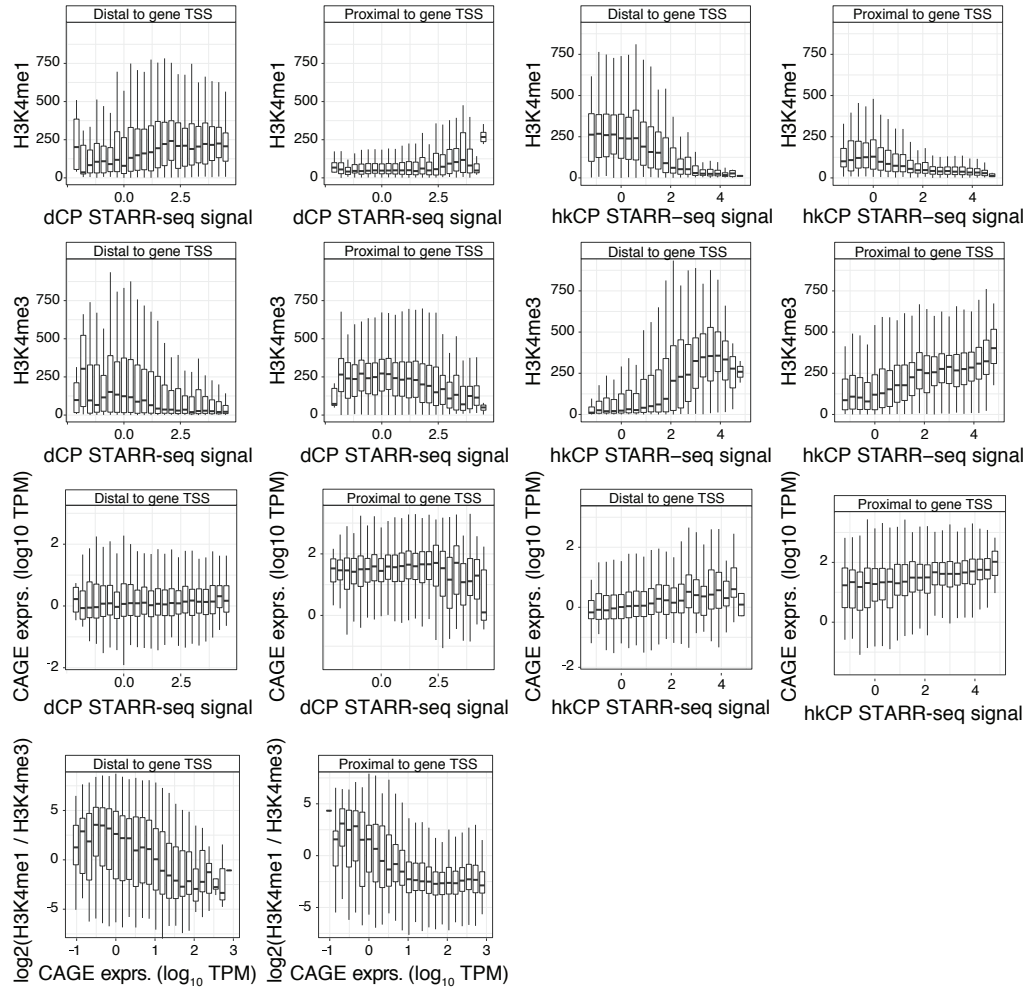

**Supplementary Figure 17.** Histone modifications versus STARR-seq signal and expression strength of gene proximal and distal DHSs. Normalised ChIP-seq data of H3K4me1, H3K4me3,  $\log_2$  H3K4me1 over H3K4me3 ratio, and TPM scaled expression (vertical axis) versus binned dCP (left) and hkCP (right) STARR-seq signal, and binned TPM scaled  $\log_{10}$  CAGE expression (bottom) (horizontal axes).

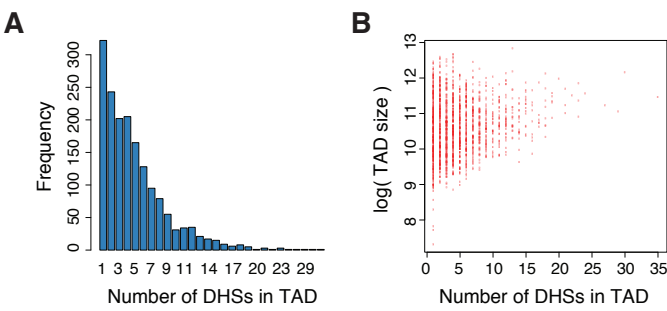

**Supplementary Figure 18.** DHSs linked to TAD information. (A) The frequency of transcribed DHSs within Kc167 TADs. (B) Number of DHSs within a TAD versus the size of the TAD in which they were contained.

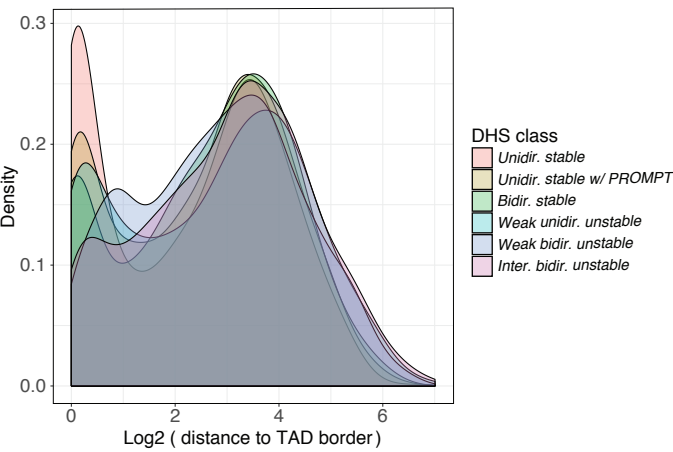

**Supplementary Figure 19.** DHS distance to TAD borders. Smoothed density estimates of log<sub>2</sub> scaled kb distances per DHS class, measured between DHS windows within Kc167 TADs and TAD borders.

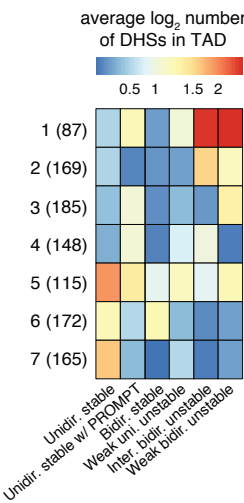

**Supplementary Figure 20.** Heatmap representing clusters of TADs generated according to the membership of TREs defined by DHS classes. Colours represent the average log<sub>2</sub>(number of elements in TAD) for the given DHS class and TAD membership cluster. The number of TADs represented in each TAD cluster is given in parentheses.

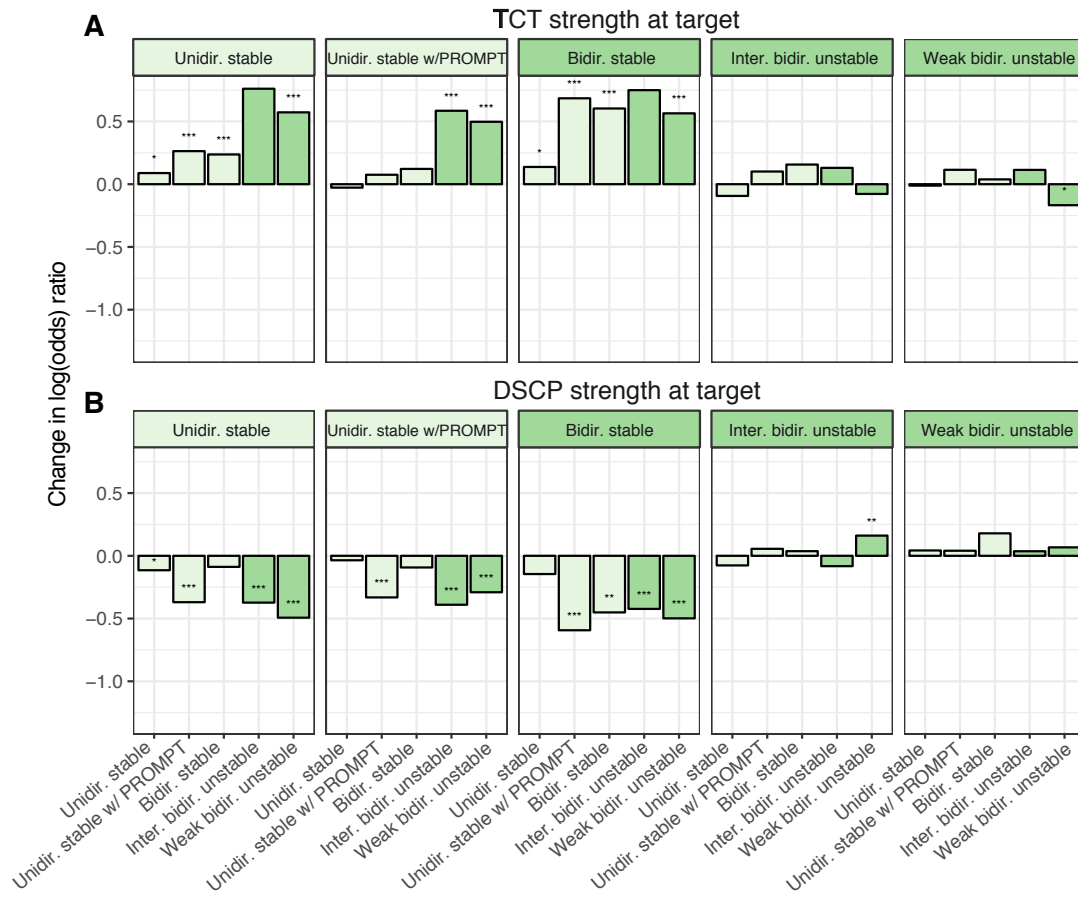

**Supplementary Figure 21.** Class chromatin-interaction preferences based on modelled interactions with STARR-seq strength overlap (see Methods). Significance stars interpreted as:  $*$  =  $P < 0.1$ ,  $**$  =  $P < 0.01$  or  $***$  =  $P < 0.001$ . A single model was fitted per bait class, with all covariates together which were scaled prior to model fitting. **(A)** Modelled interaction between target class and hKCP enhancer strength ( $\log_2(\text{signal over input})$ ) at the target. **(B)** Modelled interaction between target class and dCP enhancer strength ( $\log_2(\text{signal over input})$ ) at the target.

## SUPPLEMENTARY TABLES

**Supplementary Table 1.** Cluster agreement statistics from k-medoids clustering of replicate cluster assignments based on the hamming distance between each pair of DHSs (max\_diss: max dissimilarity, av\_diss: average dissimilarity).

| DHS class                       | size | max_diss | av_diss | diameter | separation |
|---------------------------------|------|----------|---------|----------|------------|
| Weak bidir. unstable            | 1723 | 3        | 0.85    | 4        | 1          |
| Unidirectional stable w/ PROMPT | 1633 | 3        | 1.00    | 4        | 1          |
| Weak unidir. unstable           | 1232 | 2        | 0.82    | 4        | 1          |
| Bidirectional stable            | 912  | 2        | 0.14    | 4        | 1          |
| Intermediate bidir. unstable    | 1556 | 3        | 0.88    | 4        | 1          |
| Unidirectional stable           | 2415 | 2        | 0.40    | 4        | 1          |

**Supplementary Table 2.** RT-qPCR relative mean expression. Mean relative expression of three technical replicates (normalised to *Act5C*) for all validated target sites in three biological replicates, listed by DHS coordinates and FlyBase gene name, where P indicates PROMPT target upstream and antisense of gene, or enhancer ID (E) including TC strand information.

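RT-qPCR measures the abundance of an RNA by amplification of its cDNA, and values were related to Act5C, a gene for a cytoplasmic actin. A PROMPT target lies upstream of a gene, and this position sets it apart from the mRNA. The cDNA was primed with oligo dT and random primers, so the assay does not tell the strands apart. The strand in the name of an enhancer target is that of the TC at its position.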

| DHS ID               | Name                      | Ctrl 1    | KD 1      | Ctrl 2    | KD 2      | Ctrl 3    | KD 3      |
|----------------------|---------------------------|-----------|-----------|-----------|-----------|-----------|-----------|
| 3R:137140-137290     | <i>Suv3</i>               | 4.605e-03 | 7.49e-03  | 3.854e-03 | 6.201e-03 | 4.445e-03 | 5.764e-03 |
| 3L:23119040-23119190 | <i>CG33217</i>            | 0.023219  | 0.029347  | 0.018738  | 0.033844  | 0.02343   | 0.030002  |
| 2R:12083780-12083930 | <i>Calypso</i>            | 7.038e-03 | 0.010163  | 7.921e-03 | 8.561e-03 | 8.036e-03 | 9.162e-03 |
| 2R:12083780-12083930 | <i>CG44242</i>            | 0.033783  | 0.03073   | 0.028301  | 0.023585  | 0.02938   | 0.02526   |
| 2L:5029380-5029530   | <i>Cg25cP</i>             | 1.46e-04  | 6.25e-04  | 1.35e-04  | 5.93e-04  | 2.38e-04  | 5.36e-04  |
| 3R:5399840-5399990   | <i>CG9399P</i>            | 6.36e-04  | 3.35e-03  | 3.29e-04  | 3.479e-03 | 2.72e-04  | 1.919e-03 |
| 2R:1973080-1973230   | <i>Ars2P</i>              | 8.3e-05   | 3.13e-04  | 1.08e-04  | 3.64e-04  | 1.04e-04  | 3.03e-04  |
| 3L:685600-685750     | <i>Ebd1P</i>              | 1.913e-03 | 0.026606  | 2.35e-03  | 0.018791  | 2.468e-03 | 0.021944  |
| 3R:8256880-8257030   | <i>Prosa2P</i>            | 2.49e-04  | 1.697e-03 | 3.71e-04  | 2.045e-03 | 4.12e-04  | 1.73e-03  |
| 2L:5306660-5306810   | <i>E1<sub>plus</sub></i>  | 7.4e-04   | 4.581e-03 | 7.12e-04  | 3.491e-03 | 8.37e-04  | 2.96e-03  |
| 2L:5306660-5306810   | <i>E1<sub>minus</sub></i> | 6.28e-04  | 4.747e-03 | 6.57e-04  | 3.997e-03 | 7.78e-04  | 3.875e-03 |
| X:1176600-1176750    | <i>E2<sub>plus</sub></i>  | 3.64e-04  | 3.588e-03 | 6.08e-04  | 2.796e-03 | 8.61e-04  | 2.587e-03 |
| X:1176600-1176750    | <i>E2<sub>minus</sub></i> | 3.9e-04   | 2.648e-03 | 4.98e-04  | 3.24e-03  | 7.81e-04  | 2.742e-03 |
| X:12649700-12649850  | <i>E3<sub>plus</sub></i>  | 6.52e-04  | 3.354e-03 | 4.15e-04  | 1.626e-03 | 3.49e-04  | 2.101e-03 |
| X:12649700-12649850  | <i>E3<sub>minus</sub></i> | 7.59e-04  | 5.212e-03 | 8.05e-04  | 5.071e-03 | 1.233e-03 | 4.064e-03 |
| 3L:17920340-17920490 | <i>E4<sub>plus</sub></i>  | 1.28e-04  | 1.041e-03 | 1.79e-04  | 1.107e-03 | 2.32e-04  | 1.008e-03 |
| 3L:17920340-17920490 | <i>E4<sub>minus</sub></i> | 2.052e-03 | 9.212e-03 | 1.599e-03 | 8.322e-03 | 1.889e-03 | 0.010724  |
| 3R:26216920-26217070 | <i>E5<sub>plus</sub></i>  | 6.8e-05   | 1.147e-03 | 5.3e-05   | 1.27e-03  | 8e-05     | 9.08e-04  |
| 3R:26216920-26217070 | <i>E5<sub>minus</sub></i> | 8.8e-05   | 1.082e-03 | 7e-05     | 9.55e-04  | 9.9e-05   | 8.52e-04  |

**Supplementary Table 3.** Oligos for PCR templates for making dsRNA.

| Promoter | strand  | sequence                                        |
|----------|---------|-------------------------------------------------|
| GFP-T7   | forward | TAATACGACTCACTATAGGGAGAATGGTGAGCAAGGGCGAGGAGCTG |
| GFP-T7   | reverse | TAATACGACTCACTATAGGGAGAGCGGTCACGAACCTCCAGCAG    |
| Rrp6-T7  | forward | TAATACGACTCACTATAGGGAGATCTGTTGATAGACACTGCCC     |
| Rrp6-T7  | reverse | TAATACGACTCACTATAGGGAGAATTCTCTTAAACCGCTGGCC     |
| Dis3-T7  | forward | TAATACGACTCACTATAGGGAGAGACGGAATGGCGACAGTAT      |
| Dis3-T7  | reverse | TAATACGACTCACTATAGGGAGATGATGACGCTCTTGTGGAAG     |

Supplementary Table 4. Oligos for qPCR.

| Target                         | forward sequence      | reverse sequence        |
|--------------------------------|-----------------------|-------------------------|
| <i>Suv3</i>                    | TACTCCATATGAGGTGGCTG  | TTTTTGCAGGAGGTCCAATG    |
| <i>CG33217</i>                 | TATTTTCCGCTATGGCACTC  | TAAGGCAGCAATAGTTGAGC    |
| <i>Calypso</i>                 | AGGATTTTGGATGTCACGATG | AGCCATATGGACTCTCGATG    |
| <i>CG44242</i>                 | CCAGAAGGCAAGTTCCCAG   | ATTAATGTAAGCCGCCTCTTC   |
| <i>Cg25c<sub>PROMPT</sub></i>  | GAAACTTGGCGATAAGTCCG  | TGATGTGCTATTGAGCAACTT   |
| <i>CG9399<sub>PROMPT</sub></i> | CGAGCTGGAACCACTTTCATA | TTACCCATCATCTACATGGGC   |
| <i>Ars2<sub>PROMPT</sub></i>   | TTGTTACCTATCCACCTTCCA | TCTCAATTGGATTATGCCGAG   |
| <i>Ebd1<sub>PROMPT</sub></i>   | ATTATCGGCAGGAACCATGT  | GAGGGTTACGAGAAGACCTA    |
| <i>Prosa2<sub>PROMPT</sub></i> | GGGCACACTACCGATTCTAA  | CTATGCGGCACTAAATCGGA    |
| <i>E1<sub>plus</sub></i>       | CAGACAAGATCGCATTAGACA | AATCAGGCTGAGCATTTGATA   |
| <i>E1<sub>minus</sub></i>      | TGCTCAAAGAAGCACATAGTT | ACTACAAGCAGGATAATCCCA   |
| <i>E2<sub>minus</sub></i>      | TTGATCGTCCCTTCATCTCA  | GCTACCACGATAGTTCCGTA    |
| <i>E2<sub>plus</sub></i>       | TCTAATCGGGCTATTCCGGG  | GATTGATAGGCGACACTAGG    |
| <i>E3<sub>minus</sub></i>      | CTGTTTTGTTACAAGCGCGAA | AGCGAGATGTGAAACAGTAAAA  |
| <i>E3<sub>plus</sub></i>       | TTCTGAAACGCAATATCCCAA | AAAAAGACAAGAGCTTGGTTCA  |
| <i>E4<sub>minus</sub></i>      | AAAGTACTCACTCGCCCTAA  | GGCATCTCGAATACCCCTTA    |
| <i>E4<sub>plus</sub></i>       | CTTACCTTACAGTTCATCGGT | ATAGGGTTTTTATGCGCCAG    |
| <i>E5<sub>plus</sub></i>       | CATCGCAGTTTCCCTATCTT  | TCACAAATAGGGATTACACAACA |
| <i>E5<sub>minus</sub></i>      | CACTGCGAGAGATAGGTTTC  | CAGAGACTGGAATCACTTAGG   |

# Supplementary material for: Transcription start site analysis reveals widespread divergent transcription in D. melanogaster and core promoter-encoded enhancer activities
**Source:** Nucleic Acids Res. 2018 Apr 6;46(11):5455–69. doi: 10.1093/nar/gky244
**Supplement:** Supplementary Data

2L:10204760-10204910:plus -14.7041 -1.26606 0.504587 7.46789 -17.4184 0.94898 -18.4587  
1.56944 -4.76147 0.00154 0.0156 0.0098 0.000868 0.00457 0.00014 0.016 0.01 0.0686  
2L:10206860-10207010:minus -23.2653 -1.78899 6.15596 3.62385 -7.67347 -26.6735 -11.211  
0.694444 7.42202 0.00593 0.0183 0.00108 0.00673 0.00055 0.0256 0.0039 0.0134 0.00106  
2L:10206860-10207010:plus -23.449 -0.348624 0.834862 4.9633 -27.4592 -8.79592 -19.578  
7.13889 -0.165138 0.00631 0.0116 0.00875 0.0044 0.0329 0.0019 0.0192 0.000935 0.0195  
2L:10209000-10209150:minus -23.3776 -2.0367 -0.477064 2.99083 -8.93878 -9.02041 -17.367  
5.75 1.69725 0.00619 0.0196 0.0135 0.00899 0.00216 0.00213 0.0136 0.00187 0.0108  
2L:10209000-10209150:plus -23.3367 -1.22018 2.09174 6.68807 -9.20408 -8.23469 -0.559633  
4.18056 2.93578 0.00614 0.0154 0.00558 0.00157 0.00262 0.000875 0.000322 0.00373 0.00717  
2L:10211120-10211270:minus -32.2245 0.302752 2.6422 6.84404 -27.2245 0.826531 -27.3578  
0.708333 1.2844 0.0183 0.00929 0.00455 0.0014 0.0272 0.000153 0.0633 0.0134 0.0129  
2L:10211120-10211270:plus -32.3265 1.66055 3.99083 1.44954 -8.60204 -9.42857 -19.8991  
6.06944 -3.70642 0.0187 0.00569 0.00269 0.0179 0.00125 0.0027 0.0202 0.0016 0.0517  
2L:10220080-10220230:minus -39.4796 3.20183 2.80734 8.77982 -18.6735 -0.244898 -23.789 7.61111  
1.48624 0.0334 0.00323 0.00427 0.000533 0.0123 0.000496 0.0398 0.000726 0.0118  
2L:10220080-10220230:plus -22.8571 -1.66055 7.66055 11.0183 -17.3776 -9.57143 -22.9541  
2.66667 -0.0825688 0.00427 0.0176 0.000523 0.000052 0.00419 0.00326 0.0348 0.00677 0.0189  
2L:10220880-10221030:minus -23.0408 -3.3211 8.05505 9.08257 -17.602 -7.79592 -8.87156 0.722222  
3.99083 0.00512 0.0282 0.000425 0.000444 0.00547 0.000723 0.0025 0.0133 0.00433  
2L:10220880-10221030:plus -31.6224 2.19266 -0.788991 5.69725 -27.3061 -9.7551 -6.02752  
0.333333 3.66972 0.0137 0.00468 0.0149 0.00314 0.0315 0.00358 0.00132 0.0151 0.00514  
2L:10221220-10221370:minus -50.0714 0.0183486 0.0275229 6.83486 -18.4184 -8.60204  
-24.7064 2.48611 1.88073 0.122 0.0102 0.0115 0.00142 0.0101 0.00151 0.0454 0.00723 0.00987  
2L:10221220-10221370:plus -31.3673 -1.19266 4.57798 2.31193 -26.6327 -16.9796 -9.66055  
1.47222 -2.81651 0.0116 0.0152 0.00212 0.0123 0.0188 0.0044 0.00289 0.0104 0.0424  
2L:10222580-10222730:minus -30.9286 2.97248 0.311927 9.59633 -18.7143 -8.45918 -16.2202  
0.277778 -6.27523 0.0104 0.00351 0.0104 0.000275 0.0136 0.00111 0.0113 0.0153 0.0952  
2L:10222580-10222730:plus -32.2653 3.86239 2.22936 6.27523 20.4694 -7.72449 -23.0092 2.36111  
-9.04587 0.0184 0.00253 0.00531 0.00206 1.65e-07 0.00068 0.0351 0.00757 0.167  
2L:10226440-10226590:minus -32.3367 4.87156 12.6697 5.74312 -18.7551 -19.5714 -13.7706  
6.93056 -2.83486 0.0187 0.00172 0.0000269 0.00302 0.0144 0.0202 0.00689 0.00104 0.0427  
2L:10226440-10226590:plus -40.551 5.05505 2.54128 3.76147 -17.1531 -8.5 -16.6055 4.44444 -1.6422  
0.0418 0.00159 0.00473 0.00645 0.00364 0.00126 0.012 0.00334 0.0304  
2L:10226720-10226870:minus -31.9694 3.06422 -1.05505 1.53211 -17.1531 -8.5 -16.0826  
4.30556 -1.05505 0.0168 0.0034 0.0162 0.0174 0.00364 0.00126 0.011 0.00354 0.0264  
2L:10226720-10226870:plus -33.0102 0.174312 -4.79817 0.733945 -28.7959 -8.02041  
-24.5413 5.29167 1.74312 0.0259 0.00971 0.0469 0.0222 0.0641 0.000761 0.0443 0.0023 0.0105  
2L:10227480-10227630:minus -21.9286 3.2844 -1.69725 5.89908 -27.5306 -8.23469 -15.8899  
4.25 -2.0367 0.0027 0.00313 0.0197 0.00272 0.0351 0.000875 0.0106 0.00362 0.0336  
2L:10227480-10227630:plus -33.2245 3.76147 2.81651 1.76147 -18.7449 -17.2755 -20.4587  
0.277778 -4.37615 0.0276 0.00263 0.00426 0.0159 0.0138 0.00544 0.0223 0.0153 0.0617  
2L:102280-102430:minus -4.22449 8.46789 3.22018 6.16514 -9.16327 -18.0102 -7.27523 -1.88889  
-0.376147 0.00013 0.000296 0.00365 0.00223 0.00249 0.00812 0.0018 0.0289 0.0211  
2L:102280-102430:plus -32.3061 14.5046 -0.366972 4.81651 -18.5306 -8.38776 -26.1835  
4.23611 1.54128 0.0186 4.87e-06 0.0131 0.00451 0.0118 0.00101 0.0547 0.00364 0.0115  
2L:10230720-10230870:minus -31.8163 -1.40367 -0.146789 3.01835 -18.4184 -7.23469  
-22.1284 5.44444 -3.42202 0.016 0.0163 0.0122 0.0089 0.0101 0.000557 0.0302 0.00215 0.0488  
2L:10230720-10230870:plus -4.04082 7.74312 -1.26606 -0.880734 -7.82653 -19.051 -9.62385  
-1.375 -0.0275229 0.000123 0.000438 0.0173 0.0353 0.00059 0.0165 0.00287 0.0251 0.0186  
2L:10231680-10231830:minus -22.1122 8.45872 6.31193 9.44037 -8.16327 -0.0204082 -20.6422  
0.527778 1.22936 0.00304 0.000297 0.001 0.000339 0.000873 0.000411 0.0231 0.0142 0.0132  
2L:10231680-10231830:plus -14.7857 -2.10092 -0.862385 6.06422 -18.9796 -18.2755  
-23.7798 1.41667 3.15596 0.00158 0.02 0.0153 0.00239 0.0155 0.0112 0.0397 0.0106 0.00659

2L:10269940-10270090:plus -14.8163 2.61468 11.2661 7.78899 -8.7449 -27.3367 -1.16514 -1.44444  
-3.66055 0.00159 0.004 0.0000678 0.000642 0.00161 0.0347 0.000368 0.0256 0.0513  
2L:10277060-10277210:minus -21.4082 -1.61468 -2.81651 2.25688 -18.4184 -9.57143  
-22.0183 5.875 -2.26606 0.00198 0.0173 0.0274 0.0127 0.0101 0.00326 0.0296 0.00176 0.0359  
2L:10277060-10277210:plus -33.0408 -0.642202 -0.761468 -3.50459 -17.1837 1.82653  
-15.9541 3.23611 1.95413 0.0264 0.0128 0.0148 0.0761 0.00366 0.0000498 0.0108 0.00545 0.00964  
2L:10277500-10277650:minus -32.7347 5.19266 -1.51376 -1.07339 -17.449 -17.5714 -14.2202  
1.52778 -4.34862 0.0225 0.0015 0.0187 0.0377 0.00484 0.00616 0.00761 0.0102 0.0612  
2L:10277500-10277650:plus -31.7041 11.4404 3.27523 0.00917431 -8.86735 -27.1939 -1.52294  
4.86111 5.44037 0.0146 0.0000634 0.00357 0.0269 0.00173 0.0327 0.000398 0.00279 0.00259  
2L:10278780-10278930:minus -44.1429 1.50459 -2.40367 2.12844 -26.2653 -7.86735 -26.7431  
6.29167 1.69725 0.0949 0.00602 0.0243 0.0134 0.018 0.00073 0.0586 0.00144 0.0108  
2L:10278780-10278930:plus -23.2959 13.3878 0.678899 4.22018 -17.3776 -18.051 -13.6055  
-0.333333 -2.37615 0.00605 0.0000869 0.00923 0.00531 0.00419 0.00886 0.00664 0.0185 0.0373  
2L:10291600-10291750:minus -31.7755 -1.18349 2.68807 2.58716 -27.1939 -17.3469 -13.8899  
5.08333 -3.22018 0.0157 0.0152 0.00447 0.011 0.0267 0.0058 0.00708 0.00253 0.0469  
2L:10291600-10291750:plus -23.5612 5.11927 0.963303 5.49541 -17.6735 -8.72449 -23.3761  
2.05556 -6.54128 0.00653 0.00155 0.00837 0.00355 0.00572 0.00169 0.0373 0.00845 0.102  
2L:10292240-10292390:minus -23.4898 12.8624 1.76147 5.74312 -27 -17.2755 -9.29358 0.0138889  
-2.6055 0.00639 0.0000248 0.00631 0.00302 0.0233 0.00544 0.0027 0.0167 0.04  
2L:10292240-10292390:plus -31.7347 12.3761 -2.92661 3.61468 -8.93878 -9.30612 -16.7248  
1.77778 3.14679 0.0149 0.0000356 0.0283 0.0068 0.00216 0.00257 0.0123 0.00932 0.00666  
2L:10299480-10299630:minus -32.0816 4.90826 2.9633 6.76147 -26.8571 -18.2755 -20.7615  
-0.680556 -1.56881 0.0176 0.00169 0.00403 0.00148 0.0198 0.0112 0.0236 0.0206 0.0298  
2L:10299480-10299630:plus -32.7347 4.05505 3.94495 1.62385 -27.2245 -8.57143 -18.8624  
4.90278 4.45872 0.0225 0.00235 0.00274 0.0168 0.0272 0.00149 0.0171 0.00274 0.00366  
2L:10303500-10303650:minus -13.6327 3.6422 6.61468 10.5872 -18.1224 -19.0102 -6.84404  
0.527778 -2.83486 0.00101 0.00275 0.000869 0.000115 0.00782 0.0159 0.00163 0.0142 0.0427  
2L:10303500-10303650:plus -30.1735 0.33945 1.46789 6.18349 -27.7041 -9.79592 -9.99083  
1.05556 1.53211 0.00869 0.00917 0.007 0.00217 0.038 0.00377 0.00307 0.0119 0.0116  
2L:10303880-10304030:minus -32.2143 -1.70642 5.72477 11.2936 20.2041 -17.4898 -10.5505 2.05556  
0.0825688 0.0182 0.0178 0.0013 0.0000139 3.64e-07 0.0059 0.00342 0.00845 0.0181  
2L:10303880-10304030:plus -33.0714 11.4679 4.51376 6.29358 -18.3776 -8.79592 -21.6789 -0.638889  
-4.43119 0.0267 0.0000627 0.00218 0.00202 0.00926 0.0019 0.0278 0.0203 0.0627  
2L:10306740-10306890:minus -22.1531 10.2385 6.66972 7 10.9184 -18.2041 -11.6881 -4.01389 -4.41284  
0.0031 0.000119 0.000847 0.00132 4.19e-06 0.0103 0.00431 0.0494 0.0624  
2L:10306740-10306890:plus -32.5918 6.3945 4.40367 3.94495 -26.5306 -16.7143 -12 1.40278 3.41284 0.021  
0.000878 0.00228 0.00595 0.0185 0.00419 0.00461 0.0106 0.006  
2L:10311280-10311430:minus -40.7755 0 0.00917431 9.49541 -27.2653 -9.79592 -16.7523 9.375  
-2.78899 0.0433 0.0103 0.0116 0.000308 0.0302 0.00377 0.0123 0.000251 0.0422  
2L:10311280-10311430:plus -30.4796 -1.12844 1.77982 2.19266 -18.0204 -9.20408 -11.844 2.625 -2.44954  
0.00941 0.0149 0.00627 0.0131 0.00733 0.00225 0.00446 0.00687 0.0381  
2L:10311840-10311990:minus -24.5204 2.57798 6.49541 3.31193 -16.7143 -9.79592 -15.6606 7.52778  
-2.31193 0.00813 0.00406 0.000921 0.00786 0.00319 0.00377 0.0102 0.00076 0.0363  
2L:10311840-10311990:plus -33 0.66055 5.88991 6.00917 -18.6429 -9.82653 -12.8532 5.94444 -1.00917  
0.0258 0.00818 0.00121 0.00255 0.0121 0.00381 0.00559 0.0017 0.0262  
2L:10314360-10314510:minus -32.9694 5.77064 5.2844 2.54128 -27.4592 -8.16327 -21.9633 6.5 5.3945  
0.0254 0.00117 0.00158 0.0112 0.0329 0.000783 0.0293 0.0013 0.00263  
2L:10314360-10314510:plus -23.0714 1.62385 0.0825688 5.73394 -27.9694 -19.6429 -12.9633 5.56944  
3.31193 0.0052 0.00577 0.0113 0.00307 0.0437 0.0204 0.00573 0.00203 0.00618  
2L:10314700-10314850:minus -42.7041 -2.52294 1.33028 1.61468 -27.2347 -9.09184 -24.2844 5.31944  
-0.0275229 0.0842 0.0226 0.00736 0.0169 0.0283 0.00219 0.0428 0.00227 0.0186  
2L:10314700-10314850:plus -33.2959 12.1927 14.8257 5.57798 -17.449 -9.5 -21.3853 6.22222 -4.24771  
0.0279 0.000041 2.55e-06 0.0034 0.00484 0.00294 0.0264 0.00149 0.0591

2L:10327880-10328030:minus -41.5918 5.2844 0.284404 5.86239 10.3571 -17.9796 -24.5596 2.97222  
 -4.78899 0.0623 0.00145 0.0105 0.00282 0.0000208 0.00764 0.0445 0.00603 0.0691  
 2L:10327880-10328030:plus -14.3673 -2.16514 3.15596 2.84404 -17.3776 -18.5 -12.2477 1 -1.43119  
 0.00132 0.0204 0.00374 0.00961 0.00419 0.0131 0.00487 0.0121 0.029  
 2L:10331420-10331570:minus -43.0408 -0.504587 3.44954 9.49541 -19.3163 -8.72449 -33.0917 6.45833  
 -4.84404 0.0892 0.0122 0.00334 0.000308 0.0165 0.00169 0.133 0.00133 0.0701  
 2L:10331420-10331570:plus -42.5918 0.944954 -1.26606 7.51376 1.61224 10.5714 -25.9174 8.08333 -0.440367  
 0.0819 0.00739 0.0173 0.000836 0.0000631 4.67e-06 0.0529 0.000556 0.0216  
 2L:10333700-10333850:minus -14.0408 6.30275 -0.0275229 2.3945 -9.23469 -9.72449 -6.31193 3.79167  
 1.77064 0.00115 0.000917 0.0117 0.0119 0.00277 0.00352 0.00142 0.00437 0.0103  
 2L:10333700-10333850:plus -31.4796 -0.449541 5.37615 2.84404 -9.20408 -9.02041 -15.3486 0.0138889  
 5.38532 0.0128 0.012 0.00152 0.00961 0.00262 0.00213 0.00961 0.0167 0.00267  
 2L:10335100-10335250:minus -31.8061 6.80734 6.73394 1.9633 -27.9694 -26.8265 -15.8899 11.2361  
 3.51376 0.0158 0.000716 0.000821 0.0146 0.0437 0.0285 0.0106 0.0000623 0.00566  
 2L:10335100-10335250:plus -14.8571 7.15596 -1.17431 4.0367 -18.2653 -17.2041 -20.633 3.83333 2  
 0.0016 0.000599 0.0169 0.00578 0.00882 0.00507 0.023 0.0043 0.00941  
 2L:10339380-10339530:minus -24 9.7156 2.78899 3.10092 -8.97959 -9.53061 -16.3119 2.97222 -0.284404  
 0.00719 0.000154 0.0043 0.00865 0.0023 0.0031 0.0114 0.00603 0.0207  
 2L:10339380-10339530:plus -14.4082 4.99083 1.99083 5.2844 -18.7143 -18.051 -12.5688 -2.20833 3.47706  
 0.00136 0.00164 0.0058 0.004 0.0136 0.00886 0.00524 0.0315 0.00575  
 2L:10341500-10341650:minus -31.7041 -0.715596 6.43119 6.20183 -8.82653 0.0510204 -27.2661  
 4.59722 1.90826 0.0146 0.0131 0.000949 0.00214 0.00163 0.000349 0.0625 0.00313 0.00974  
 2L:10341500-10341650:plus -22.2653 0.752294 3.48624 3.9633 -26.2653 -18.0816 -17.6972 5.86111 1.95413  
 0.00331 0.00791 0.00329 0.0059 0.018 0.00934 0.0143 0.00177 0.00964  
 2L:10342540-10342690:minus -32.8163 14.4128 13.3945 9.33028 -27.2245 -18.0102 -20.1376 5.27778  
 2.83486 0.024 5.49e-06 0.0000143 0.000374 0.0272 0.00812 0.0211 0.00232 0.00739  
 2L:10342540-10342690:plus -24.4796 -0.577982 13.6606 7.45872 -8.67347 -18.0102 -7.12844 3.91667  
 -2.04587 0.00804 0.0125 0.0000112 0.000894 0.00154 0.00812 0.00174 0.00416 0.0336  
 2L:10356720-10356870:minus -39.0306 -0.752294 -0.568807 2.31193 -27.0102 -17.7857 -13.5963  
 -2.43056 10.3486 0.0326 0.0132 0.0139 0.0123 0.0237 0.0068 0.00663 0.0334 0.0000988  
 2L:10356720-10356870:plus -30.4082 -3.6055 15.6239 3.76147 -27.5306 -7.5 -19.2294 2.90278 -2.83486  
 0.00908 0.0304 5.44e-07 0.00645 0.0351 0.000614 0.0181 0.00619 0.0427  
 2L:10362720-10362870:minus -33.3061 2.86239 -0.651376 3.07339 -7.60204 -8.20408 -19.4037 5.43056  
 1.78899 0.0279 0.00366 0.0143 0.00873 0.000466 0.000796 0.0186 0.00216 0.0103  
 2L:10362720-10362870:plus -13.5918 3.82569 5.61468 6.69725 -17.7143 -25.7551 -21.1101 6.38889 -0.761468  
 0.00099 0.00257 0.00137 0.00156 0.00627 0.0208 0.0251 0.00137 0.0244  
 2L:10366640-10366790:minus -41.3673 -0.311927 -2.07339 2 -8.93878 -10.0918 -20.4312 7.86111  
 1.38532 0.0551 0.0115 0.0221 0.0143 0.00216 0.00404 0.0222 0.000631 0.0123  
 2L:10366640-10366790:plus -31.9592 0.880734 -0.706422 1.19266 -18.4184 -17.7857 -10.0826 1.63889  
 1.48624 0.0167 0.00756 0.0146 0.0195 0.0101 0.0068 0.00313 0.00978 0.0118  
 2L:10375720-10375870:minus -31.4388 0.110092 1.75229 2.51376 10.9898 -9.45918 -16.5596 3.25 4.99083  
 0.0122 0.00993 0.00633 0.0113 3.28e-06 0.00279 0.0119 0.00542 0.00311  
 2L:10375720-10375870:plus -21.6939 -5.26606 -0.0825688 7.99083 -25.9286 -7.72449 -14.7615 5.16667  
 2.88073 0.00226 0.0473 0.0119 0.00059 0.0168 0.00068 0.00855 0.00244 0.00727  
 2L:10385740-10385890:minus -34.1837 0.458716 2.05505 1.57798 -17.9388 -17.051 -26.2752 4.47222  
 -1.57798 0.0314 0.00879 0.00566 0.0171 0.00715 0.00479 0.0553 0.0033 0.0299  
 2L:10385740-10385890:plus -41.7755 -2.30275 1.95413 2.3945 -18.7449 -18.1531 -25.0642 6.5 -4.76147  
 0.0652 0.0212 0.00588 0.0119 0.0138 0.00997 0.0476 0.0013 0.0686  
 2L:10386600-10386750:minus -32.1122 10.1743 0.522936 -1.18349 -27.4898 0.755102 -24.8165 5.77778  
 1.73394 0.0178 0.000123 0.00974 0.0389 0.0336 0.000175 0.046 0.00184 0.0106  
 2L:10386600-10386750:plus -31.7755 6.81651 2.66055 0.513761 -17.449 -8.23469 -30.0183 7.20833 -5.88991  
 0.0157 0.000713 0.00452 0.0235 0.00484 0.000875 0.0912 0.000902 0.0868  
 2L:10388240-10388390:minus -30.9286 3.24771 1.62385 6.41284 -26.9694 -8.68367 -18.6606 0.847222  
 -4.40367 0.0104 0.00317 0.00663 0.00189 0.023 0.00157 0.0165 0.0128 0.0623

2L:10388240-10388390:plus -33.7755 2.87156 1.27523 2.19266 -27.5306 -9.79592 -9.09174 1.43056 -0.440367  
 0.0297 0.00365 0.0075 0.0131 0.0351 0.00377 0.0026 0.0105 0.0216  
 2L:10396720-10396870:minus -42.7041 4.3578 -3.34862 5.06422 -9.5 -0.397959 -37.9174 3.79167  
 -14.2202 0.0842 0.0021 0.0318 0.00433 0.00293 0.000525 0.216 0.00437 0.361  
 2L:10396720-10396870:plus -23.4898 14.633 2.40367 3.41284 -18.4184 -16.9796 -16.8716 1.23611 -1.22018  
 0.00639 4.09e-06 0.00498 0.00756 0.0101 0.0044 0.0126 0.0112 0.0278  
 2L:10397100-10397250:minus -33.1122 13.4592 5.00917 2.50459 -27.3061 -19.5714 -15.1927 11.8333  
 5.44037 0.0271 0.000064 0.00177 0.0114 0.0315 0.0202 0.00932 0.0000364 0.00259  
 2L:10397100-10397250:plus -32.8163 -1.94495 2.06422 -0.807339 -18.4898 -8.72449 -20.5138 7.08333  
 -5.9633 0.024 0.0191 0.00564 0.0345 0.0116 0.00169 0.0225 0.000963 0.0882  
 2L:10403900-10404050:minus -33.2653 13.4592 0.577982 1.99083 -18.3469 -17.4286 -22.844 4.48611  
 7.68807 0.0277 0.000064 0.00955 0.0144 0.00894 0.00586 0.0342 0.00328 0.000841  
 2L:10403900-10404050:plus -22.1531 0.220183 3.22936 1.69725 -18.4592 1.16327 -19.6239 7.11111 9.61468  
 0.0031 0.00956 0.00363 0.0163 0.0109 0.0000831 0.0193 0.000949 0.00029  
 2L:10405020-10405170:minus -31.6327 3.68367 -3.69725 2.04587 -27.5306 -8.5 -21.3394 1.09722 0.183486  
 0.0138 0.00144 0.035 0.014 0.0351 0.00126 0.0262 0.0118 0.0176  
 2L:10405020-10405170:plus -31.6633 6.57798 -3.82569 3.44037 -19.0102 -17.2755 -27.7706 4.77778 -5.22018  
 0.0141 0.000803 0.0362 0.00746 0.0157 0.00544 0.0667 0.00289 0.0762  
 2L:10408220-10408370:minus -33.0714 1.88073 -2.70642 -1.3578 -27.2347 -17.3469 -5.23853 3.77778  
 0.66055 0.0267 0.00524 0.0265 0.0415 0.0283 0.0058 0.00106 0.0044 0.0156  
 2L:10408220-10408370:plus -31.8571 -2.68807 0.183486 5.90826 1.21429 -9.42857 -20.6514 -4.75 -0.486239  
 0.0163 0.0236 0.0109 0.00271 0.0000864 0.0027 0.0231 0.0584 0.0219  
 2L:10413380-10413530:minus -24.0306 6.10092 5.25688 1.61468 -26.1939 -8.72449 -16.0734 -2.08333  
 -1.20183 0.00723 0.00101 0.0016 0.0169 0.0175 0.00169 0.011 0.0305 0.0276  
 2L:10413380-10413530:plus -22.1531 9.13761 -0.293578 2.05505 -17.7857 -17.3061 -19.6881 11.8889  
 -1.06422 0.0031 0.000208 0.0128 0.0139 0.00676 0.00548 0.0195 0.0000344 0.0266  
 2L:10413880-10414030:minus -31.6633 0.87156 9.3945 6.73394 -18.449 -0.244898 -25.1376 4.40278  
 -1.9633 0.0141 0.00758 0.000202 0.00152 0.0107 0.000496 0.048 0.0034 0.0329  
 2L:10413880-10414030:plus -30.7041 0.522936 -0.917431 4.37615 -27.4592 -8.23469 -26.4404 -0.208333  
 -0.697248 0.00993 0.00859 0.0156 0.00504 0.0329 0.000875 0.0565 0.0178 0.0239  
 2L:10414500-10414650:minus -34.2959 0.0366972 0.220183 1.10092 -18.6429 -18.0102 -13.1743 8.25  
 -2.65138 0.0316 0.0102 0.0108 0.02 0.0121 0.00812 0.00602 0.000505 0.0406  
 2L:10414500-10414650:plus -33.0408 0.678899 -0.477064 2.23853 -27.2347 -8.79592 -29.422 1.19444  
 -1.57798 0.0264 0.00813 0.0135 0.0128 0.0283 0.0019 0.0838 0.0114 0.0299  
 2L:10419120-10419270:minus -41.6224 2.90826 2.6055 4.02752 1.83673 0.826531 -29.3211 3.33333  
 -2.53211 0.0628 0.0036 0.00462 0.00581 0.0000532 0.000153 0.0826 0.00525 0.0392  
 2L:10419120-10419270:plus -31 14.1284 -3.84404 3.3578 -26.9694 -18.0102 -24.6422 -1.47222 -4.66055  
 0.0105 7.2e-06 0.0364 0.00767 0.023 0.00812 0.045 0.0258 0.0667  
 2L:10422760-10422910:minus -23.2653 2.76147 -0.0642202 1.15596 -27.7551 0.0510204 -13.2294  
 5.44444 3.09174 0.00593 0.0038 0.0118 0.0197 0.0385 0.000349 0.00609 0.00215 0.00678  
 2L:10422760-10422910:plus -40.551 -1.11009 -1.11009 6.12844 -18.9388 -9.09184 -21.422 7.18056 2.16514  
 0.0418 0.0148 0.0165 0.00231 0.0151 0.00219 0.0266 0.000915 0.00879  
 2L:10423240-10423390:minus -23.2959 5.48624 0.0366972 3.19266 -18.449 -18.5714 -22.156 6.27778  
 1.68807 0.00605 0.00133 0.0115 0.00829 0.0107 0.0136 0.0303 0.00145 0.0109  
 2L:10423240-10423390:plus -41.8163 3.64286 2.84404 7.61468 -27.1531 19.051 -32.0917 0.5 -4.29358  
 0.0662 0.00159 0.00421 0.000779 0.0249 1.23e-06 0.119 0.0143 0.06  
 2L:10424020-10424310:minus -33.3367 0.422018 7.18349 10.7615 -17.7143 -18.2755 -19.3211 4.40278  
 -0.229358 0.0281 0.0089 0.000665 0.0000826 0.00627 0.0112 0.0184 0.0034 0.0202  
 2L:10424020-10424310:plus -31.8163 1.97248 -0.348624 0.495413 -8.60204 -27.602 -17.2661 -1.93056  
 2.11009 0.016 0.00507 0.013 0.0236 0.00125 0.0416 0.0134 0.0293 0.00898  
 2L:10426580-10426730:minus -23.1429 9.62385 3.97248 2.66972 -18.1837 -7.45918 -8.6789 3.97222  
 1.07339 0.00533 0.000161 0.00271 0.0106 0.00835 0.000582 0.00241 0.00407 0.014  
 2L:10426580-10426730:plus -24.2245 14.4128 0.495413 5.94495 -17.4184 -9.45918 -24.0183 1.125 -0.605505  
 0.00763 5.49e-06 0.00983 0.00261 0.00457 0.00279 0.0412 0.0117 0.023

2L:10426820-10426970:minus -21.9286 7.95413 3.97248 3.93578 -18.1837 -18.0102 -12.9725 3.18056  
 1.74312 0.0027 0.000392 0.00271 0.00597 0.00835 0.00812 0.00574 0.00557 0.0105  
 2L:10426820-10426970:plus -23.1837 -1.22936 -1.37615 5.94495 -18.1531 -9.45918 -18.4312 -1.26389 3.30275  
 0.00553 0.0154 0.0179 0.00261 0.00829 0.00279 0.016 0.0243 0.00619  
 2L:10428700-10428850:minus -34.2245 0.743119 1.55963 -1.83486 -17.4898 -10.0918 -18.4404 4.58333  
 -3.97248 0.0315 0.00794 0.00678 0.0484 0.0053 0.00404 0.016 0.00315 0.0553  
 2L:10428700-10428850:plus -41.8163 -0.0642202 -0.40367 -0.284404 1.14286 -8.42857 -20.4495 1.58333  
 1.0367 0.0662 0.0105 0.0132 0.0291 0.000113 0.00104 0.0223 0.00997 0.0141  
 2L:10430940-10431090:minus -32.7755 1.51376 1.80734 -0.40367 -8.64286 -27.051 -15.2294 -1.90278  
 0.0183486 0.0234 0.006 0.00621 0.0302 0.00139 0.0315 0.00939 0.029 0.0183  
 2L:10430940-10431090:plus -31.9694 2.25688 4.26606 -1.48624 -18.5306 -9.02041 -24.1284 1.59722 3.46789  
 0.0168 0.00457 0.00241 0.0431 0.0118 0.00213 0.0418 0.00993 0.00582  
 2L:10435740-10435890:minus -30.102 -0.229358 3.33028 4.11927 -17.4184 -18.2755 -15.2385 -2.20833  
 2.26606 0.00859 0.0111 0.00349 0.00551 0.00457 0.0112 0.00941 0.0315 0.00847  
 2L:10435740-10435890:plus -22.3776 15.7706 0.587156 5.59633 -18.6429 -9.72449 -27.6422 3.25 1.2844  
 0.00342 4.56e-07 0.00952 0.00331 0.0121 0.00352 0.0656 0.00542 0.0129  
 2L:10437500-10437650:minus -13.3673 7.69725 4.78899 4.65138 0.581633 -8.57143 -9.76147 1.61111  
 -4.25688 0.000813 0.00045 0.00194 0.00471 0.000292 0.00149 0.00294 0.00988 0.0593  
 2L:10437500-10437650:plus -31.7041 10.211 1.52294 4.37615 -8.93878 -17.2755 -11.367 4.36111 -4.70642  
 0.0146 0.000121 0.00687 0.00504 0.00216 0.00544 0.00403 0.00346 0.0676  
 2L:10439260-10439410:minus -23.0714 13.4592 4.05505 0.522936 0.357143 -8.94898 -14.9358 -2.86111  
 5.17431 0.0052 0.000064 0.00262 0.0234 0.000324 0.00203 0.00886 0.0373 0.00296  
 2L:10439260-10439410:plus -41.7857 14.7523 9.76147 5.31193 -18.7551 -18.051 -24.3394 1.51389 -2.22936  
 0.0653 3.48e-06 0.000163 0.00393 0.0144 0.00886 0.0431 0.0102 0.0356  
 2L:10442480-10442630:minus -32 1.83486 5.34862 1.6789 -36.0102 -17.0816 -25.1284 8.47222 3.09174  
 0.0171 0.00533 0.00154 0.0165 0.072 0.00487 0.048 0.000443 0.00678  
 2L:10442480-10442630:plus -23.1122 0.174312 0.651376 9.7156 -18.4184 -18.0102 -16.156 2.83333 2.88073  
 0.0053 0.00971 0.00932 0.000242 0.0101 0.00812 0.0111 0.00635 0.00727  
 2L:10457520-10457670:minus -31.898 3.97959 1.33028 1.20183 -18.7551 -8.79592 -28.9083 3.94444  
 -0.816514 0.0164 0.000669 0.00736 0.0195 0.0144 0.0019 0.0779 0.00411 0.0249  
 2L:10457520-10457670:plus 6.14286 3.47706 1.16514 7.34862 -26.9286 -9.27551 -9.21101 -4.54167 5.58716  
 5.85e-06 0.00292 0.0078 0.000998 0.0214 0.00244 0.00266 0.0557 0.00237  
 2L:10468560-10468710:minus -31.1429 1.87156 4.92661 6.31193 -17.7143 -19.3061 -22.5229 0.180556  
 3.88073 0.0108 0.00526 0.00183 0.00199 0.00627 0.0187 0.0323 0.0158 0.00475  
 2L:10468560-10468710:plus -32.1122 1.10092 0.46789 5.33028 -17.602 -8.79592 -8.61468 4.16667 1.34862  
 0.0178 0.00698 0.00992 0.00389 0.00547 0.0019 0.00238 0.00375 0.0125  
 2L:10483240-10483390:minus -40.2857 -1.54128 -0.706422 0.559633 -19.051 -18.8571 -22.7064 4.48611  
 -1.98165 0.0385 0.0169 0.0146 0.0232 0.0162 0.0151 0.0334 0.00328 0.033  
 2L:10483240-10483390:plus -31.398 13.6422 6.00917 3.29358 -26.9286 -9.20408 -13.0275 5.01389 2.41284  
 0.0117 0.0000127 0.00115 0.00791 0.0214 0.00225 0.00582 0.00261 0.0082  
 2L:10488700-10488850:minus -22.8878 13.4592 2.22018 6.12844 -27.2653 -9.53061 -11.9358 -0.527778  
 -0.192661 0.00441 0.000064 0.00532 0.00231 0.0302 0.0031 0.00455 0.0196 0.0198  
 2L:10488700-10488850:plus -33.6327 5.36697 14.3119 2.66972 -7.33673 -8.86735 -4.76147 6.29167 -1.56881  
 0.029 0.0014 4.82e-06 0.0106 0.000388 0.00198 0.000927 0.00144 0.0298  
 2L:10499320-10499470:minus -21.5816 0.183486 4.48624 7.80734 -18.6429 -18.0816 -3.07339 10.75  
 1.90826 0.00205 0.00968 0.0022 0.00063 0.0121 0.00934 0.000579 0.0000934 0.00974  
 2L:10499320-10499470:plus -23.7041 -0.394495 5.25688 6.29358 -27.6327 -9.45918 -26.9174 5.66667  
 1.00917 0.00669 0.0118 0.0016 0.00202 0.0369 0.00279 0.0599 0.00194 0.0143  
 2L:10500420-10500570:minus -23.0306 1.7156 2.74312 2.68807 -28.0102 -19.5714 -12.5138 2.76389  
 5.95413 0.00505 0.00557 0.00438 0.0104 0.0449 0.0202 0.00517 0.00652 0.00192  
 2L:10500420-10500570:plus -23.449 4.12844 -0.697248 4.0367 -17.9796 -17.3469 -22.0917 1.375  
 -6.89908 0.00631 0.00229 0.0145 0.00578 0.00726 0.0058 0.03 0.0107 0.111  
 2L:10503780-10503930:minus -22.6633 -2.12844 9.11009 4.07339 -18.1122 0.122449 0.0642202 -1.02778  
 1.95413 0.00384 0.0202 0.000238 0.00562 0.00771 0.000312 0.000279 0.0227 0.00964

2L:10503780-10503930:plus -23.1837 -0.577982 1.68807 9.59633 -18.4898 1.05102 -13.9817 -0.180556  
 -4.06422 0.00553 0.0125 0.00648 0.000275 0.0116 0.000107 0.00722 0.0177 0.0565  
 2L:10506760-10506910:minus 5.46939 1.63303 1.42202 6.29358 -8.26531 -18.0102 -19.2661 0.0694444  
 2.11009 9.74e-06 0.00575 0.00712 0.00202 0.000934 0.00812 0.0182 0.0164 0.00898  
 2L:10506760-10506910:plus -21.6939 4.05102 15.4495 6.27523 20.4694 0.0510204 -7.27523 -1.40278  
 -3.82569 0.00226 0.000335 9.17e-07 0.00206 1.65e-07 0.000349 0.0018 0.0253 0.0531  
 2L:10516560-10516710:minus -2.07143 5.3578 5.6055 6.3578 -17.0816 0.387755 0.944954 -1.875  
 4.09174 0.0000251 0.0014 0.00137 0.00195 0.00334 0.000217 0.000224 0.0288 0.00416  
 2L:10516560-10516710:plus -12.2245 0.926606 6.54128 7.37615 -9.16327 -8.57143 -16.7064 1.56944 8.88073  
 0.000376 0.00743 0.000901 0.000951 0.00249 0.00149 0.0122 0.01 0.000468  
 2L:10517120-10517270:minus -32.0714 5.09174 5.22018 3.61468 -27.3061 -27.3367 -8.58716 2.09722  
 5.49541 0.0176 0.00157 0.00162 0.0068 0.0315 0.0347 0.00236 0.00832 0.0025  
 2L:10517120-10517270:plus -31.7347 9.6789 13.6789 7.29358 -17.4184 -0.173469 -15.4954 1.31944  
 -0.651376 0.0149 0.000157 0.0000109 0.00104 0.00457 0.000456 0.00989 0.0109 0.0235  
 2L:10529220-10529370:minus -21.7653 -2.56881 3.6055 1.25688 -17.4184 -18.051 -12.2936 -0.666667  
 -2.6055 0.00237 0.0229 0.00314 0.0192 0.00457 0.00886 0.00492 0.0205 0.04  
 2L:10529220-10529370:plus -13.1429 0.743119 6.3211 9.24771 -8.96939 -16.7551 10.7431 -3.33333 -0.87156  
 0.00065 0.00794 0.000999 0.000409 0.00226 0.0042 9.79e-06 0.042 0.0252  
 2L:10728880-10729030:minus -31.3571 10.1193 4.86239 2.2844 -27.5612 -18.5714 -8.58716 -0.638889  
 -0.100917 0.0114 0.000126 0.00188 0.0124 0.0354 0.0136 0.00236 0.0203 0.019  
 2L:10728880-10729030:plus -41.2551 0.550459 12.9725 7.90826 -18.4592 0.122449 -19.5138 8.63889 0.183486  
 0.0513 0.00851 0.0000215 0.000611 0.0109 0.000312 0.019 0.000401 0.0176  
 2L:10732380-10732530:minus -31.8469 7.05505 6.44037 6.72477 -7.89796 -27.602 -16.0642 6.01389  
 -0.605505 0.0162 0.00063 0.000945 0.00154 0.000678 0.0416 0.011 0.00165 0.023  
 2L:10732380-10732530:plus -13.7755 14.5046 -0.348624 1.78899 -16.4184 0.244898 -12.7798 7.15278  
 -3.06422 0.00107 4.87e-06 0.013 0.0158 0.00304 0.000285 0.0055 0.000928 0.0453  
 2L:10737240-10737390:minus -40.102 1.3945 2.98165 2.29358 -19.3163 -9.57143 -15.5046 4.69444  
 -3.81651 0.036 0.00627 0.004 0.0124 0.0165 0.00326 0.0099 0.003 0.0529  
 2L:10737240-10737390:plus -23.2245 0.761468 0.394495 3.84404 -18.1531 -8.94898 -10.1193 1.04167 0.0733945  
 0.00576 0.00789 0.0102 0.00624 0.00829 0.00203 0.00315 0.012 0.0181  
 2L:10743900-10744050:minus -32.8061 1.25688 14.3119 3.29358 -17.7551 -18.0816 -1.57798 -2.875  
 -0.302752 0.0237 0.00659 4.82e-06 0.00791 0.00658 0.00934 0.000403 0.0375 0.0208  
 2L:10743900-10744050:plus -21.1531 7.65138 3.40367 3.7156 -18.6735 -16.9796 -16.633 4.70833 -8.47706  
 0.00188 0.00046 0.0034 0.00655 0.0123 0.0044 0.0121 0.00298 0.15  
 2L:10746220-10746370:minus -22.0306 0.293578 -1.87156 8.98165 -9.0102 -18.051 -15.422 0.0416667  
 4.14679 0.00293 0.00932 0.0208 0.000461 0.00236 0.00886 0.00975 0.0165 0.00406  
 2L:10746220-10746370:plus -31.7347 0.678899 2.43119 3.17431 -18.4898 -17.9796 -17.0275 1.86111 1.86239  
 0.0149 0.00813 0.00493 0.00842 0.0116 0.00764 0.0129 0.00905 0.00994  
 2L:10767880-10768030:minus -23 6.6789 3.44037 2.89908 -27.3061 -27.7551 -6.01835 4.33333 3.24771  
 0.00498 0.000764 0.00335 0.00938 0.0315 0.0458 0.00132 0.0035 0.00636  
 2L:10767880-10768030:plus -31.4796 13.6239 0.93578 3.05505 -18.1939 -18.2041 -13.2294 5.68056 5.22936  
 0.0128 0.000013 0.00845 0.00878 0.0086 0.0103 0.00609 0.00193 0.00288  
 2L:10769920-10770070:minus -30.3673 3.00917 -6.22936 3.77064 -17.3776 9.37755 -23.0367 -0.930556  
 -5.59633 0.00897 0.00347 0.0669 0.00637 0.00419 0.0000363 0.0353 0.0221 0.0819  
 2L:10769920-10770070:plus -22.1837 8.51376 0.247706 -0.284404 -18.3469 -18.2041 -17.0459 4.98611  
 5.13761 0.00315 0.000289 0.0107 0.0291 0.00894 0.0103 0.0129 0.00264 0.00298  
 2L:1077180-1077330:minus -31.7755 0.752294 2.11009 4.13761 -27.3367 -27.898 -18.4862 2.61111 1.57798  
 0.0157 0.00791 0.00554 0.00546 0.0317 0.0537 0.0161 0.00691 0.0114  
 2L:1077180-1077330:plus -24.2653 -0.192661 5.97248 3.6422 -27 -9.42857 -14.0367 2.76389 6.17431  
 0.00773 0.011 0.00117 0.00669 0.0233 0.0027 0.00731 0.00652 0.00171  
 2L:1077680-1077830:minus -30.7347 -4.99083 -0.174312 4.50459 11.6939 0.204082 3.97248 -1.58333  
 1.69725 0.01 0.044 0.0123 0.00484 1.17e-06 0.000296 0.0000833 0.0266 0.0108  
 2L:1077680-1077830:plus -24.2959 13.3878 0.788991 1.78899 1.14286 -19.5 -12.8624 2.52778 -3.77064  
 0.00781 0.0000869 0.00889 0.0158 0.000113 0.0199 0.0056 0.00712 0.0524

2L:107960-108110:minus -31.6633 4.77982 3.00917 5.08257 -8.86735 -18.7857 -22.0459 -1.22222 -0.880734  
 0.0141 0.00178 0.00396 0.00429 0.00173 0.0146 0.0297 0.024 0.0252  
 2L:107960-108110:plus -30.6327 2.66972 1.74312 3.56881 -26.5918 -9.38776 -11.0183 6.93056 2.83486  
 0.00968 0.00393 0.00635 0.00699 0.0186 0.00266 0.00375 0.00104 0.00739  
 2L:1080900-1081050:minus -30.8776 5.42202 -4.6789 2.27523 -9.20408 -0.397959 -23.2385 2.25 -0.40367  
 0.0103 0.00137 0.0454 0.0125 0.00262 0.000525 0.0365 0.00788 0.0213  
 2L:1080900-1081050:plus -31.6633 0.862385 6.33945 10.5963 10.3571 9.86735 -22.0642 0.305556 3.46789  
 0.0141 0.00761 0.000991 0.0001 0.0000208 0.0000132 0.0298 0.0152 0.00582  
 2L:10842480-10842630:minus -32.2653 10.9266 8.46789 3.97248 -18.4184 -16.9388 -19.2202 6.55556  
 0.238532 0.0184 0.0000837 0.00034 0.00587 0.0101 0.00433 0.0181 0.00126 0.0173  
 2L:10842480-10842630:plus -13.8469 10.5321 -2.68807 2.51376 -17.4184 -17.5714 -16.7615 8.95833 4.04587  
 0.0011 0.000102 0.0264 0.0113 0.00457 0.00616 0.0123 0.000329 0.00421  
 2L:10850320-10850470:minus -13.5204 8.31193 0.0275229 5.86239 -27.2653 -18.0102 -11.3578 -2.31944  
 6.37615 0.00097 0.000323 0.0115 0.00282 0.0302 0.00812 0.00402 0.0325 0.00159  
 2L:10850320-10850470:plus -22.4388 -2.51376 9.55963 3.89908 -18.6837 -25.602 -12.3394 -2.77778 -0.293578  
 0.00348 0.0225 0.000184 0.00604 0.0126 0.0207 0.00497 0.0365 0.0207  
 2L:10850760-10850910:minus -30.6735 -5.19266 -3.94495 1.7156 10.0918 -9.5 -24.0917 -0.402778  
 -1.6422 0.00978 0.0464 0.0374 0.0162 0.0000251 0.00294 0.0416 0.0189 0.0304  
 2L:10850760-10850910:plus -32.9898 -2.9633 0.0550459 1.74312 0.908163 -19.0102 -16.3761 2.52778  
 -3.91743 0.0254 0.0255 0.0114 0.016 0.000153 0.0159 0.0116 0.00712 0.0544  
 2L:10858040-10858190:minus -21.9286 4.11009 0.697248 4.21101 20.1735 -27.6327 2.42202 3.68056  
 3.81651 0.0027 0.00231 0.00917 0.00532 5.68e-07 0.043 0.000144 0.00457 0.00482  
 2L:10858040-10858190:plus -24.2959 3.90816 -0.954128 6.27523 -8.93878 0.0204082 -15.5688 4.125  
 1.44037 0.00781 0.00102 0.0157 0.00206 0.00216 0.000377 0.01 0.00382 0.012  
 2L:10858420-10858570:minus -23.4898 0.40367 4.88073 2.17431 -9.19388 -10.0918 -16.844 1.30556  
 2.80734 0.00639 0.00896 0.00187 0.0132 0.00253 0.00404 0.0125 0.011 0.00742  
 2L:10858420-10858570:plus -32.398 2.22018 -0.990826 5.30275 1.87755 0.316327 -15.3028 -1.41667  
 3.45872 0.019 0.00463 0.0159 0.00396 0.0000492 0.000243 0.00953 0.0254 0.00591  
 2L:109260-109410:minus -21.9286 4.84404 1.25688 5.89908 -17.449 -18.0816 -7.57798 6.69444 5.49541  
 0.0027 0.00174 0.00755 0.00272 0.00484 0.00934 0.00192 0.00118 0.0025  
 2L:109260-109410:plus -22.9286 -3.3945 2.46789 6.84404 -18.4184 -18.3469 -7.44037 -6.68056 -0.577982  
 0.0046 0.0287 0.00486 0.0014 0.0101 0.0124 0.00187 0.0871 0.0227  
 2L:10967880-10968030:minus -24.3367 1.61468 4.98165 3.97248 -27.6327 -17.7857 -17.8991 -0.416667  
 8.05505 0.00789 0.00578 0.00179 0.00587 0.0369 0.0068 0.0147 0.019 0.00064  
 2L:10967880-10968030:plus -30.7347 -3.2844 1.9633 3.08257 -26.5306 -18.3469 -20.789 -1.84722 1.02752  
 0.01 0.0279 0.00586 0.0087 0.0185 0.0124 0.0237 0.0286 0.0141  
 2L:10970240-10970390:minus -12.5204 5.27523 1.59633 4.40367 1.87755 -9.0102 -14.8991 2.16667  
 5.23853 0.000441 0.00145 0.00669 0.00497 0.0000492 0.00208 0.00879 0.00812 0.00285  
 2L:10970240-10970390:plus -40.2143 0.899083 1.41284 -1.52294 20.2041 -9.02041 -12.2936 4.15278 0.917431  
 0.0372 0.00751 0.00714 0.0437 3.64e-07 0.00213 0.00492 0.00377 0.0146  
 2L:10972000-10972150:minus -23.2245 5.44954 0.66055 3.33945 -27.1224 -10.0204 -23.9541 1.84722  
 2.19266 0.00576 0.00135 0.00929 0.00774 0.0245 0.00399 0.0408 0.0091 0.0087  
 2L:10972000-10972150:plus -31.3265 -1.77982 -1.65138 6.54128 -18.3776 -8.79592 -20.7431 7.04167 3.51376  
 0.0114 0.0182 0.0195 0.00173 0.00926 0.0019 0.0235 0.000984 0.00566  
 2L:10972380-10972530:minus -32.5918 -1.95413 3.25688 7.27523 -16.1531 -19.3469 -16.3486 1.875  
 1.33028 0.021 0.0192 0.0036 0.00109 0.00297 0.0194 0.0115 0.00901 0.0127  
 2L:10972380-10972530:plus -22.8061 -3.06422 -2.04587 3.27523 -17.7143 -26.602 -13.5138 -0.638889  
 5.17431 0.00414 0.0262 0.0219 0.00796 0.00627 0.0248 0.0065 0.0203 0.00296  
 2L:10975120-10975270:minus -21.5816 -4.36697 2.83486 6.54128 -18.4592 -27.3367 -19.5229 0.680556  
 0.440367 0.00205 0.0373 0.00423 0.00173 0.0109 0.0347 0.019 0.0135 0.0164  
 2L:10975120-10975270:plus -21.7041 0.146789 3.81651 3.04587 -17.1939 -27.3061 -18.6055 -3.38889 -1.05505  
 0.00231 0.0098 0.00289 0.00883 0.00377 0.0336 0.0164 0.0426 0.0264  
 2L:10976320-10976470:minus -34.0714 9.6789 0.431193 2.98165 -8.64286 -8.53061 -15.3945 0.597222  
 -4.3578 0.031 0.000157 0.01 0.00905 0.00139 0.00136 0.0097 0.0139 0.0614

How the deposited data were processed for this re-analysis (not part of the article)

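CAGE tags of 8 libraries from D. melanogaster S2 cells were analysed, 4 labelled control and 4 labelled exosome knockdown. The deposited values are counts of tag 5′ ends per position and strand of dm3, and per the paper's methods the authors made these counts from reads that were trimmed, filtered on quality and mapped uniquely with Bowtie. No normalization had been applied. The paper's text names no removal of duplicate reads, so tags are not independent molecules, and intervals and limits cover counting error only. Library totals ranged from 33565925 to 46388382 tags.

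Library identity was settled from expression in Supplementary File 1, where the value of a single tag gives a library size per column. Each library matched 1 column within 0.1%. The libraries labelled control matched the KD columns and those labelled exosome knockdown matched the GFP columns, so the labels run opposite to the paper's table. The paper's groups give the direction of every measure, libraries are named by their labels, and a log2 fold change is that of the libraries labelled control relative to those labelled exosome knockdown. The part of the supplementary table used here lists 1982 DHSs, the first of 9471, of which 1754 lie on 2L, 5 on 2LHet and 223 on 2R.

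Positions with at least 2 tags in a library were merged within 20 bp per strand, trimmed at 0.1 of the summit and merged again. The noise threshold was the 99th percentile of windows of 200 bp on 2L farther than 500 bp from a listed DHS midpoint. Windows at genes were not left out, unlike in the paper. TCs had to exceed the threshold in 2 libraries of a group. DHS expression was counted in windows of 200 bp per strand around the centre with the most coverage. Exosome sensitivity, directionality and the major strand follow the paper's definitions. Divergent TCs were counted within 250 and 500 bp.

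Changes were tested with edgeR 4.0.16 (quasi-likelihood, TMM, R 4.3.3, limma 3.58.1) and with DESeq2 1.42.0 as an alternative, with Benjamini-Hochberg adjustment at 0.05. TMM factors ranged from 0.886 to 1.07. Single values were compared by exact permutation tests of 4 libraries against 4, two-sided with the smaller tail doubled. Leaving out a library leaves 3 against 4, which cannot pass 0.05 when the tail is doubled, so such values are given with no test at the loci. Correlations across DHSs used 100000 resamples. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. On simulated data with 200 changed items each, the tests found 186 TCs with 6 false calls and 200 DHS windows with 10 false calls, and clustering returned 7 of 7 planted items.

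The main settings, the alternatives apart from those named as chosen later, and the rule for named items were set before the data were examined. The rule names every locus of Supplementary Table 2, the TC with the most tags in each group, and the 2 TCs that rose and the 2 that fell most among TCs with a mean of at least 10 TPM in a group and no overlap between the groups. Of 25283 TCs, 13452 (53.2%) had groups without overlap, where chance gives 2.86%, and 4153 passed the rule. The noise threshold of 0.119 TPM, the convergent arrangement, the comparison with RT-qPCR, the groups by STARR-seq activity, the correlations within classes, the ratio of H3K4me1 to H3K4me3, the chromosome arms and the alternatives for the sensitivity of TCs were chosen after the data had been seen.

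No 2 libraries were copies, as differences between libraries of a group exceeded counting error by a chi-square per degree of freedom of 28.8 to 132.2. The sample descriptions state that barcoded libraries were sequenced 4 to a pool, and do not name the pool of each library. Each of the 4 barcodes occurs once in each group, and also once among replicates 1 and 2 of both groups together and once among replicates 3 and 4, so the barcodes allow pools within groups and pools across them. If the pools followed the groups, pool and group cannot be told apart.

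The TSSs of Dis3 and Rrp6, the classes of annotated TCs and mappability were not analysed here, because the annotation at hand is on another genome build and positions were not converted.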

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

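The tests of depth, of repeats, of a single position and of a single library were chosen after the results were seen, and those of a few TCs and of low expression were set before their outcome was known.

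In 72 groups of 4 libraries, the gap of the highest or lowest library to its nearest neighbour, divided by the group's range, was compared with Dixon's critical value at 95%. It was exceeded in 7 groups, and chance flags about 1 in 20 groups. In 3 groups the ratio was 1 because a single library of those labelled exosome knockdown held all tags, namely at the Ars2 PROMPT (2 tags), at the plus strand of enhancer E5 (1 tag) and at the TC at position 1487649 of 2R (1 tag). In the libraries labelled control (the paper's KD columns) the ratio was 0.852 at the Prosa2 PROMPT, where replicate 3 was highest with 1.40 TPM. At the minus strands of E3 and E4 the ratios were 0.936 and 0.856, with 1.47 TPM and 2.69 TPM in replicate 4 as the highest values. For the TC on the minus strand of 2R from 10247796 to 10247801 the ratio was 0.891, with 47050 TPM in replicate 4 as the lowest value. Replicate 4 is the library in 3 of these groups, and no explanation for it was tested.

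A difference the paper does not report lies outside the long chromosome arms. Heterochromatic scaffolds and chromosome 4 held 1.77% ± 0.224 (SD, n = 4) of the tags in the libraries labelled control (the paper's KD columns) and 0.947% ± 0.0414 (SD, n = 4) in those labelled exosome knockdown, a ratio of 1.86 (exact permutation test, two-sided, p = 0.0286). Of 760 TCs there, 572 were higher (75.3%, 95% Wilson interval 72.1% to 78.2%) and 19 lower in edgeR's test. The interval takes TCs as independent, although they come from the same libraries. Without single libraries the share ranged from 70.4% to 75.7%, and with other filters of TCs it was lower. On the long arms 33.0% of 24394 TCs were higher. The values argue against depth as the cause, since the shallowest library labelled control held 1.57% and the deeper libraries labelled exosome knockdown reached 0.985% at most. Without the 10 TCs with the most tags the ratio was 2.23, so a few TCs do not carry the difference. Lists of TCs from the long arms matched on mean expression had a median of 40.0% higher TCs, and the largest of 10000 lists had 46.1%, which counts against low expression. Reads shared between repeats stay open. The TCs on Uextra, which is rich in repeats, had a median log2 fold change of -0.0941, with 17 of 66 TCs higher and 2 lower. Those on U, also unplaced sequence, had a median of 2.00, with 45 of 63 TCs higher, 4 lower and a ratio of 2.24. The medians point different ways, while the TCs called lean the same way on both. Mappability was not used, so reads shared between repeats cannot be told apart from a change in transcription or turnover. A batch that followed the groups stays open as well, and so does the exosome knockdown, which was not tested apart from the batch.

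The TC on 2R from 10247796 to 10247801 of the minus strand had a log2 fold change of 2.87 and held 4.71% to 6.20% of the tags in the libraries labelled control and 0.643% to 0.825% in those labelled exosome knockdown. The lowest of these, 4.71% in replicate 4, lies above every library labelled exosome knockdown, which excludes a single library as the source. All 8 of 8 other TCs within 1 kb were higher as well (median log2 fold change 2.95), but 7 of them lie on the other strand and the highest mean among them was 96.6 TPM. The other 5 positions of the TC together held 1.60% to 2.33% of the tags in the libraries labelled control and 0.181% to 0.222% in those labelled exosome knockdown, which excludes an artefact at a single position. By-products of the same RNA could show the same change, so a rise of 1 RNA alone stays open. Contamination, repeats and a batch that followed the groups were not tested, and a change in RNA turnover stays open beside them.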

How the results depend on the processing

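The noise threshold of 0.119 TPM, the level every listed DHS reaches, the alternatives for the sensitivity of TCs, and the tests on chromosome arms and convergent TCs were chosen after the data were seen. Over 86 results and 880 alternatives, 753 values stayed on the same side of their test or within the spread of replicates. Another 125 values moved beyond that spread or by more than 1.5 times for counts, and 0 reversed. A reversal meant a change of sign, which counts, shares, TPM and sensitivities cannot show. The 0 reversals therefore bear only on differences, fold changes and correlations. The 753 include values without a library that does not enter them, which repeat the main value. Among single loci 1 was weaker, the E4 plus strand window with the DHS midpoint as the centre (difference 0.175 TPM), and 1 was stronger, Calypso over TMM effective library sizes (difference -10.0 TPM). Except where construction is named, the cause was not tested. The tags within 100 bp of the TSSs of Dis3 and Rrp6 were not run. Groups are the libraries labelled control (the paper's KD columns) and labelled exosome knockdown.

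Lower thresholds keep more TCs by construction. From 22104, 18056 and 25283 TCs (labelled control, labelled exosome knockdown, either), the counts rose to 103676, 84164 and 121668 at the 95th percentile, to 45073, 36604 and 53337 at 0.5 TPM, and to 130149, 104918 and 151646 at 0.119 TPM. The divergent shares within 250 and 500 bp, 17.7% and 33.3%, became 38.9% and 53.2%, 26.0% and 40.7%, and 43.5% and 57.6%. With 2 tags over pooled libraries the share within 250 bp was 17.5%. Without trimming the shares were 8.06% and 24.3%. With TCs kept in the libraries labelled exosome knockdown only they were 13.1% and 29.1%, and with those labelled control only 17.5% within 250 bp. Over the 8 fits that each left out a library the shares ranged from 17.2% to 17.8% and from 32.6% to 33.5%.

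The share of TCs with a sensitivity under 0.25 was 55.0% at the 95th percentile and 54.5% at 0.119 TPM, with medians of 0.135 and 0.144. Without single libraries the share ranged from 55.8% to 61.3% and the median from 0 to 0.121, against 58.3% and 0.0648 with all. Median r squared at 0.119 TPM was 0.784 and 0.799. Convergent DHSs rose from 16 to 84 at the 95th percentile and to 91 at 0.119 TPM.

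Of 25283 TCs, 15385 passed (8690 higher, 6695 lower). With filterByExpr on all TCs 28599 passed (18376 higher, 10223 lower), and above 0.119 TPM 54746 (39260 higher, 15486 lower), where more TCs were tested. The correlation of deviations between libraries of the same number over 12641 TCs was 0.0725, 0.155, 0.238 and 0.449, and between libraries of different numbers it lay between -0.483 and 0.216. The first of these was under 0.1, the level set for taking numbers as pairs, so they were not taken as pairs, although a shared component is not excluded. With the replicate block 16187 TCs passed, of which 15022 were shared with the fit without it, and of the DHS windows 2124 passed. The share of TCs higher on heterochromatic scaffolds and chromosome 4, 75.3%, was 78.3% without TMM, 78.9% with the replicate block, 62.7% with filterByExpr and 58.7% above 0.119 TPM, and ranged from 70.4% to 75.7% without single libraries.

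In the DHS classes, ordered as bidirectional stable, intermediate bidirectional stable, unidirectional stable, unidirectional stable w/ PROMPT, weak bidirectional unstable and weak unidirectional unstable, the DHS midpoint gave major strand medians of 48.6, 1.89, 30.8, 37.7, 0.770 and 0.607 TPM. Minor strand medians changed to 11.6 TPM in the first class, 0.0979 TPM in the class w/ PROMPT and 0.339 TPM in the weak bidirectional class. Absolute directionality became 0.613, 0.836, 0.999927, 0.991, 0.331 and 0.960. With TMM effective library sizes the unidirectional stable class had 44.2 and 0.00503 TPM and a directionality of 0.999945, and the weak unidirectional class 0.00838 TPM on the minor strand and 0.977.

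With the groups exchanged, sensitivity turns round by construction. The bidirectional stable class then had sensitivities of 0.114 and 0.0214 and a directionality of 0.602. The intermediate class had 0.379 and 0.0194 TPM, sensitivities of 0 and 0 and a directionality of 0.907. The unidirectional stable class had 55.7 and 0.00569 TPM, sensitivities of 0.195 and 0.503 and a directionality of 0.999944. The class w/ PROMPT had 43.6 and 0.0214 TPM, a minor strand sensitivity of 0 and a directionality of 0.999. The weak bidirectional class had 0.333 and 0.0617 TPM, sensitivities of 0 and 0 and a directionality of 0.658. The weak unidirectional class had 0.561 and 0.00683 TPM, a major strand sensitivity of 0 and a directionality of 0.984.

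Without single libraries, directionality ranged from 0.867 to 0.880 in the intermediate class, from 0.999943 to 1 in the unidirectional stable class, from 0.354 to 0.368 in the weak bidirectional class and from 0.977 to 0.985 in the weak unidirectional class. Minor strand expression ranged from 0 to 0.00539 TPM in the unidirectional stable class and from 0.00750 to 0.00906 TPM in the weak unidirectional class. Minor strand sensitivity ranged from 0.879 to 0.919 in the intermediate class and from 0.00657 to 0.213 in the weak unidirectional class, where few tags limit it and where it was lowest without replicate 4 labelled control.

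The share of 2L tags near DHSs was 76.9% and 81.1% within 250 bp and 89.8% and 92.2% within 1000 bp, wider or narrower by construction. Odds ratios with positions counted once were 7.13 and 9.37, in place of 22.3 and 29.3.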

Differences from the paper's values

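The alternatives named as chosen after seeing the values, and the comparison with figures, were chosen after the results were seen. Of 75 values of the paper compared, 15 differed by the rule used, and among 38 values at loci 1 differed. Values from figures were read by eye when the values here were already known. The paper's list of 9471 DHSs is represented by 1982 DHSs in the copy used here, so values over DHSs cover that part.

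In units of 1000 TCs, leaving out the remainder, the paper keeps 147 in its KD libraries and 121 in its control libraries, and 22.1 and 18.1 were kept here. Of the alternatives set before the data were examined, the 95th percentile threshold came within the rule (103.7 and 84.2) and the others did not. The level every listed DHS reaches, chosen after seeing the values and after fixed thresholds from 0.1 to 2 TPM had been scanned, came within it too (130.1 and 104.9).

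The paper's divergent shares are 47% within 250 bp and 60% within 500 bp, and those here 17.7% and 33.3%. Of the alternatives set before the data were examined, the 95th percentile threshold came within the rule (38.9% and 53.2%), and 0.5 TPM did within 500 bp only (40.7%). The level every listed DHS reaches, chosen after seeing the values, gave 43.5% and 57.6%.

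The paper's odds ratio of strand preference is 13.3, and 22.3 was found here in the libraries labelled control. None of the alternatives set before the data were examined closed the gap, and positions counted once gave 7.13.

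The paper's rho for hkCP is 0.43, and 0.418 was found here. For dCP the paper's rho is negative with a size of 0.20, against 0.176 here. The SD over libraries, 0.00458 for hkCP and 0.0045 for dCP, does not cover the use of only a part of the paper's DHSs. These small differences therefore do not speak against the paper's values, which have the same direction. No alternative set before the data were examined brought either within the rule.

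The paper's share of DHSs with convergent transcription is 1.5%, and 0.807% was found here with a definition of its own. The 95th percentile threshold, with 4.24%, and the level every listed DHS reaches, with 4.59%, did not close the gap.

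The lowest and highest r squared of the paper's knockdown pairs are about 0.73 and about 0.81 in Supplementary Figure 3, read by eye, and 0.828 and 0.952 were found here. Those of its control pairs are about 0.76 and about 0.83 in Supplementary Figure 2, read by eye, and 0.875 and 0.954 here. The pseudocount set before the data were examined did not close these gaps. The level every listed DHS reaches, chosen after seeing the values, did, with 0.737, 0.820, 0.775 and 0.838.

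The median minor strand sensitivity of the weak unidirectional unstable class is 0 in the paper's table over the same DHSs, and 0.148 here. Of the alternatives set before the data were examined, TMM effective library sizes (0.0890), leaving out replicate 3 labelled exosome knockdown (0.130) and leaving out replicate 4 labelled control (0.00657) came within the rule.

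For the plus strand of enhancer E1 the paper's KD value is about 0.74 TPM in Supplementary Figure 9, read by eye, and 2.08 TPM was found here. With the DHS midpoint as the centre, set before the data were examined, it was 0.694 TPM, which closed the gap.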

Other observations

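The tests of other splits, of labels and of classes were chosen after the results were seen, and those of depth and of the number of TCs for the divergent share were set before their outcome was known.

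Only 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many TCs with an adjusted p under 0.05 in edgeR, and the same held for the DHS strand windows (1 of 35). The other 34 splits gave 0 calls. At an unadjusted p under 0.05 they gave at most 2818 TCs, against 16510 in the real split, and at most 275 windows, against 2212. The split of replicates 1 and 2 against 3 and 4, which the barcodes allow as pools, gave 309 TCs and 14 windows at an unadjusted p under 0.05. Each split other than the real one mixes the groups, so the group difference adds to the spread within its sides and lowers its calls. The low count for replicates 1 and 2 against 3 and 4 therefore cannot decide on a pool effect.

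The labels and the paper's table name the 2 groups the opposite way. All 15 PROMPT and enhancer windows of Supplementary Table 2 were higher in every library labelled control than in every library labelled exosome knockdown, which is consistent with labels of the 2 groups exchanged. At the Ars2 PROMPT the separation rests on library totals, since libraries with 2 tags occur in both groups. A single label wrong would place a library on the side of the other group. The number of libraries inside the range of the other group was 0, which follows from the separation at the 15 windows and is no further test. This count replaced one by midpoints, which gave 1, replicate 4 labelled control at the minus strand of E2 with 1.77 TPM, below the midpoint of 2.42 TPM and above 0.0894 TPM, the highest value of the other group. The depleted RNAs themselves were not analysed here.

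The larger divergent share per library in the libraries labelled control may reflect their depth or their number of TCs. With every library thinned to the smallest total the difference within 250 bp was 4.12 percentage points, against 4.12 at full depth. Depth thus does not account for the difference among the TCs called at full depth, at the threshold of 1.31 TPM. TCs were not called anew from the thinned tags and lower thresholds were not thinned, so an effect of depth there stays open. With an equal number of 16128 TCs per library it was 2.26 percentage points (exact permutation test, two-sided, p = 0.0286), so the number of TCs accounts for part of the difference at most. The exosome knockdown stays open as an explanation, beside a batch that followed the groups.

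The correlation of expression with the hkCP signal could arise from differences between the DHS classes. The mean rho within the 6 classes, weighted by size, was 0.151, against 0.418 over all DHSs, and the rho within classes was positive in 6 of 6 classes, so differences between the classes do not account for the whole correlation. The paper formed the classes in part on expression, so the smaller rho within them does not show that the classes account for any part of it. For the dCP signal the weighted mean was 0.0401.

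Chromosome 4 and the heterochromatic scaffolds taken apart gave ratios of 1.54 and 2.28 between the libraries labelled control and those labelled exosome knockdown, U gave 2.24 and Uextra gave 0.890. Most tags on Uextra belong to the TC at position 2965654, with 0.631% to 1.07% of all tags over the 8 libraries.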
